# Interaction of genetic variants activates latent metabolic pathways in yeast

**DOI:** 10.1038/s41467-025-63306-4

**Published:** 2025-08-27

**Authors:** Srijith Sasikumar, Shannara Taylor Parkins, Suresh Sudarsan, Himanshu Sinha

**Keywords:** Genetic interaction, Quantitative trait, Gene expression

## Abstract

Genetic interactions are fundamental to the architecture of complex traits, yet the molecular mechanisms by which variant combinations influence cellular pathways remain poorly understood. Here, we answer the question of whether interactions between genetic variants can activate unique pathways and if such pathways can be targeted to modulate phenotypic outcomes. The model organism *Saccharomyces cerevisiae* was used to dissect how two causal SNPs, *MKT1*^*89G*^ and *TAO3*^*4477C*^, interact to modulate metabolic and phenotypic outcomes during sporulation. By integrating time-resolved transcriptomics, absolute proteomics, and targeted metabolomics in isogenic allele replacement yeast strains, we show that the combined presence of these SNPs uniquely activates the arginine biosynthesis pathway and suppresses ribosome biogenesis, reflecting a metabolic trade-off that enhances sporulation efficiency. Functional validation demonstrates that the arginine pathway is essential for mitochondrial activity and efficient sporulation only in the double-SNP background. Our findings show how genetic variant interactions can rewire core metabolic networks, providing a mechanistic framework for understanding polygenic trait regulation and the emergence of additive effects in complex traits.

## Abstract (web summary)

The mechanisms through which variants of different genes interact to affect cell pathways remain poorly understood. Here, the authors show that combinations of two genetic variants in yeast can reprogram cellular metabolism and affect sporulation.

## Introduction

Complex traits arise from intricate interactions between causal genetic loci, the broader genetic background, and environmental influences^1,2^. These loci can influence traits through additive effects or non-additive interactions, such as dominance and epistasis. Several studies have focused on mapping genetic interactions in model organisms like yeast^3–8^ and human diseases^9–13^. A global genetic interaction network for yeast employing reverse genetic screens on essential and non-essential genes revealed numerous genetic interactions, with many interacting genes belonging to the same functional pathways, forming highly organized and structured genetic networks^6^. Similarly, CRISPR knockout screens have identified genes essential for cell viability in cancer and pluripotent stem cells in human cell lines^14^. While most studies have focused on gene deletions or knockouts to identify genetic networks, a few have used biparental yeast populations to find genetic networks among gene variants^7,15^. These studies identified variant-specific gene networks that had environment-sensitive genetic interactions, and incorporating such genetic interactions into predictive models of phenotypic variation significantly improved their accuracy.

While the studies mentioned above highlight the prevalence of genetic interactions in shaping complex traits, a crucial gap remains in understanding how these interactions function at the molecular level. Specifically, how do genetic variants interact to modulate molecular pathways and contribute to phenotypic variation? Addressing this question is essential for identifying novel functional targets that can be leveraged to modulate complex traits, particularly in diseases influenced by multiple interacting variants^16,17^. In this study, we sought to test the hypothesis: do interacting SNPs function independently through their respective functional networks, or do they activate latent molecular pathways when combined (Fig. 1A)?

**Fig. 1:**
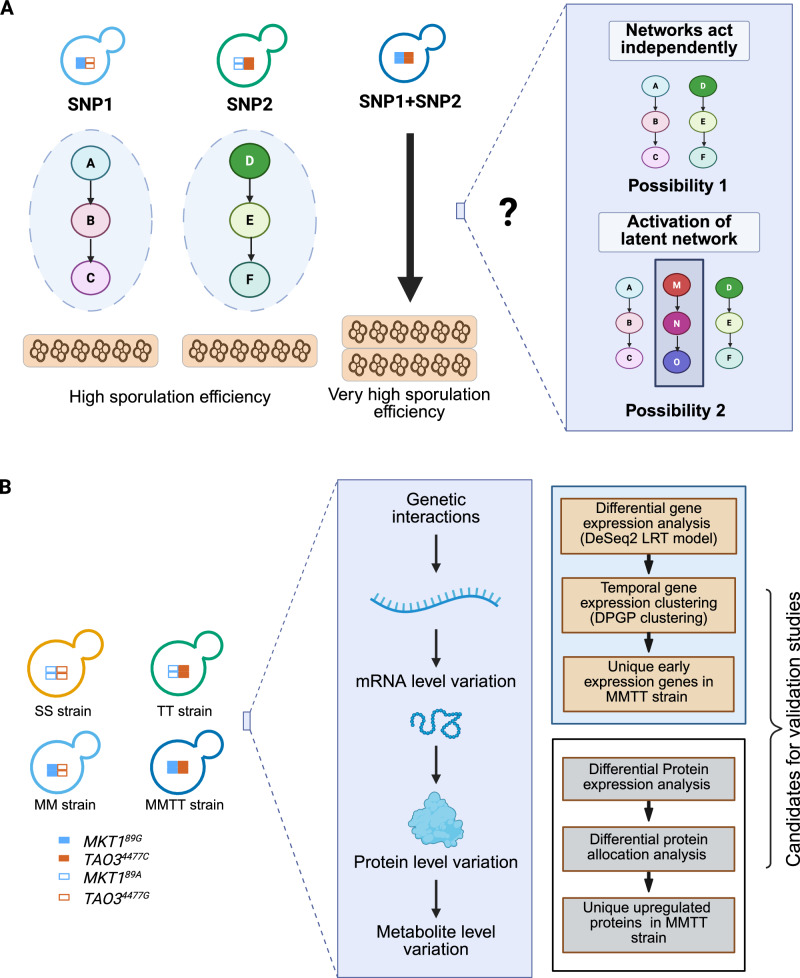
Overview of the model under study. **A** Illustration of the proposed molecular mechanism involving *MKT1*^*89G*^ and *TAO3*^*4477C*^. This panel highlights the potential interaction between the gene and protein expression networks of *MKT1*^*89G*^ and *TAO3*^*4477C*^, contributing to the observed additive effect on higher sporulation efficiency. **B** Schematic representation of the study design for temporal transcriptomics and proteomics analysis of yeast strains in sporulation medium. This panel outlines the experimental approach to identify the molecular mechanisms underlying the phenotypic additivity observed in the yeast strains. Created in BioRender. Sinha, H. (2025) https://BioRender.com/07eizi3.

There are several challenges in studying genetic interactions between SNPs, particularly in complex traits. First, genetic background can confound the effect of SNP interactions^5,18,19^. Second, while gene expression has been widely studied, its correlation with protein levels is often limited^20–22^. Third, biological processes and the intermediate phenotypes underpinning these processes are dynamic^23^.

To overcome these challenges, we employed *S. cerevisiae*, a yeast model system, where one can use isogenic allele replacement yeast strains to study various complex traits and identify the phenotypic and molecular effects of genetic variants at the SNP level^3,24,25^. Gene expression changes alone may not fully explain phenotypic outcomes, as protein expression and post-translational modifications frequently play critical roles. A systems genetics approach of integrating multi-omics data, such as transcriptomics, proteomics, and metabolomics, offers a framework for overcoming the challenge of understanding the complex interplay among these intermediate phenotypes and their impact on biological processes^26,27^. In recent studies, the integration of multi-omics information has guided targeted therapies in discovering biomarkers for cancers and other complex diseases^28–34^. Furthermore, studies in model organisms^35–41^ and humans^42^ have demonstrated that gene and protein expression variations are highly context-specific, varying by developmental stage. Despite significant advances, most studies investigating the molecular basis of genetic interactions in yeast have focused on gene expression at a single time point, including our previous study^43,44^. Therefore, understanding the temporal phase during which causal genetic variants exert their molecular effects is critical for understanding genotype-phenotype relationships^37,40,41^.

Here, we designed a study to systematically investigate the genetic interaction between two key quantitative trait loci (QTLs) in yeast sporulation, a developmental process. Using isogenic yeast strains carrying distinct SNPs, individually and in combination, we integrated multi-omics data to capture gene and protein expression and key metabolite level changes at multiple time points during sporulation (Fig. 1B). This allowed us to compare the effects of individual SNPs with their combined effects, revealing how SNP interactions modulate molecular pathways over time. Our results showed that the combination of SNPs activated a latent metabolic pathway, different from those activated by each SNP independently. Our findings have broader implications for understanding polygenic traits and diseases, where multiple SNPs contribute additively to phenotypic variation. We provide critical insights into the regulatory mechanisms underlying complex traits by dissecting how causal SNPs interact at the molecular level. This knowledge can inform the development of therapeutic strategies for diseases driven by polygenic interactions, offering new avenues for targeted interventions.

## Results

### Role of *MKT1*^*89G*^ and *TAO3*^*4477C*^ SNPs in sporulation efficiency variation

Sporulation is a developmentally regulated metabolic process in yeast. In response to nutrient limitations, such as nitrogen starvation and the availability of a non-fermentable carbon source like acetate, diploid yeast cells undergo meiosis, ultimately producing four haploid spores^45^. Sporulation efficiency, defined as the rate of spore formation, is a quantitative trait in yeast and is well-studied^35,36,46–48^. A previous study by Deutschbauer and Davis^25^ identified *MKT1*^*89G*^ and *TAO3*^*4477C*^ SNPs from the high sporulating strain, SK1, as causal for increasing sporulation efficiency of the low sporulating strain, S288c. From the comprehensive yeast genomics dataset of 3034 strains^49^, we found that the *MKT1*^*89G*^ SNP has an allele frequency of 0.9955, indicating that it is a common variant in *S. cerevisiae*. In contrast, the *TAO3*^*4477C*^ SNP has an allele frequency of 4.952 × 10^−4^, highlighting that it is an ultra-rare allele in the population. As these are independent SNPs, we expect around 0.0493% of the population to carry both alleles in combination.

To study the phenotypic effects of these two SNPs, we used a panel of isogenic strains in the S288c background generated by swapping specific S288c nucleotides with their SK1 allele counterparts, resulting in four diploid strains: wildtype S288c, hereafter referred to as SS strain, MM strain with the *MKT1*^*89G*^ SNP, TT strain with the *TAO3*^*4477C*^ SNP, and MMTT strain harboring both *MKT1*^*89G*^ and *TAO3*^*4477C*^ SNPs in combination (Fig. 2A). Under the conditions described^25^, we first measured the sporulation efficiencies of these allele replacement strains to assess the effects of SNPs on sporulation efficiency variation. The MM (39.41 ± 2.42%), TT (37.42 ± 1.81%), MMTT (75.42 ± 3.68%), and MmTt (71.29 ± 0.52%) allele replacement strains, along with the wild-type SK1 strain (90.13 ± 1.78%), exhibited higher sporulation efficiency after 48 h in sporulation medium with acetate as sole carbon source compared to the S288c strain (SS: 7.00 ± 1.54%, Fig. 2B), consistent with previous reports^25,40,41^. We confirmed that the sporulation efficiency phenotype of the MMTT was additive, representing the sum of individual sporulation efficiencies of the MM and TT strains. Furthermore, we observed that the *MKT1*^*89G*^ and *TAO3*^*4477C*^ alleles were dominant over the S288c alleles *MKT1*^*89A*^ and *TAO3*^*4477G*^ (Fig. 2B).

**Fig. 2:**
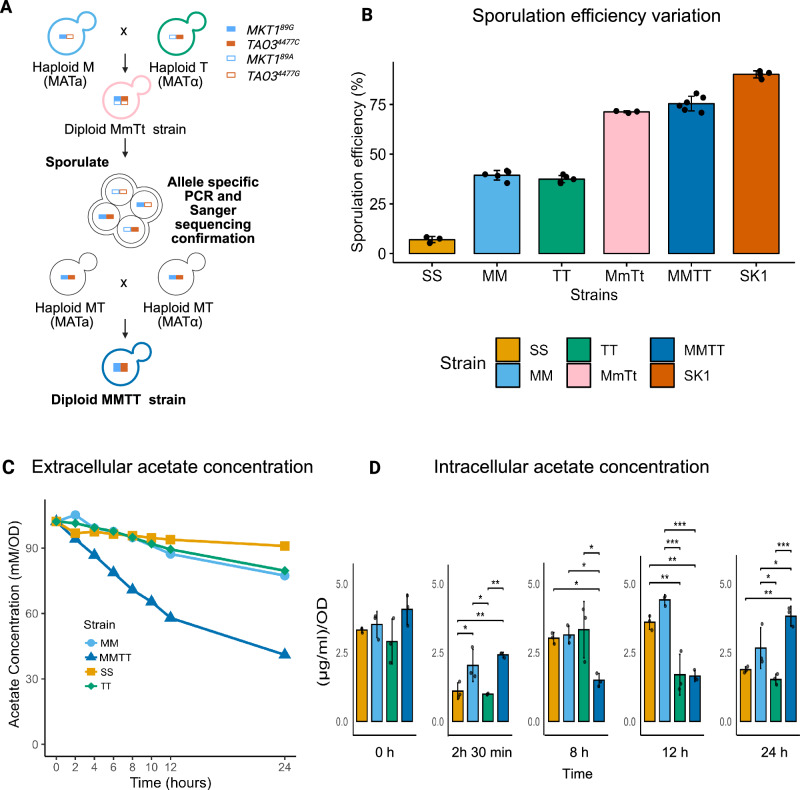
Additive effect of *MKT1*^*89G*^ and *TAO3*^*4477C*^ on sporulation efficiency variation. **A** Schematic representation of the steps involved in generating the MMTT strain, highlighting the introduction of the *MKT1*^*89G*^ and *TAO3*^*4477C*^ alleles. **B** Sporulation efficiency of the SS, MM, TT, MMTT, MmTt (heterozygous), and SK1 strains was measured after 48 h in the sporulation medium. The bar graph represents the percentage of sporulating cells (dyads, triads, and tetrads), demonstrating the additive effect of the *MKT1* and *TAO3* alleles. Error bars represent mean ± SD from at least three biological replicates. Individual data points are shown as dots. **C** Mean values of extracellular acetate levels in the sporulation medium of the SS, MM, TT, and MMTT strains at different time points during sporulation (*N* = 2). **D** Intracellular acetate concentrations were measured across four yeast strains (SS, MM, TT, MMTT) at five time points (0 h, 2 h 30 min, 5 h 40 min, 12 h, and 24 h) in sporulation medium. Error bars represent mean ± SD from three biological replicates. Individual data points are shown as dots. Statistical significance was assessed using one-way ANOVA, followed by Tukey’s HSD post-hoc test for each time point independently. Significance levels are indicated as follows: ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05. Exact adjusted *p*-values are provided in the Source data file. Source data are provided as a Source Data file for (**B**–**D**). Created in BioRender. Sinha, H. (2025) https://BioRender.com/07eizi3.

Sporulation in yeast is induced when strains are grown in an acetate medium, the sole carbon source. We hypothesized that increased sporulation efficiency of MM, TT, and MMTT strains could be due to altered acetate uptake, as previous studies have shown activation of key metabolic pathways like nitrogen metabolism, TCA cycle, and gluconeogenesis associated with the SNPs involved^40,41^. To test this, we measured extracellular acetate levels over time. MMTT strain showed a sharp decline in acetate compared to SS, MM, and TT strains, which were similar at 2 h but diverged later (Fig. 2C). Further, we observed that the MM and TT strains outperformed SS in utilization, particularly after 8 h (Fig. 2C). Intracellular acetate analysis revealed rapid consumption in MMTT within 8 h, followed by gradual accumulation up to 24 h (Fig. 2D), suggesting activation of downstream metabolism during the early stages of sporulation. The TT strain showed a biphasic usage with peaks at 2 h 30 min and 8–12 h. The SS and MM strains had similar trends with an early dip, followed by an accumulation till 12 h and then a decline.

These observations suggested that the enhanced sporulation efficiency observed in the MMTT strain could be driven by more efficient acetate uptake and utilization during the early time points (0–8 h). The distinct temporal patterns of intracellular and extracellular acetate across strains suggest that the SNP-associated changes can confer metabolic plasticity across strains. This plasticity is likely orchestrated by coordinated changes at the transcriptomic, proteomic, and intracellular metabolite levels, enabling differential sporulation efficiency across strains.

### Genetic interaction reshuffles amino acid metabolism and ribosomal pathways

In previous studies from our lab, we investigated the functional and molecular effects of the *MKT1*^*89G*^ and *TAO3*^*4477C*^ SNPs using global temporal microarray analyses, with samples collected throughout sporulation up to 8 h 30 min, with denser sampling during the early stages^40,41^. The choice of this logarithmic time series instead of a linear time series was to capture the rapid changes occurring in early response genes that have causal effects on the phenotype^40,41,50^. These studies revealed that *MKT1* and *TAO3* play critical roles early in sporulation. The *MKT1*^*89G*^ allele enhanced sporulation efficiency by activating genes such as *RTG1/3*, which are involved in mitochondrial retrograde signaling, and *DAL82*, associated with nitrogen starvation^40^. In contrast, the *TAO3*^*4477C*^ allele improved sporulation efficiency through the activation of genes like *ERT1*, linked to the TCA cycle, and *PIP2*, involved in gluconeogenesis, compared to when these SNPs were absent^41^.

To characterize the effect of *MKT1*^*89G*^ and *TAO3*^*4477C*^ SNPs in the combination on the global gene expression variation, we performed RNAseq for SS strain and MMTT strain throughout sporulation with denser sampling during the early phase at 0 h, 30 min, 45 min, 1 h 10 min, 1 h 40 min, 2 h 30 min, 3 h 50 min, 5 h 40 min till 8 h 30 min (Fig. 3A). These time points were identical to the expression analysis study done for single SNP strains, MM and TT^40,41^, which allowed us to make comparisons of differentially expressed genes between individual SNPs and their combinations to identify causal mechanisms activated in response to genetic interactions.

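The RNA came from the SS strain, the wildtype S288c diploid, and the MMTT strain, which carries both SNPs in the same background, with 3 replicates of each strain at each of the 9 time points, 54 libraries in all. The paper's Methods describe mRNA isolation, strand-specific libraries made with the NEBNext Ultra II Directional kit and paired-end sequencing on a NovaSeq instrument. The authors removed reads from ribosomal RNA, aligned the rest with STAR to the S288c genome and counted the reads on each gene. They deposited these counts, without normalization, for 6571 genes. The versions, the annotation and the strand setting of the counting are not stated in the paper's text. Values of genes that overlap others on the opposite strand are therefore uncertain, and so are those of genes with near-identical copies.

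The values given first come from the 49 libraries of the paper's set, 24 from MMTT and 25 from SS. Their total counts lay between 1455002 and 5793502, with a median of 3896460 in MMTT and 3622421 in SS. Between 6147 and 6345 genes had counts in each of them, and the 10 genes with the most counts took 6.83% to 12.3% of a library. The paper left out SS 0 h replicate 1, SS 30 min replicate 1, MMTT 45 min replicate 2, MMTT 2 h 30 min replicate 3 and MMTT 5 h 40 min replicate 3, as potential outliers by hierarchical clustering and PCA. Their total counts were 195492, 159701, 3559383, 303349 and 4567237, in that order. Values for all 54 libraries follow those for the paper's set.

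Library sizes were normalized by TMM factors and differences were tested in edgeR. Positive log2 fold changes are higher in MMTT, or higher than at 0 h. Comparisons between the strains and the interaction used the 6031 genes with at least 3 CPM in at least 3 libraries. No group held more than 3 libraries, and 5 of the 18 groups held 2.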

**Fig. 3:**
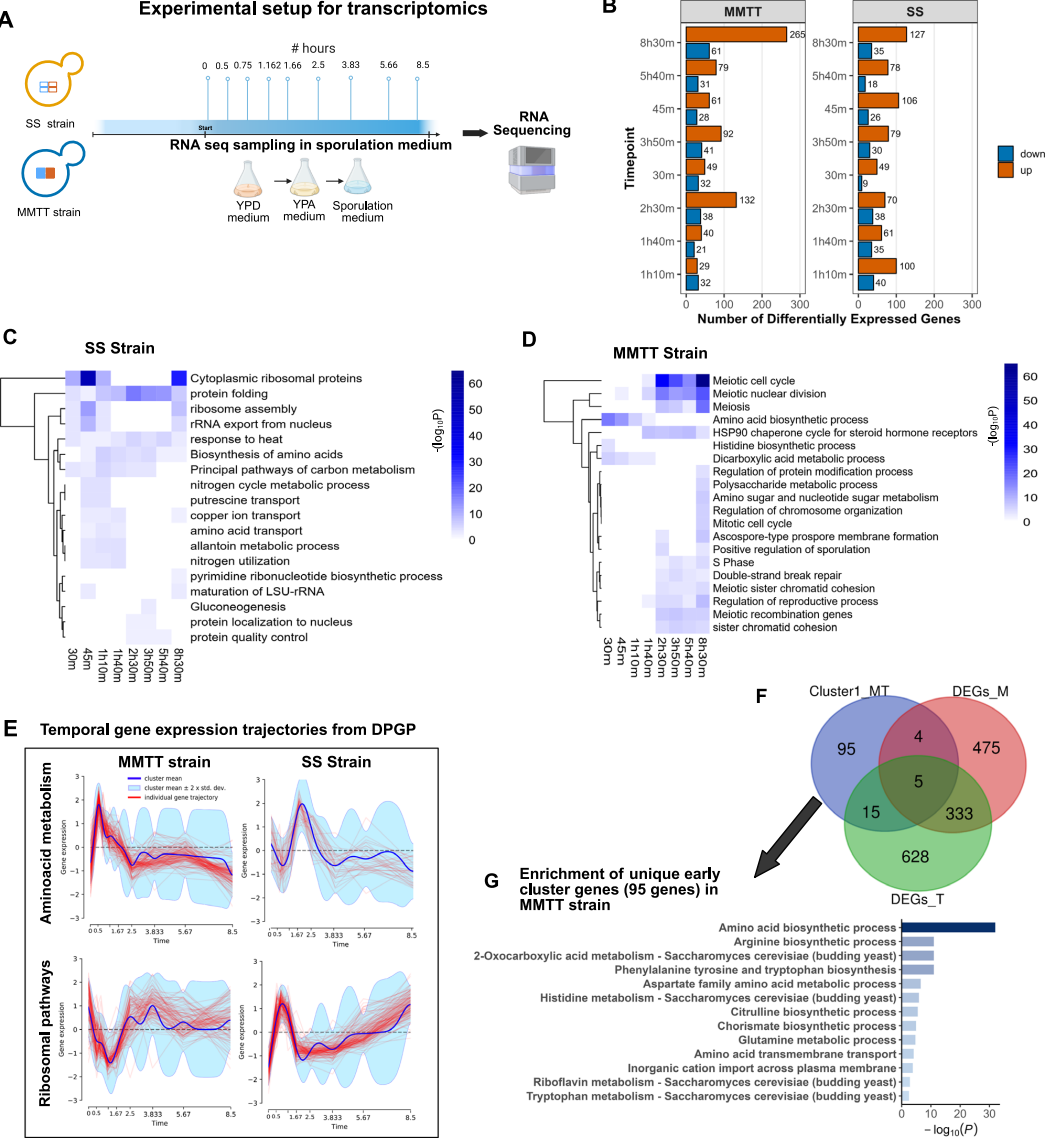
Temporal reshuffling of amino acid metabolism and ribosomal pathways in the presence of *MKT1*^*89G*^ and *TAO3*^*4477C*^ SNPs. **A** Schematic representation of the design of the time-series RNA-seq experiment. This panel illustrates the overall experimental setup, including RNA sample collection from SS and MMTT strains at 9 time points during sporulation. **B** Bar plots showing the number of differentially expressed genes (DEGs) at each time point compared to 0 h in SS and MMTT strains. DEGs were identified using DESeq2 with Wald test (two-sided), applying an adjusted *p*-value < 0.05 (Benjamini–Hochberg correction) and |log_2_ fold change| > 2. **C**, **D** GO enrichment analysis of upregulated DEGs using Metascape for the SS strain (**C**) and MMTT strain (**D**) across all time points. Enrichment *p*-values were calculated using the cumulative hypergeometric test (one-sided) and adjusted for multiple comparisons using the Benjamini–Hochberg method (Metascape). Heatmaps show −log_10_(*p*-value) for the top enriched GO terms. **E** Temporal gene expression trajectories of genes involved in amino acid metabolism and ribosomal pathways, derived from DPGP clustering. Shaded regions represent ±2 standard deviations (SD) around the mean expression trajectory. **F** Venn diagram comparing early clustered genes in MMTT (Cluster 1) with DEGs from MM and TT strains. **G** GO enrichment analysis of the 95 genes uniquely present in Cluster 1 of the MMTT strain using Metascape. Enrichment *p*-values were calculated using the cumulative hypergeometric test (one-sided) and adjusted using Benjamini–Hochberg correction (Metascape). Bar plot represents −log_10_(adjusted *p*-value). Source data are provided as a Source Data file for (**C**, **D**). Created in BioRender. Sinha, H. (2025) https://BioRender.com/07eizi3.

Hierarchical clustering and Principal component analysis (PCA) of the gene expression data revealed a clear distinction between the SS and MMTT strains (Supplementary Fig. 1A, B). 

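The 300 genes with the highest variance of log2 CPM over the 49 libraries were used, as in the paper. The first and second principal components held 48.2% and 17.6% of the variance. The nearest library by Euclidean distance was of the same strain for 100% of the libraries. With strain labels permuted within time points this share had a mean of 45.4% and a highest value of 85.7% (permutation test, one-sided, p = 1e-04, the smallest p that 10000 permutations give). The nearest library came from the same time point for 46.9% of the libraries. When the complete-linkage tree was divided into 2 groups, the smaller group held 4 libraries, all from MMTT, and strain and group matched for 59.2% of the libraries (95% exact binomial interval 44.2% to 73.0%). The alternative that moved this value most was the use of all 6031 genes, which gave 71.4%. On all 54 libraries the nearest library was of the same strain for 100%, strain and group matched for 59.3%, and the components held 45.3% and 14.9%.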

The analysis of differentially expressed genes at each time point against the initial time point between the SS and MMTT strains revealed substantial differences in gene expression patterns between the two strains. 

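Each strain was compared with its own 0 h libraries, with 6419 genes of at least 0.5 CPM in at least 3 libraries tested in MMTT and 6350 in SS. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 2. In MMTT, the numbers of genes higher and lower than at 0 h were 71 and 55 at 30 min, 142 and 48 at 45 min, 51 and 56 at 1 h 10 min, 51 and 57 at 1 h 40 min, 148 and 55 at 3 h 50 min and 176 and 58 at 5 h 40 min. In SS they were 75 and 19 at 30 min, 140 and 48 at 45 min, 135 and 65 at 1 h 10 min, 93 and 55 at 1 h 40 min, 112 and 67 at 2 h 30 min, 132 and 52 at 3 h 50 min, 136 and 40 at 5 h 40 min and 210 and 46 at 8 h 30 min. Over all time points, 720 genes were called at least at 1 time point in MMTT and 456 in SS, 215 of them in both strains. A gene called in 1 strain alone is not shown to differ between the strains, which the test of the interaction addresses.

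The alternative that moved these numbers most was a threshold of 1 on the absolute log2 fold change, under which 525 genes were higher and 308 lower in MMTT at 45 min. That time point also depended on single libraries. It held 2 libraries of MMTT, and 49 genes were higher and 80 lower without replicate 1, but 351 and 189 without replicate 3. Without MMTT 0 h replicate 1, 93 genes were higher at 45 min. With all 54 libraries, 184 genes were higher and 49 lower at 45 min, of which 84 and 33 were also called in the paper's set. At 5 h 40 min in MMTT, 102 were higher and 52 lower with all 54 libraries, and in SS 89 and 26 at 30 min.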

The differentially expressed genes at each time point for SS and MMTT strains are provided in Supplementary Data 1. 

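At 30 min, 2 h 30 min and 8 h 30 min, 3 called genes whose replicates did not overlap were taken in each strain by their fitted log2 fold change against 0 h. For genes with 0 counts in a group this is no measure of size, and only a lower bound is given. ARG1 (YOL058W), not taken by this rule, rose by a log2 fold change of 4.04 in MMTT at 30 min. In MMTT at 30 min the genes taken were ENA2 (YDR039C), YAR064W and YOR055W. ENA2 had 0 counts at 30 min and 49.1 ± 27.1 CPM (SD, n = 3) at 0 h, at least 57.2-fold lower with a floor of 3 counts per library. ENA1 and ENA5 are near copies of ENA2, so reads could have been split among them. YAR064W, which has the near copy YHR213W-B, had 0 counts at 30 min and was at least 1.27-fold lower, and its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment reached 0.12 without MMTT 0 h replicate 2 and also passed 0.05 without each MMTT library at 30 min. YOR055W had a log2 fold change of -4.98 (standard error 0.95, adjusted p = 4.4e-04) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

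In MMTT at 2 h 30 min the genes were YOL013W-A, YPR108W-A and RRT5 (YFR032C). RRT5 rose to 194 ± 234 CPM (SD, n = 2) from 2.00 ± 0.997 CPM (SD, n = 3), a log2 fold change of 6.61 (standard error 0.88, adjusted p = 1.0e-05) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold changes of YOL013W-A and YPR108W-A were 7.74 and 6.75. Without MMTT 2 h 30 min replicate 2 these 3 values dropped to 3.83 for RRT5, 4.07 for YOL013W-A and 2.95 for YPR108W-A, and the adjusted p of YOL013W-A and YPR108W-A rose to 0.071 and 0.27 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the last samples, at 8 h 30 min, RRT5 rose by a log2 fold change of 9.61, YDL186W by 9.44 and SPS4 (YOR313C) by 9.23.

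In SS at 30 min, YDR222W rose by a log2 fold change of 5.76 (standard error 0.37, adjusted p = 3.5e-10) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. YPL251W, with 0 counts at 30 min, was at least 5.19-fold lower, and YPR123C, with 0 counts at 0 h, at least 1.30-fold higher. In SS at 2 h 30 min, YLR338W fell by 6.54 on the log2 scale. YDR445C and YKL053W had 0 counts at 0 h and were at least 3.13-fold and 2.06-fold higher. The adjusted p in SS rose to 0.065 for YPL251W at 30 min, 0.17 for YPR123C at 30 min, 0.076 for YDR445C at 2 h 30 min and 0.17 for YKL053W at 2 h 30 min without SS 0 h replicate 3 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These calls were also lost for YPL251W without SS 30 min replicate 2 or SS 30 min replicate 3, for YPR123C without SS 0 h replicate 2, SS 30 min replicate 2 or SS 30 min replicate 3, for YDR445C without SS 0 h replicate 2 and for YKL053W without SS 0 h replicate 2, SS 2 h 30 min replicate 1 or SS 2 h 30 min replicate 3. By 8 h 30 min, YDR445C was at least 14.6-fold higher. There YNL042W-B, which overlaps the noncoding gene YNCN0009W on the same strand, had a log2 fold change of 7.99 and YPR108W-A one of 7.40. YOR055W, YOL013W-A, YPR108W-A, YPL251W, YPR123C, YLR338W, YDR445C and YKL053W are not in the R64 annotation used for gene names, so their copies and overlaps were not examined.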

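In the MMTT strain at 2 h 30 min, 229 genes were higher and 63 lower than at 0 h (2 libraries against 3). The Wald test of DESeq2 on the same libraries called 235 and 66. The counts depended on 1 library: without MMTT 2 h 30 min replicate 2, 148 genes were higher and 38 lower, and without replicate 1, 107 were lower. Over all 54 libraries, which add replicate 3 with its 303349 counts, 230 were higher and 59 lower, of which 208 and 52 were called in both sets.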

A notable increase in DEGs was observed in the MMTT strain, particularly during the early phase (2 h 30 min), with 132 genes upregulated and 32 downregulated. This trend continued in the later phase (8 h 30 min), where 265 genes were upregulated, and 61 were downregulated (Fig. 3B). 

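At 8 h 30 min, with 3 libraries in each group, 308 genes were higher and 132 lower in MMTT than at 0 h. With each library left out in turn, between 298 and 315 genes were higher and between 109 and 129 lower. DESeq2 called 306 and 133. In the full set of 54 libraries 308 were higher and 118 lower, and 307 and 117 of these were also called in the paper's set.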

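Metascape was not run here. Instead, 8 lists of genes were tested with camera, a test of whether the genes of a list move together relative to all others, with a preset correlation of 0.01 between genes. The p values were adjusted by Benjamini-Hochberg over the 64 tests of a strain. Camera called 32 lists higher and 1 lower than at 0 h in SS, and 41 higher and 4 lower in MMTT. Of these calls, 32 of 33 in SS and 45 of 45 in MMTT held with fry, and 10 and 21 with the correlation estimated from the data. Camera also made calls with time labels exchanged at random within a strain. In SS these had a median of 19 and a highest value of 27 over 50 draws. In MMTT they had a median of 41, and 13 of 51 labellings, the real one included, gave 45 or more calls. When all 54 libraries were used, 28 of the 33 calls in SS and 45 of the 45 in MMTT held.

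The 25 genes for heat response and protein folding were higher than at 0 h at all 8 later time points in both strains. Their median log2 fold change in SS lay between 1.38 at 30 min and 2.21 at 2 h 30 min, with a largest adjusted p of 1.2e-20 from camera with Benjamini-Hochberg adjustment. In MMTT the median lay between 1.03 at 30 min and 1.81 at 1 h 40 min. The 9 genes for arginine biosynthesis had a median between 0.57 and 1.13 in SS and were called at 7 of 8 time points, with an adjusted p of 0.063 from camera with Benjamini-Hochberg adjustment at 3 h 50 min. Their call was lost with all 54 libraries at 2 h 30 min, 5 h 40 min and 8 h 30 min, and also without single libraries, at 2 h 30 min without SS 0 h replicate 3 (0.46) or SS 2 h 30 min replicate 2 (0.63), at 5 h 40 min without SS 0 h replicate 3 (0.50), SS 5 h 40 min replicate 2 (0.72) or SS 5 h 40 min replicate 3 (0.66) and at 8 h 30 min without SS 0 h replicate 3 (0.59), with the medians then in parentheses. The 7 genes for histidine biosynthesis had a median between 0.46 and 0.77 in SS and were called at no time point by camera with Benjamini-Hochberg adjustment, with a smallest adjusted p of 0.067. With fry they were called at each time point but 1 h 40 min. The 14 genes for aromatic amino acid biosynthesis had a median between 0.10 and 0.31 in SS and were not called. With fry they were called at 45 min, 5 h 40 min and 8 h 30 min.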

GO enrichment analysis on the upregulated and downregulated genes found that in the case of the SS strain, there was a consistent upregulation of pathways like protein folding, response to heat (stress response), and biosynthesis of amino acids across all time points (Fig. 3C) In contrast, the MMTT strain exhibited distinct pathway activations between early time points (30 min, 45 min, 1 h 10 min, 1 h 40 min) and middle to late time points (2 h 30 min, 3 h 50 min, 5 h 40 min, 8 h 30 min). Specifically, significant upregulation was observed in genes associated with the amino acid biosynthetic process, dicarboxylic acid metabolic process, and histidine biosynthetic process as early as 30 min into sporulation (Fig. 3D). These pathways remained upregulated during the early phase but not in the middle and late phases. Additionally, the enrichment of pathways related to meiotic nuclear division and the meiotic cell cycle began at 1 h 40 min in the MMTT strain, which was not observed in the S strain. Furthermore, genes involved in polysaccharide metabolic processes and ascospore-type pro-spore membrane formation were uniquely upregulated at 8 h 30 min in the MMTT strain, highlighting the onset of spore wall formation (Fig. 3D).

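In MMTT at 30 min the median log2 fold change against 0 h was 2.34 for the arginine list (adjusted p = 1.1e-15 from camera with Benjamini-Hochberg adjustment), and all 9 genes were higher. It was 1.95 for the histidine list (adjusted p = 1.6e-11 from the same test), with 7 of 7 genes higher. The aromatic list had 1.20 (adjusted p = 8.8e-09 from the same test), with 12 of 14 genes higher. With each library left out in turn, the medians stayed between 2.20 and 2.53, between 1.93 and 2.16, and between 1.17 and 1.35. All 3 lists were also called with fry and with the estimated correlation. A list for the dicarboxylic acid metabolic process was not tested.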

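The arginine list in MMTT had a median log2 fold change of 2.23 at 45 min, 1.66 at 1 h 10 min and 1.27 at 1 h 40 min (largest adjusted p = 8.5e-07 from camera with Benjamini-Hochberg adjustment). From 2 h 30 min on its median was 0.47, 0.61, 0.57 and 0.10, and camera did not call it. At 8 h 30 min the direction of the test, down, was opposite to that of the median. With fry the list was called at 2 h 30 min, 3 h 50 min and 5 h 40 min, and with all 54 libraries camera called it at 5 h 40 min, where the median was 0.99. The histidine list had medians of 1.96, 1.47 and 1.17 at the same early time points. Later its medians were 0.65, 0.43, 0.75 and 0.01, and it was called at 5 h 40 min alone (adjusted p = 0.022 from the same test), a call lost without MMTT 5 h 40 min replicate 2 (0.62). With each library left out in turn, the medians at 2 h 30 min ranged from -0.27 to 1.04 for arginine and from 0.01 to 1.11 for histidine.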

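A list of 29 early meiotic genes, such as IME2 and SPO11, had a median log2 fold change against 0 h in MMTT of 0.65 at 30 min, 0.83 at 45 min and 1.10 at 1 h 10 min. It reached 1.38 at 1 h 40 min, 2.81 at 2 h 30 min, 2.57 at 3 h 50 min, 2.38 at 5 h 40 min and 3.80 at 8 h 30 min. Camera called it at each of these, with an adjusted p of 0.012 at 30 min and 1.8e-10 at 1 h 40 min (camera with Benjamini-Hochberg adjustment). With the estimated correlation it was called from 2 h 30 min on. In SS the median was 1.02 at 30 min and 0.82 at 45 min, then 0.30 and 0.76 without a call, and 1.03, 1.14, 1.21 and 1.40 at the last 4 time points, with adjusted p from 9.1e-05 to 0.0081 there (camera with Benjamini-Hochberg adjustment). None of the calls in SS held with the estimated correlation, and that at 45 min was lost without SS 0 h replicate 3 (0.73). On all 54 libraries the list was not called in SS at 45 min and 2 h 30 min.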

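A list of 27 middle meiotic and spore formation genes, such as NDT80, SPS4 and GIP1, had a median log2 fold change against 0 h of 4.86 in MMTT at 8 h 30 min (adjusted p = 2.7e-23 from camera with Benjamini-Hochberg adjustment), with 26 of 27 genes higher. The list was also called at 2 h 30 min, 3 h 50 min and 5 h 40 min, where the median was 2.50, 1.88 and 1.55. Before that it lay between 0.22 and 0.77 and was not called. In SS the median lay between -0.18 and 0.47 over all 8 time points, and camera, fry and the estimated correlation gave no call. The mean log2 CPM of the 27 genes was 8.29 to 8.99 in the 3 libraries of MMTT at 8 h 30 min. At 2 h 30 min the 2 libraries used in the paper differed, with 5.29 in replicate 1 and 7.24 in replicate 2. With all 54 libraries the list was also called at 45 min in MMTT, with a median of 2.75. Genes for polysaccharide metabolic processes were not tested as a list.

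**Figure D1:**
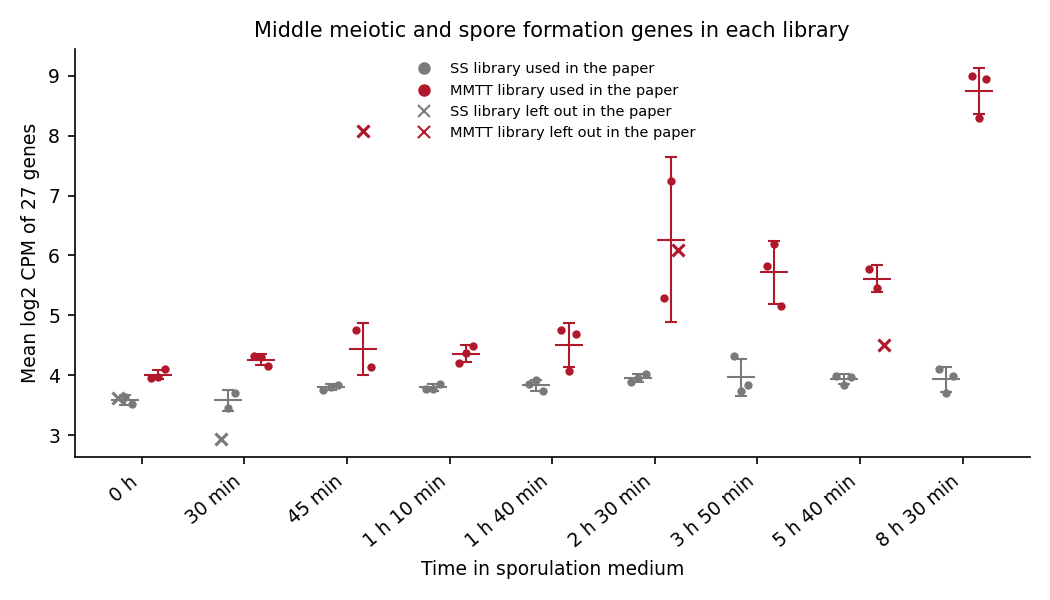
Mean log2 CPM of 27 middle meiotic and spore formation genes in each of the 54 libraries (y axis) over time in sporulation medium (x axis). Circles are libraries used in the paper and crosses the 5 it left out, horizontal marks and bars are the mean and SD of the libraries used. The MMTT libraries at 8 h 30 min lie at 8.29 to 8.99, and the library left out at 45 min lies at 8.07.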

We also compared differential gene expression at each time point between the SS and MMTT strains. As expected, we identified a large number of differentially expressed genes in the MMTT strain, particularly at 2 h 30 min and 8 h 30 min (Supplementary Fig. 2, Supplementary Data 1). 

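Between the strains, the numbers of genes higher and lower in MMTT than in SS were 33 and 0 at 0 h, 103 and 19 at 30 min, 145 and 3 at 45 min, 76 and 17 at 1 h 10 min, 46 and 6 at 1 h 40 min, 193 and 3 at 2 h 30 min, 91 and 9 at 3 h 50 min, 159 and 9 at 5 h 40 min and 241 and 31 at 8 h 30 min, with edgeR's quasi-likelihood test, an adjusted p under 0.05 and an absolute log2 fold change over 2. Over the 9 time points these sum to 1087 higher and 97 lower, and 589 genes were called at least once. Genes outside the R64 annotation made up 238 of the 1087 higher, among them 15 of 33 at 0 h, 60 of 145 at 45 min and 58 of 159 at 5 h 40 min. The numbers at 45 min rested on 2 libraries of MMTT: 30 genes were higher and 14 lower without replicate 1, and 346 and 103 without replicate 3. At 2 h 30 min, 104 were higher without MMTT replicate 2. At 5 h 40 min, 95 were higher without MMTT replicate 2 and 94 without SS replicate 2. At 1 h 10 min, 48 were higher without MMTT replicate 2 and 50 without SS replicate 3. At 0 h, 14 were higher without SS replicate 3, 21 without SS replicate 2 and 17 without MMTT replicate 2. At 30 min, 11 were lower without MMTT replicate 2 and 57 without MMTT replicate 3. At 8 h 30 min between 213 and 254 were higher with each library left out, and 17 were lower without SS replicate 3. Over all 54 libraries the numbers were 26 and 3 at 0 h, 83 and 31 at 30 min, 197 and 4 at 45 min, 57 and 18 at 1 h 10 min, 33 and 5 at 1 h 40 min, 192 and 4 at 2 h 30 min, 85 and 9 at 3 h 50 min, 94 and 11 at 5 h 40 min and 242 and 25 at 8 h 30 min. Of the genes lower at 0 h, 0 with edgeR's quasi-likelihood test, 0 had an unadjusted p under 0.05 and a fold change past the threshold, and DESeq2 called 0.

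At 2 h 30 min and 8 h 30 min the largest fitted differences without overlap between the strains were in genes of spore formation. SPS4 had 8827 ± 2687 CPM (SD, n = 3) in MMTT and 7.81 ± 4.90 CPM (SD, n = 3) in SS at 8 h 30 min, a log2 fold change of 10.1 (standard error 0.82, adjusted p = 1.1e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SPS2 (YDR522C) had a log2 fold change of 10.0 and SPR2 (YOR214C) of 9.08 at that time point. At 2 h 30 min, SPS4 had 9.22, SPS2 9.20 and LDS1 (YAL018C) 7.43. Without MMTT 2 h 30 min replicate 2 these were 6.19, 6.47 and 4.80. At 30 min the same rule took SPS2, PAU11 (YGL261C) and YPL251W, all with 0 counts in both SS libraries, so they are not shown to differ the most. SPS2 was at least 8.96-fold higher in MMTT, PAU11 at least 5.04-fold and YPL251W at least 4.90-fold. PAU11 has near copies in its gene family, PAU2, PAU8, PAU10, PAU12 and PAU24. Without SS 30 min replicate 3 the adjusted p of SPS2 rose to 0.095 and that of YPL251W to 0.074 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both calls were also lost without SS 30 min replicate 2.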

During the early stages of MMTT strain, upregulated genes were significantly enriched in pathways related to amino acid biosynthesis, including histidine metabolism and L-arginine biosynthetic processes. 

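Between the strains the arginine list had a median log2 fold change of 1.75 at 30 min, 1.42 at 45 min, 0.99 at 1 h 10 min and 0.78 at 1 h 40 min, with a largest adjusted p of 7.6e-06 from camera with Benjamini-Hochberg adjustment over 72 tests. Its median was 0.24 at 0 h (adjusted p = 0.032 from the same test), a call that was lost with all 54 libraries and without SS 0 h replicate 3 (0.11), MMTT 0 h replicate 1 (0.27) or MMTT 0 h replicate 2 (-0.0069), with the medians then in parentheses. From 2 h 30 min to 5 h 40 min the median lay between 0.14 and 0.27 without a call, and at 8 h 30 min it was -0.66 (adjusted p = 0.12 from the same test), where fry made a call. With all 54 libraries the list was called at 5 h 40 min, where the median was 0.47. The histidine list had 2.05, 1.28, 0.91 and 1.09 at the 4 early time points after 0 h, all called. It was also called at 5 h 40 min with a median of 0.21, a call lost without SS 5 h 40 min replicate 2 (0.17) or MMTT 5 h 40 min replicate 2 (0.19), and at 8 h 30 min its median was -0.33 without a call.

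At 30 min, 8 of the 9 arginine genes and 6 of the 7 histidine genes were higher in MMTT, by the adjusted p over all 6031 genes and adjusted over the list alone. Their log2 fold changes ranged from -0.26 to 3.44 and from 0.76 to 3.34. ARG4 (YHR018C) had 1596 ± 107 CPM (SD, n = 3) in MMTT and 147 ± 7.04 CPM (SD, n = 2) in SS, a log2 fold change of 3.44 (standard error 0.31, adjusted p = 2.5e-10) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference in ARG4 was not confined to the early time points, since it differed between the strains at all 9, with a mean of 2.29. Before transfer, at 0 h, 2 of the 9 arginine genes were already higher in MMTT, and the largest value of the list was 2.09. For the histidine list these were 1 of 7 genes and 1.95. HIS1 (YER055C) had 3.34 (standard error 0.38, adjusted p = 2.9e-08) and HIS3 (YOR202W) 2.96 (standard error 0.28, adjusted p = 5.7e-10) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. HIS3 is a common marker gene, and its genotype in the 2 strains was not examined here. CPA1 (YOR303W) did not pass, with -0.26 (standard error 0.23, adjusted p = 0.35) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and neither did HIS6 (YIL020C) with 0.76 (standard error 0.39, adjusted p = 0.12) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ARG2 had 1.36 and HIS2 1.61. In each of the genes that passed, every MMTT library was higher than both SS libraries. Later, at 8 h 30 min, 5 of the 9 arginine genes were lower in MMTT and ARG4 was higher.

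**Figure D2:**
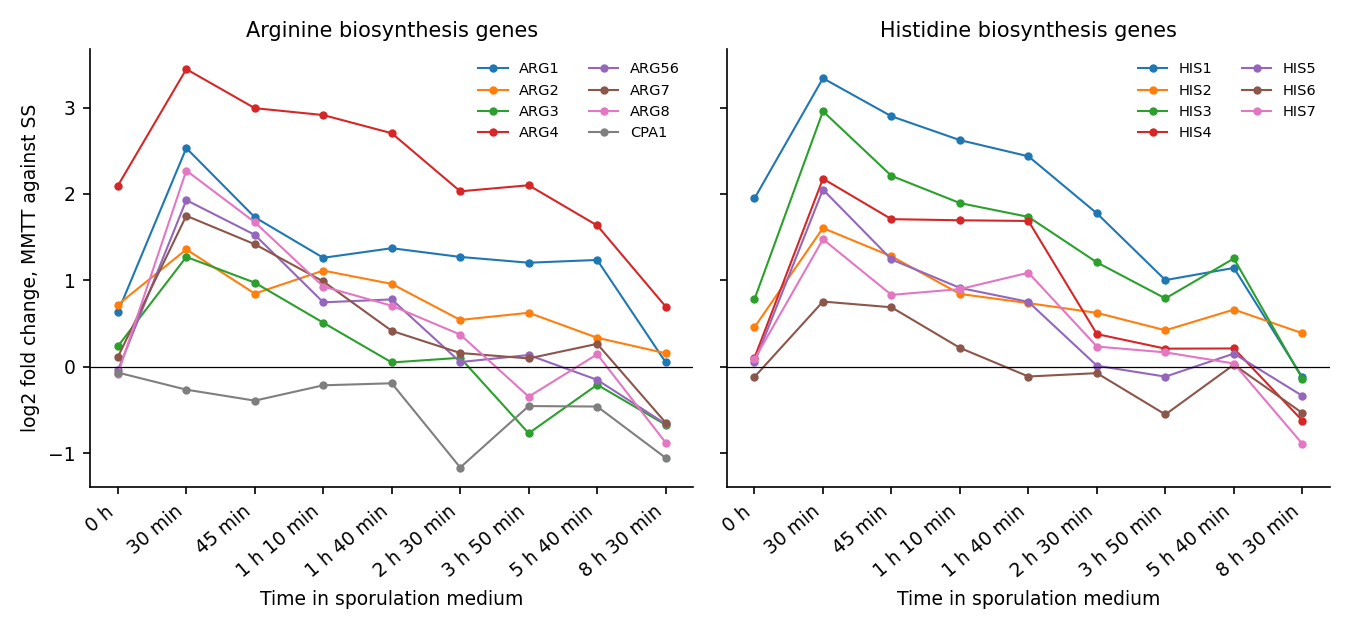
Log2 fold change of MMTT against SS (y axis) at each time point (x axis) for 8 of the 9 arginine and for the 7 histidine biosynthesis genes, 1 line per gene. At 30 min the arginine genes lie between -0.26 and 3.44 and the histidine genes between 0.76 and 3.34.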

In the later stages, we observed enrichment of genes involved in the meiotic cell cycle and meiosis only in the MMTT strain (Supplementary Fig. 3).

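For the 29 early meiotic genes the median log2 fold change of MMTT against SS was 1.14 at 1 h 10 min, 1.29 at 1 h 40 min, 2.10 at 2 h 30 min, 1.81 at 3 h 50 min, 1.57 at 5 h 40 min and 2.70 at 8 h 30 min (largest adjusted p = 1.2e-08 from camera with Benjamini-Hochberg adjustment). At 8 h 30 min, 29 of the 29 genes were called higher one by one. At 0 h, 30 min and 45 min the median was 0.41, 0.09 and 0.45. The call at 0 h was lost without SS 0 h replicate 3 (0.17) or MMTT 0 h replicate 1 (0.33), with fry and with all 54 libraries, and that at 45 min without MMTT 45 min replicate 3 (0.32), with the medians then in parentheses. For the 27 middle meiotic genes it was 2.32 at 2 h 30 min, 1.28 at 3 h 50 min, 1.26 at 5 h 40 min and 4.67 at 8 h 30 min, where 25 genes were called higher and 1 lower. Without MMTT 2 h 30 min replicate 2 the median at that time point was 1.13. The calls at 30 min and 1 h 40 min, with medians of 0.48 and 0.30, were lost with fry and with all 54 libraries, that at 30 min also without SS 30 min replicate 2 (0.37), MMTT 30 min replicate 1 (0.51) or MMTT 30 min replicate 2 (0.39) and that at 1 h 40 min without MMTT 1 h 40 min replicate 1 (0.19) or MMTT 1 h 40 min replicate 3 (0.37). Over all lists and time points, camera called 33 lists higher and 18 lower in MMTT, of which 43 held with fry, 19 with the estimated correlation and 45 with all 54 libraries. With strain labels exchanged at random within time points it made a median of 34 and at most 43 calls in 50 draws.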

In addition, we identified a set of genes that were differentially expressed as a function of the *MKT1*^*89G*^ and *TAO3*^*4477C*^ genotypes in combination over time. The DESeq2 LRT method^51^ was applied with a full model that included genotype + time + genotype × time and a reduced model that included only genotype + time. This analysis identified 1080 differentially expressed genes with an adjusted *p*-value of 0.001 (Supplementary Data 2). These genes were primarily enriched in pathways related to the meiotic cell cycle, cytoplasmic ribosomal proteins, amino acid metabolic processes, and ribosome biogenesis (Supplementary Fig. 4A).

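In the test of the 8 coefficients for genotype by time, 895 of 6031 genes had an adjusted p under 0.001 in edgeR's quasi-likelihood F test. The likelihood ratio test of DESeq2 called 1593 genes, all 895 among them. The number depended on single replicates: without replicate 2 of SS at every time point it was 294, without replicate 3 of SS 306, without replicate 1 of MMTT 555 and without replicate 2 of MMTT 569. On all 54 libraries 667 genes were called, 630 of them in both sets. Of the 895 genes, 259 were also called between the strains at 1 or more of the 9 time points.

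The smallest p values were those of GIP1 (YBR045C), CDA2 (YLR308W), SPR1 (YOR190W), ZRT2 (YLR130C) and ZRT1 (YGL255W), with adjusted p from 4.5e-10 to 6.7e-10 for the interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. GIP1 had a log2 fold change of MMTT against SS of 3.82 (standard error 0.24, adjusted p = 7.9e-15) at 8 h 30 min in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after -0.41 at 0 h. CDA2 went from -2.21 at 1 h 10 min to 4.95 at 8 h 30 min. With all 54 libraries its value at 45 min changed from -1.82 to 1.79. SPR1 had 0.05 at 1 h 40 min, 4.29 at 2 h 30 min and 6.91 at 8 h 30 min. The zinc transporter genes ZRT1 and ZRT2 were higher in MMTT at 1 h 40 min (2.45 and 0.83) and lower at 8 h 30 min (-1.78 and -1.32).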

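For each list the difference between the strains' changes from 0 h was tested with camera at 8 time points. It was called 22 times higher and 25 times lower in MMTT out of 64 tests. Of these 47 calls, 38 held with fry, 7 with the estimated correlation and 41 with all 54 libraries, and exchanged strain labels gave a median of 28 and at most 40 calls in 50 draws. The early meiotic list was called at 6 of 8 time points, with a difference up to 2.16 (adjusted p = 2.3e-20 from camera with Benjamini-Hochberg adjustment) at 8 h 30 min. The middle meiotic list was called at 4, with 4.23 (adjusted p = 3.6e-34 from the same test) at 8 h 30 min. The 137 genes for cytoplasmic ribosomal proteins were called lower at 7 of 8 time points. Their difference was -0.93 at 30 min, -1.24 at 45 min, -1.18 at 1 h 10 min and -1.25 at 8 h 30 min (largest adjusted p = 2.5e-24 from the same test), and -0.05 without a call at 2 h 30 min. The 113 ribosome biogenesis genes were also called lower at 7, from -0.19 at 1 h 40 min to -0.92 at 8 h 30 min. The list for heat response and protein folding was called lower at all 8, down to -0.79 at 3 h 50 min. At 1 h 40 min its median was 0.01, opposite to the direction of the test. Of the ribosomal calls 4 of 7 held with fry for each list, and none with the estimated correlation, where 3 and 4 had an unadjusted p under 0.05. Calls were lost for ribosomal proteins at 3 h 50 min without SS 3 h 50 min replicate 1 (-0.10), for ribosome biogenesis at 1 h 40 min without SS 0 h replicate 3 (-0.12), MMTT 0 h replicate 3 (-0.055) or MMTT 1 h 40 min replicate 3 (-0.14) and at 3 h 50 min without SS 0 h replicate 3 (-0.14) or MMTT 0 h replicate 3 (-0.052), and for heat response at 1 h 40 min without SS 0 h replicate 3 (0.0040) or MMTT 1 h 40 min replicate 2 (0.034) and at 5 h 40 min without SS 5 h 40 min replicate 1 (0.036), with the medians then in parentheses.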

To understand the temporal trajectories that vary between the SS and MMTT strains, we performed clustering using the Dirichlet Gaussian process mixture model (DPGP)^52^. Based on recent studies that have established the effectiveness of the DPGP model in identifying co-regulated genes within transcriptomic datasets, we applied DPGP clustering independently to the expression values of these 1080 differentially expressed transcripts for both the SS and MMTT strains. In brief, DPGP clusters the data using the Dirichlet process while modeling the temporal dependencies with Gaussian processes for non-uniform time points. This analysis resulted in 17 clusters for the MMTT and 18 for the SS strain. The genes in each cluster for the two strains are detailed in Supplementary Data 3. The clusters were then analyzed for enrichment to specific biological processes using Metascape (Supplementary Fig. 4B, C), and the trajectories of each cluster are shown in Supplementary Fig. 5A, B. Given the importance of early response genes in determining sporulation efficiency variation, the GO enrichment for the early cluster genes was specifically examined. In the SS strain, clusters 5 and 9 (Supplementary Figs. 4B, 5A), which showed early expression trajectories, were enriched for ribosome-related pathways, with 49 and 121 genes, respectively (Fig. 3E). 

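The genes of the paper's clusters were followed as z-scores of log2 CPM, computed per gene over the libraries of a strain and averaged over the genes of a cluster in each library. The clusters were chosen on these samples, so no test was made. For SS cluster 5, 48 genes were in hand of the number the paper gives. In SS they rose from -0.68 ± 0.00 (SD, n = 2) at 0 h to 0.85 ± 0.23 (SD, n = 3) at 1 h 10 min, and reached -0.91 ± 0.44 (SD, n = 3) at 5 h 40 min. The 121 genes of SS cluster 9 rose from -1.72 ± 0.06 (SD, n = 2) at 0 h to 1.04 ± 0.24 (SD, n = 3) at 45 min, fell to -0.68 at 1 h 40 min and were at 0.89 at 8 h 30 min. In MMTT the genes of SS cluster 9 had -0.76 ± 0.50 (SD, n = 3) at 0 h, 0.31 at 30 min and -0.28 at 1 h 10 min. Over all 54 libraries the lowest value of SS cluster 5 in SS was -0.85 at 0 h, and that of SS cluster 9 was -1.52 at 0 h. A z-score of linear CPM in place of log2 CPM moved the lowest value of SS cluster 9 to -1.40.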

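The 97 genes of MMTT cluster 5 had a mean z-score in MMTT of 0.79 ± 0.56 (SD, n = 3) at 0 h. They were at -0.68 ± 0.05 (SD, n = 2) at 45 min and lowest at 1 h 10 min, with -1.01 ± 0.21 (SD, n = 3). At 2 h 30 min and 3 h 50 min the mean was 0.41 and 0.66. The difference between 0 h and 1 h 10 min exceeded the SD of either group. Without MMTT 0 h replicate 3 the highest value was no longer at 0 h, where the mean was 0.58.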

In the MMTT strain, cluster 5, enriched for ribosome-related pathways (Supplementary Fig. 4C), exhibited the downregulation of genes during the early phase (Fig. 3E).

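In MMTT the 119 genes of MMTT cluster 1 rose from -0.56 ± 0.12 (SD, n = 3) at 0 h to 1.30 ± 0.23 (SD, n = 3) at 30 min. They then had 0.97 at 45 min, 0.58 at 1 h 10 min, -0.50 at 2 h 30 min and -1.18 ± 0.09 (SD, n = 3) at 8 h 30 min. The values at 30 min and 8 h 30 min lay apart by more than the spread between replicates.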

We also observed that cluster 1 in the MMTT strain, enriched for amino acid metabolism genes, showed an early expression trend (Fig. 3E). In comparison, these pathways in the SS strain displayed an initial downregulation followed by delayed upregulation (Fig. 3E). This pattern suggested a trade-off in the MMTT strain between the amino acid biosynthetic process and ribosomal pathways. 

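In SS the genes of MMTT cluster 1 rose from -0.88 ± 0.31 (SD, n = 2) at 0 h to 0.30 ± 0.16 (SD, n = 3) at 45 min. They were at -0.14 at 1 h 40 min, -0.16 at 2 h 30 min and 0.19 at 8 h 30 min. The genes of MMTT cluster 5 in SS had -0.53 ± 0.04 (SD, n = 2) at 0 h and 0.11 ± 0.25 (SD, n = 3) at 45 min. They were lowest at 1 h 40 min with -0.88 ± 0.06 (SD, n = 3) and highest at 8 h 30 min with 1.05 ± 0.17 (SD, n = 3).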

Since ribosome biogenesis was an energy-intensive process, the MMTT strain appeared to downregulate ribosome-related genes and upregulate amino acid metabolism in response to sporulation conditions, possibly to enhance sporulation efficiency, a strategy not observed in the SS strain.

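Against their own 0 h, the cytoplasmic ribosomal protein genes were higher at all 8 later time points in both strains. The difference between these changes was called lower in MMTT at 7 of the 8, and was -0.05 without a call at 2 h 30 min. The median log2 fold change of these genes in SS was 1.54 at 30 min, 1.87 at 45 min and 1.64 at 1 h 10 min (largest adjusted p = 6.5e-45 from camera with Benjamini-Hochberg adjustment). In MMTT it was 0.63, 0.59 and 0.48 at these time points (largest adjusted p = 2.3e-05 from the same test). The ribosome biogenesis genes fell in MMTT, with a median log2 fold change of -0.47 at 30 min, -0.53 at 45 min, -0.76 at 1 h 10 min and -0.49 at 1 h 40 min. In SS their median was 0.03, 0.22 and 0.14 at the first 3 of these, without a call, and -0.23 at 1 h 40 min, a call that was lost with fry and without SS 0 h replicate 2 (-0.12) or SS 1 h 40 min replicate 1 (-0.17). From 3 h 50 min on they were higher than at 0 h in SS, a call that at 3 h 50 min was lost without SS 0 h replicate 3 (0.27), with the medians then in parentheses. That of ribosomal proteins in MMTT at 8 h 30 min was lost without MMTT 8 h 30 min replicate 2 (0.36). With the estimated correlation 0 lists were called lower than at 0 h in MMTT, also at an unadjusted p under 0.05. The fall of the ribosome biogenesis genes in MMTT was therefore not called with it.

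Between the strains the ribosomal protein list was lower in MMTT by a median log2 fold change of -0.74 at 30 min, -1.13 at 45 min, -0.99 at 1 h 10 min and -1.16 at 8 h 30 min. At these time points 85, 112, 109 and 125 of the 137 genes were called lower one by one. At 1 h 40 min, 3 h 50 min and 5 h 40 min the medians were -0.16, -0.22 and -0.26, and these calls were lost with fry. The direction at 3 h 50 min rested on 1 library, since the median was 0.01 without SS 3 h 50 min replicate 1. At 0 h and 2 h 30 min the list was not called. The ribosome biogenesis list was lower by -0.44 at 30 min, -0.80 at 45 min, -0.81 at 1 h 10 min, -0.72 at 5 h 40 min and -0.94 at 8 h 30 min.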

We then examined the active genes in the later stages of sporulation. 

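The 321 genes of MMTT cluster 2 and the 129 genes of MMTT cluster 3 were highest in MMTT at 8 h 30 min, with mean z-scores of 1.95 ± 0.30 (SD, n = 3) and 1.59 ± 0.39 (SD, n = 3). Cluster 2 was lowest at 0 h, with -0.73 ± 0.04 (SD, n = 3), and cluster 3 at 30 min, with -0.78 ± 0.23 (SD, n = 3). On all 54 libraries the highest values were 1.91 and 1.57, both at 8 h 30 min. Without MMTT 8 h 30 min replicate 2 the value of cluster 2 was 2.29.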

As expected, clusters 2 and 3 in the MMTT strain, which showed increased and synchronized gene expression in the later phase, were enriched for meiosis-related pathways, cell cycle regulation, and pro-spore membrane formation (Supplementary Figs. 4C, 6). This differed from SS, where these genes did not display any specific temporal gene expression pattern (Supplementary Fig. 6). This finding demonstrated how the combination of *MKT1*^*89G*^ and *TAO3*^*4477C*^ reshuffled the trajectories of amino acid metabolism and ribosomal pathways to facilitate efficient sporulation in the MMTT strain.

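In SS the highest mean z-score of the MMTT cluster 2 genes was 0.20 ± 0.09 (SD, n = 3) at 2 h 30 min and the lowest -0.55 ± 0.20 (SD, n = 2) at 0 h. The MMTT cluster 3 genes were highest in SS at 0 h, with 0.66 ± 0.23 (SD, n = 2), and lowest at 8 h 30 min, with -0.41 ± 0.07 (SD, n = 3). The value at 0 h was 0.25 with all 54 libraries. The genes of SS cluster 8, of which 33 of 34 passed the filter, were highest in SS at 1 h 40 min with 0.95 ± 0.16 (SD, n = 3), and in MMTT at 8 h 30 min with 1.18 ± 0.24 (SD, n = 3).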

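The paper gives the calls at each time point and, in addition, the genes whose course over time depends on the genotype. It goes from the latter to clusters with a common course. Because the cluster of amino acid metabolism genes rose early in MMTT while the cluster of ribosome-related genes fell, and the same pathways took another course in SS, the paper proposes a trade-off between these pathways. After the clusters of the late phase it concludes that the combination of the SNPs reshuffled the courses of amino acid metabolism and ribosomal pathways.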

Finally, we aimed to identify genes that exhibit early expression trends in the MMTT strain but do not show differential expression in the MM and TT strains. These genes are interesting because their expression likely results from genetic interactions of *MKT1*^*89G*^ and *TAO3*^*4477C*^ specific to the MMTT strain and could be causal for the sporulation efficiency variation. Comparison of the differentially expressed genes identified for the MM and TT strains, as reported in the original publications^40,41^, with the 119 genes in cluster 1 of the MMTT strain revealed 95 genes unique to the MMTT strain, which were enriched in pathways related to amino acid biosynthesis, including phenylalanine, tyrosine, and tryptophan biosynthesis, 2-oxocarboxylic acid metabolism, and arginine biosynthesis (Fig. 3F, G). These findings underscore a distinct transcriptional response in the MMTT strain during sporulation to an immediate response to nitrogen starvation, driven by the genetic interactions between the *MKT1*^*89G*^ and *TAO3*^*4477C*^ SNPs, which enhanced sporulation efficiency.

### Limited but function-specific correlation between transcript and protein levels

Transcript abundance and protein level correlations are poorly correlated^20–22^. In this and previous studies^35,40,41^, specific functional categories of gene sets were differentially and temporally regulated during sporulation. To elucidate if these SNP-specific gene expression variations had protein level changes and thereby directly affected phenotypic variation, we performed an absolute quantification of the yeast proteome in the sporulation medium for the four allele-specific strains (SS, MM, TT and MMTT). Since most of the SNP-specific gene expression changes were in early sporulation, we focused on elucidating the early-phase proteome dynamics during sporulation, as differential expression patterns observed during this stage indicate genotype-driven phenotypic changes.

Employing label-free absolute quantitative proteomics using data-independent acquisition and Total Protein Approach (TPA approach), we quantified protein concentrations (in fmol µg^−1^) at 2 time points, once at an initial time point (0 h) and during the early phase of sporulation (2 h 30 min). This approach provided a direct and quantitative view of proteome composition across conditions and genotypes. The absolute quantification enabled biologically meaningful comparisons of protein mass fractions, which were critical for interpreting proteome allocation and cellular resource distribution as described in previous studies^20,53^ (Fig. 4A, B, Supplementary Fig. 7). Pearson correlation of 2996 pairs of transcripts (TPM) and protein abundance values (fmol µg^−1^) for SS and MMTT strain showed a limited overall correlation between the datasets (correlation ranging between 0.393 and 0.461) and protein-mRNA slope represented as a regression line (depicts the relationship between the abundance of mRNA and the abundance of proteins) between 0.462 and 0.589 with *p*-value < 2.2e^−15^ (Fig. 4C). These findings were consistent with previous findings in yeast^20,21^ and human CD8^+^ T cells^54^.

**Fig. 4:**
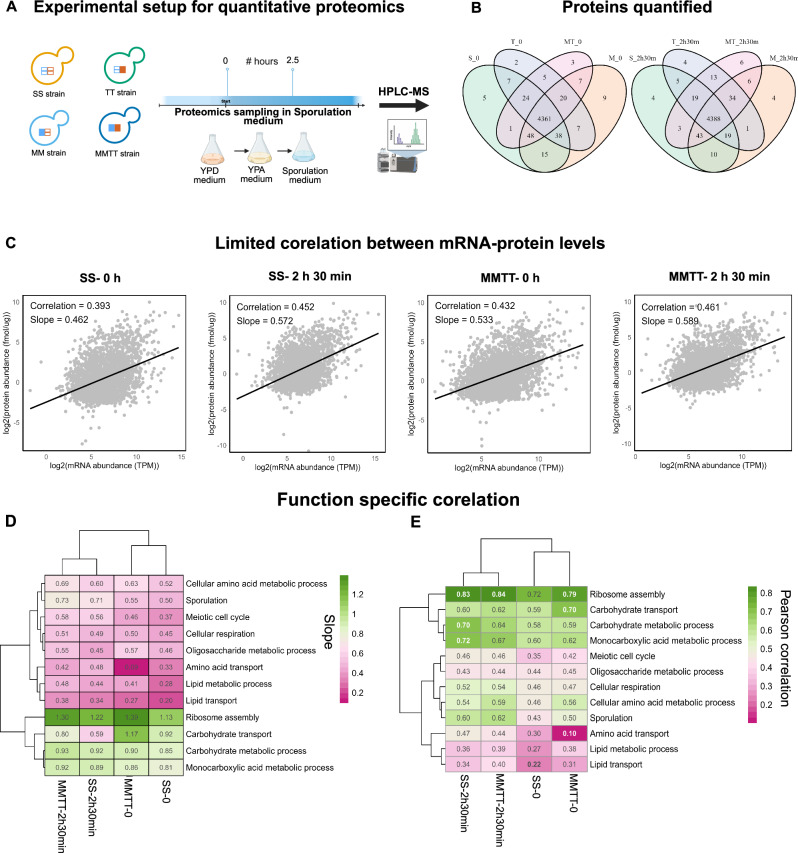
Experimental setup for absolute quantitative proteomics. **A** The S288c, MM, TT, and MMTT strains were grown in the sporulation medium, and sampling was done at the 0th hour and 2 h 30 min during sporulation. **B** Venn diagram showing overlap of proteins quantified at 0 h and 2 h 30 min for SS, MM, TT, and MMTT strains. **C** Correlation between mRNA and protein pairs at each time point (0 h and 2 h 30 min) for SS and MMTT strains. **D**, **E** The heatmap represents the correlation coefficients (**D**) and slope (**E**) of the integrated mRNA and protein abundance of various gene classes obtained for the GO-Slim mapper list. Created in BioRender. Sinha, H. (2025) https://BioRender.com/07eizi3.

Given this limited correlation, we analyzed gene class-specific correlations. Genes were grouped based on the GO-slim mapper terms list, and their mRNA-protein slope and correlation were calculated. We observed that the ribosomal assembly, carbohydrate transport, carbohydrate metabolic process, and monocarboxylic acid metabolic process showed a higher slope and correlation than other gene classes (Fig. 4D, E). Furthermore, our analysis revealed that the slope and correlation of gene classes specific for respiration, meiotic cell cycle, amino acid transport, cellular amino acid metabolic process and sporulation were comparatively higher for the early phase of sporulation (2 h 30 min) in MMTT strain compared to the 0 h of SS and MMTT and 2 h 30 min of SS strain (Fig. 4D, E). These observations highlighted that genes defined by the time point display distinct mRNA-protein correlations during sporulation.

### Differential protein levels highly correlate with temporal transcriptome analyses

The presence of causal variants can influence the protein expression changes and differentially activate pathways in response to genetic interactions between variants. To test this hypothesis, we first calculated the mass fraction of each protein and then conducted pairwise differential abundance analysis as described previously^53^ and briefly described in Methods. Differential protein abundance analysis revealed significant regulation of proteins across pairwise comparisons with the SS strain for respective time points (Supplementary Data 4, 5). 

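MKT1 (YNL085W) lies on chromosome XIV of the R64 assembly from 467131 to 469623 on the plus strand, with 1 coding exon of 2493 bases for 830 residues. Its SNP, A89G counted from the first base of the coding sequence, is at position 467219 and changes codon 30 from GAT to GGT (D30G). The reference sequence around it, with the site at base 21, is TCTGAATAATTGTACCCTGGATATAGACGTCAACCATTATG. TAO3 (YIL129C) lies on chromosome IX from 106107 to 113237 on the minus strand, with 1 coding exon of 7131 bases for 2376 residues. Its SNP, G4477C on the coding strand, is at position 108761 and changes codon 1493 from GAA to CAA (E1493Q), within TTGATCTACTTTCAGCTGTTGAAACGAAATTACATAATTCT, where it is base 21. Both positions come from a match of the coding sequences to R64.

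MKT1 RNA had 128 ± 11.0 CPM (SD, n = 3) in MMTT and 130 ± 14.8 CPM (SD, n = 2) in SS at 0 h, a log2 fold change of -0.03 (standard error 0.19, adjusted p = 0.94) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its value at 2 h 30 min was -0.45 (adjusted p = 0.066 from the same test, which was 0.043 with all 54 libraries). Only at 1 h 10 min was its adjusted p under 0.05 among the 9 time points, with -0.45 (standard error 0.17, adjusted p = 0.034) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and this was lost when any of 4 libraries was left out. The mean over the 9 time points was -0.23 (standard error 0.06, adjusted p = 7.8e-04 from the same test), and between -0.27 and -0.18 with each library left out.

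TAO3 RNA had 121 ± 16.0 CPM (SD, n = 3) in MMTT and 211 ± 13.9 CPM (SD, n = 2) in SS at 30 min, a log2 fold change of -0.80 (standard error 0.16, adjusted p = 1.6e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was also lower at 2 h 30 min with -0.68 (standard error 0.16, adjusted p = 0.0019) and at 5 h 40 min with -0.45 (standard error 0.16, adjusted p = 0.041) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without MMTT 2 h 30 min replicate 2 the adjusted p at 2 h 30 min was 0.058 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without MMTT 5 h 40 min replicate 2 that at 5 h 40 min was 0.54. It was 0.13 without SS 5 h 40 min replicate 2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At the other 6 time points TAO3 had -0.38 to -0.15 without a call, -0.38 of it at 0 h. The mean over the 9 time points was -0.40 (standard error 0.05, adjusted p = 1.1e-08 from the same test). With all 54 libraries the means were -0.22 for MKT1 and -0.37 for TAO3. None of these differences reached an absolute log2 fold change of 1. In the mean over the time points 72.4% of all located genes differed between the strains, so a difference in that mean is not particular to MKT1 and TAO3.

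**Figure D3:**
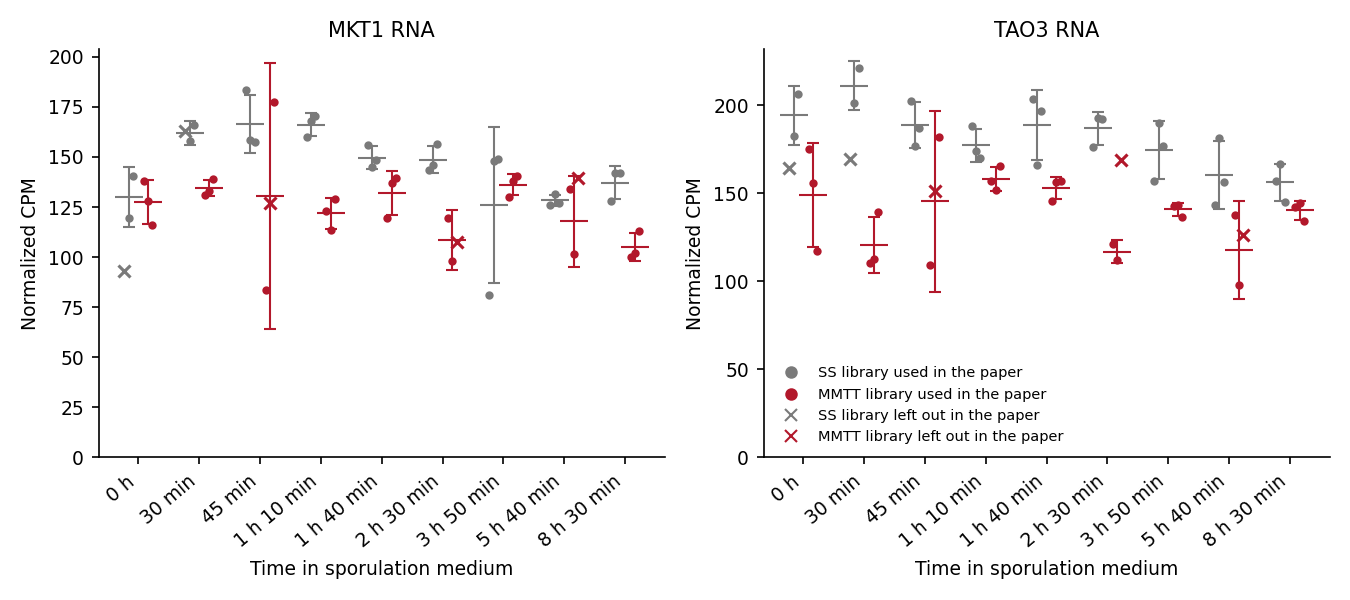
Normalized CPM (y axis) of MKT1 and TAO3 in each of the 54 libraries over time in sporulation medium (x axis). Circles are libraries used in the paper and crosses the 5 it left out, horizontal marks and bars are the mean and SD of the libraries used. At 30 min TAO3 has a mean of 121 in MMTT and 211 in SS.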

We first verified whether *MKT1* and *TAO3* genes are differentially regulated at the protein level, given that no differences were observed at the gene expression level. Interestingly, we found that *MKT1* protein levels were nearly undetectable in both the SS and TT strains, which carry the *MKT1*^*89A*^ variant. In contrast, *MKT1* protein was expressed in the MM and MMTT strains, both of which carry the *MKT1*^*89G*^ variant. This indicates that the *MKT1* protein encoded by the *89A* variant likely has reduced stability or increased degradation compared to the *89G* variant. For *TAO3*, we did not observe any significant changes in either gene or protein expression across the SS, MM, TT, and MMTT strains. This suggests that the *TAO3*^*4477C*^ variant may alter protein function rather than affecting expression levels or protein stability (Supplementary Fig. 8).

By studying the differentially expressed proteins, we found that, at the 0 h time point, we identified 123 proteins with significant regulation (105 up and 18 downregulated) when comparing the MM and SS strains. Similarly, between the TT and SS strains, 26 proteins were significantly regulated (20 up and 6 downregulated). Notably, a substantial number of genes (206) were deregulated when comparing the MMTT and SS strains, with 188 upregulated and 16 downregulated genes. Significant protein regulation was also evident during the early sporulation phase (2 h 30 min). In the MM strain, we identified 65 regulated proteins (42 up, 23 down); in the TT strain, 35 proteins (13 up, 22 down); and in the MMTT strain, 98 proteins (86 up, 12 down) compared to the SS strain (Fig. 5A). The upregulated proteins, both unique and shared among strains, are given in Table 1.

**Fig. 5:**
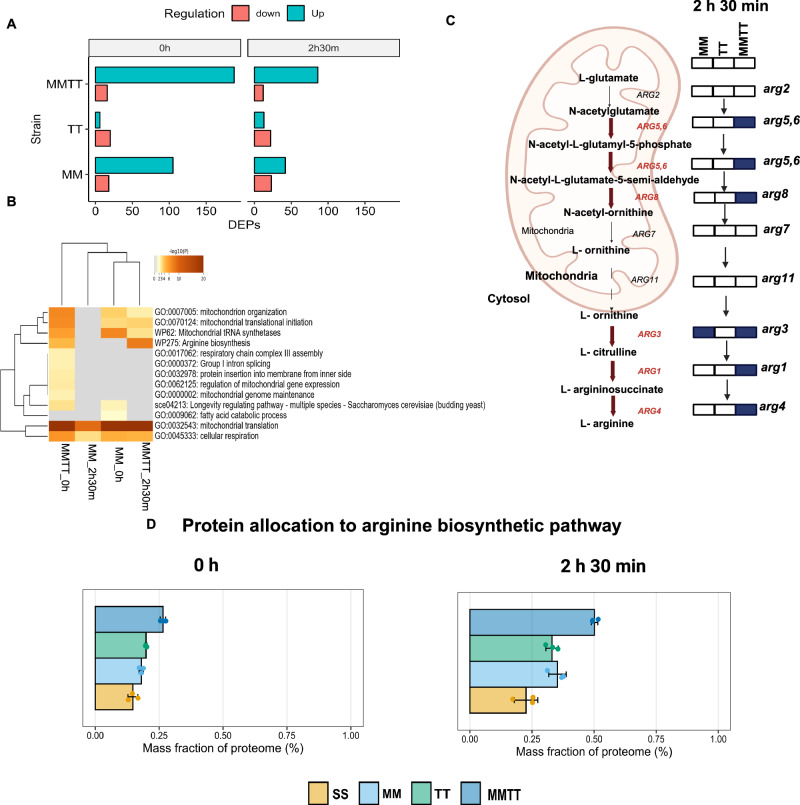
Differential enrichment of the arginine biosynthetic pathway when *MKT1*^*89G*^ and *TAO3*^*4477C*^ interact. **A** Bar plots show the number of significantly expressed proteins compared with the S288c strain for the 0 h and 2 h 30 min. **B** GO enrichment analysis for upregulated genes in the MM and MMTT strains at 0 h and 2 h 30 min. Enrichment *p*-values were calculated using the cumulative hypergeometric test (one-sided) and adjusted for multiple comparisons using the Benjamini–Hochberg method (Metascape). Heatmaps show −log_10_(*p*-value) for the top enriched GO terms. **C** Schematic representation of the arginine biosynthetic pathway. The proteins represented in blue are differentially upregulated during 2 h 30 min into sporulation. **D** Allocation of the whole cellular proteome to the arginine pathway in SS, MM, TT, and MMTT during the 0th hour and early stage of sporulation (2 h 30 min), calculated as the mean percentage allocation. Individual data points are shown as dots. The error bars represent the mean ± SD of three biological replicates. Created in BioRender. Sinha, H. (2025) https://BioRender.com/07eizi3.

**Table 1:** Unique and shared upregulated proteins in MM, TT, and MMTT strains compared to the SS strain at 2 h 30 min into sporulation

Strains	Number of proteins	Differentially expressed proteins
MM, MMTT, TT	1	Syt1
MM, MMTT	24	Arg3, Aro10, Cox1, Cox2, Cox5a, Cul3, Fmp10, Gre1, Gtt2, Ino1, Mef1, Mrp4, Mrpl17, Mrpl7, Mrps12, Mrps35, Msf1, Pbp1, Pbp4, Rec8, Rmd9, Ssa3, Sws2, Ykl065w-A
MMTT, TT	3	Bud23, Jhd2, Ypl245w
MMTT	58	Arg1, Arg4, Arg56, Arg8, Bcs1, Cbp4, Cit3, Cmc1, Cmc2, Cox13, Cox7, Dia4, Fmp33, Gcy1, Glg1, Gpx1, Ifm1, Mam33, Mcp2, Mho1, Mhr1, Mpm1, Mrp1, Mrp7, Mrpl10, Mrpl13, Mrpl3, Mrpl35, Mrpl4, Mrpl9, Mrps16, Mrps18, Mrps28, Mrps5, Mrps8, Mrps9, Msc6, Msk1, Mss116, Pam18, Pdh1, Ppa2, Rcf1, Rim4, Rnp1, Rsm10, Rsm23, Rsm24, Rsm26, Rsm28, Rsm7, Sct1, Slm5, Trm12, Vta1, Ydr115w, Ygr021w, Yml6
MM	17	Aim32, Bop2, Cox23, Ctt1, Cyt2, Guf1, Itt1, Mdm35, Nam9, Pir3, Pot1, Pst1, Rsm19, Rsm27, Uga3, Yhr202w, Yjl045w
TT	9	Ahc1, Dal7, Hmi1, Htd2, Hym1, Lin1, Mnl1, Rme1, Yjr124c

The gene ontology (GO)-term enrichment analysis revealed activated pathways or processes shared and unique between each SNP and their combination (Fig. 5B). Cellular respiration and mitochondrial translation processes were enriched during 0 h and 2 h 30 min sporulation (Fig. 5B) among the upregulated proteins in the MM and MMTT strains. This observation suggested a role for *MKT1*^*89G*^ in enhancing cellular respiration and mitochondrial activity during the early phases of sporulation. In contrast, no significant enrichment of gene ontology terms was observed for the TT strain. Notably, we observed a unique enrichment of the arginine biosynthetic pathway exclusively for the MMTT strains at 0 h and 2 h 30 min (Fig. 5B, C). We also observed mitochondrial genome maintenance, respiratory chain complex 3 assembly, and regulation of mitochondrial gene expression to be enriched uniquely in the MMTT strain during the initiation of sporulation (Fig. 5B).

The temporal changes in protein abundances were examined by comparing the 0 h and 2 h 30 min time points across all four strains (Supplementary Fig. 9A). The number of differentially expressed proteins at the 2 h 30 min time point, in comparison to the 0 h time point, showed that 7 proteins were found to be upregulated in all strains at the 2 h 30 min time point, including Ady2 (required for acetate utilization during sporulation)^55^, Ino1 (involved in myo-inositol biosynthesis and required for sporulation)^56^, Cit3 (involved in the tricarboxylic acid cycle)^57^, Ena1 (expressed in response to glucose starvation)^58^, Pho89 (involved in phosphate metabolism)^59^, Leu1 (involved in leucine biosynthesis)^60^, Oac1 (oxaloacetate carrier)^61^, and Nce103 (necessary for the formation of bicarbonate, a step required for sporulation that increases the pH of the sporulation medium^62^; Supplementary Fig. 6B, Supplementary Data 6). Analysis of the downregulated proteins identified that in the MMTT strain specifically, several ribosomal proteins (Rtc6, Rpl22a, Rpl14b, Rpl4b, Rpl13a) were downregulated. This complemented our gene expression analysis, indicating that the MMTT strain reduced energy-intensive processes like ribosome biogenesis to promote sporulation.

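At the RNA level, the genes of these 5 proteins did not fall in MMTT from 0 h to 2 h 30 min by a test. RPL14B (YHL001W) rose by a log2 fold change of 1.91 (standard error 0.24, adjusted p = 5.9e-06), RPL22A (YLR061W) by 0.93 (standard error 0.28, adjusted p = 0.013) and RPL13A (YDL082W) by 0.60 (standard error 0.21, adjusted p = 0.028) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. RPL4B (YDR012W) had 0.05 (standard error 0.22, adjusted p = 0.87) and RTC6 (YPL183W-A) -0.39 (standard error 0.22, adjusted p = 0.17) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call of RPL22A was lost without MMTT 0 h replicate 1 (0.82) or MMTT 2 h 30 min replicate 1 (0.40) and that of RPL13A without MMTT 0 h replicate 1 (0.47), MMTT 0 h replicate 2 (0.50), MMTT 2 h 30 min replicate 1 (0.58) or MMTT 2 h 30 min replicate 2 (0.63), with the log2 fold changes then in parentheses. RPL14B, RPL4B and RPL13A have near copies, RPL14A, RPL4A and RPL13B, with which the counting could have shared reads. In SS the changes were 1.66 for RPL14B, 0.59 for RPL22A, 0.67 for RPL13A, -0.26 for RPL4B and -0.53 for RTC6. The cytoplasmic ribosomal protein list as a whole had a median of 0.75 in MMTT and 0.80 in SS at 2 h 30 min against 0 h.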

### Genetic interaction increases proteome allocation to arginine biosynthesis and mitochondrial respiration

Further, we investigated how proteome resources were reallocated in response to the causal variants and temporal progression in the sporulation medium. This approach provides a holistic view of how yeast strains adapt to nutrient-limited conditions by reallocating their cellular resources and helping to identify key proteomic adjustments that contribute to efficient sporulation. For this, we calculated the summed mass allocations of a group of proteins belonging to a particular GO term obtained from the yeast GO-slim mapper process terms dataset^53^. We then compared the SS and allele replacement strains (MM, TT, and MMTT) at each time point. We focused on GO terms that exhibited a significant *p*-value for at least one of the comparisons independently for each time point. We observed that 17 GO mapper processes were reallocated at 0 h in response to causal variants (Supplementary Fig. 10A). At the same time, a substantial reallocation of proteins occurred during the 2 h 30 min time, with 36 GO mapper processes being significantly reallocated (Supplementary Fig. 10B). At 0 h, causal variants led to increased protein allocation to cellular respiration, as yeast cells had already been exposed to a pre-sporulation medium with acetate as the sole carbon source. We also noted a significant change in protein allocation to mitochondrial translation when the *MKT1*^*89G*^ variant was present. After 2 h 30 min into sporulation, MM and MMTT strains showed significant enrichment for mitochondrial translation. Additionally, we found a unique enrichment of mitochondrial organization and amino acid transport in the MMTT strain.

As we identified an enrichment of upregulated proteins involved in the arginine biosynthetic process using differential protein abundance analysis, we wanted to examine how proteins are allocated to the arginine biosynthetic pathway. We found that the allocation to arginine metabolism increases during sporulation in all strains. Specifically, we found that the protein allocation to arginine metabolism in the MMTT strain was higher than in the SS, MM and TT strains during the 2 h 30 min period (Fig. 5D). We also observed that the protein is reallocated to amino acid metabolism from ribosomes and glycolysis during sporulation in a genotype-specific manner, suggesting yeast cells in nutrient-limited conditions redirect their protein resources towards amino acid metabolism rather than ribosomes, translation (Table 2), and glycolysis (Supplementary Fig. 11). This finding aligned with previous studies^53^, demonstrating that yeast reallocated proteins to ribosomes in rich conditions, enhancing growth rates.

**Table 2:** Difference in summed protein allocation between 2 h 30 min and 0th hour in SS, MM, TT, and MMTT for translation, ribosome, and amino acid metabolism GO categories

Strains	Difference in summed mass protein allocation (t_2 h 30 min_– t_0 h_)			
	Translation (%)	Ribosome (%)	Amino acid metabolism (%)	Arginine metabolism (%)
SS	−1.02	−1.14	1.68	0.11
MM	−1.42	−0.94	0.77	0.17
TT	−1.71	−1.35	1.66	0.13
MMTT	−2.52	−1.91	1.46	0.24

Further, to validate our findings, we assessed the cellular energy status by analyzing the intracellular ATP levels for all strains during sporulation at multiple time points. We observed that all the strains had a sharp decline in ATP levels by 2 h 30 min, with the MMTT strain showing a complete recovery of the initial ATP concentration during 8 h, while other strains showed partial recovery (Supplementary Fig. 12). This enhanced recovery highlights the more efficient respiration during sporulation in the MMTT strain. Further to understand the increased ATP levels seen in the SS strain, we analyzed the protein allocated to the glycolytic pathway, a key pathway for ATP production. At 2 h 30 min, the SS strain maintained a higher proportion of its proteome allocated to glycolytic enzymes (~14%), while MM, TT, and MMTT strains showed reduced allocation (~11–12%, Supplementary Fig. 11). This suggested that the SS strain retained a stronger glycolytic capacity, potentially supporting ATP regeneration through substrate-level phosphorylation even under conditions of limited mitochondrial activity. Consistently, Seahorse XF respirometry measurements revealed significantly higher basal oxygen consumption rates (OCR) in MM and MMTT strains compared to SS (Supplementary Fig. 13), aligning with the proteomic evidence of increased investment in mitochondrial respiration.

### Genetic interactions alter intracellular amino acid dynamics linked to nitrogen metabolism

Through our transcriptomics and proteomics data, we revealed a distinct regulation of amino acid metabolism in the MMTT strain. Hence, we wanted to test and show how the genetic interactions can reshape metabolic trajectories during sporulation. For this, we performed targeted temporal profiling of key intracellular amino acids across the SS, MM, TT, and MMTT strains at key developmental time points (0 h, 2 h 30 min, and 8 h) of sporulation (Fig. 6A).

**Fig. 6:**
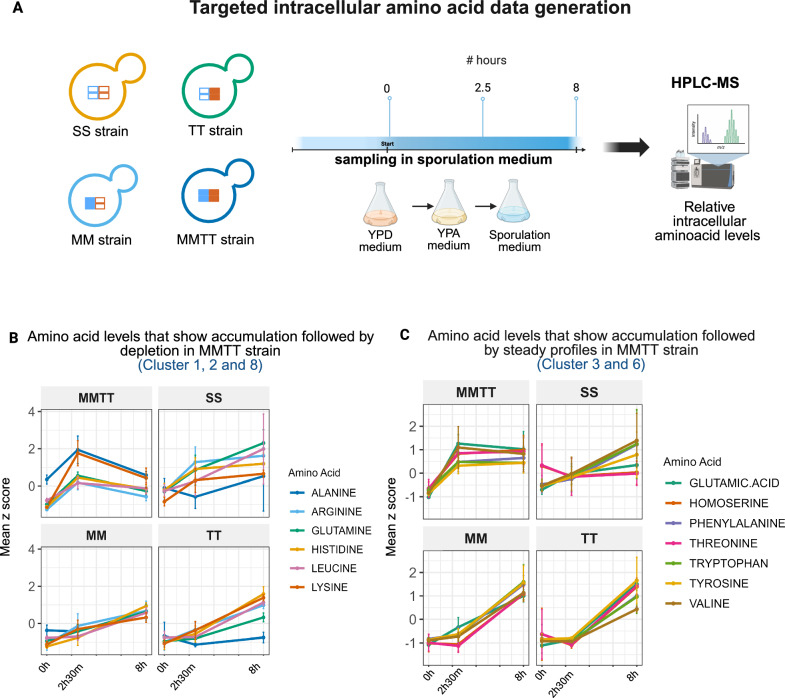
Genetic interactions alter intracellular amino acid dynamics linked to nitrogen metabolism. **A** The SS, MM, TT, and MMTT yeast strains were grown in sporulation medium, and samples were collected at 0 h, 2 h 30 min, and 8 h during sporulation. Intracellular amino acid levels were analyzed using mass spectrometry. **B** z-score profiles of selected amino acids in clusters 1, 2, and 8 (alanine, histidine, glutamine, leucine, arginine, and lysine) at 0 h, 2 h 30 min, and 8 h across SS, MM, TT, and MMTT strains. **C** *z*-score profiles of selected amino acids in clusters 3 and 6 (tyrosine, tryptophan, phenylalanine, asparagine, valine, glutamic acid, threonine, homoserine) at 0 h, 2 h 30 min, and 8 h across SS, MM, TT, and MMTT strains. The clusters are given in Supplementary Fig. 14. The error bar represents mean ± SD of three biological replicates (**B**, **C**). Source data is provided as a Source Data file for (**B**, **C**). Created in BioRender. Sinha, H. (2025) https://BioRender.com/07eizi3.

Normalized intensity values were averaged across replicates and represented as z-score heatmaps. Clustering was performed on the MMTT strain to highlight its metabolic program, and the same amino acid order was retained across all strains for comparative analysis (Supplementary Fig. 14). We found that the MMTT strain showed a unique biphasic amino acid trend, which was not observed in the other strains (Fig. 6B; Supplementary Fig. 14). Notably, there was an early surge in the levels of alanine, arginine, lysine, glutamine, and histidine between 0 h and 2 h 30 min, followed by a pronounced depletion phase from 2 h 30 min to 8 h (Fig. 6B). This trajectory was consistent with our transcriptomic data, where we found a unique upregulation of genes related to amino acid metabolism, particularly histidine metabolism, arginine biosynthesis during the early phase (Supplementary Data 1). This shows an early biosynthetic burst, possibly driven by a programmed metabolic activation, followed by rapid mobilization of these resources for nucleotide biosynthesis during commitment to meiosis and spore morphogenesis. In contrast, the SS strain maintained a continuous accumulation of most amino acids, suggesting a dysregulation of intracellular metabolite utilization for meiosis and sporulation (Fig. 6C).

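Whether the early rise differed between the strains was tested on the change from 0 h in MMTT minus that in SS. For the arginine list this difference was 1.35 at 30 min (adjusted p = 9.2e-09 from camera with Benjamini-Hochberg adjustment), 0.97 at 45 min, 0.79 at 1 h 10 min and 0.61 at 1 h 40 min. The call at 1 h 40 min was lost with fry, with all 54 libraries and without SS 0 h replicate 2 (0.29), SS 1 h 40 min replicate 2 (0.59), MMTT 0 h replicate 3 (0.47) or MMTT 1 h 40 min replicate 2 (0.39), with the medians then in parentheses. For the histidine list it was 1.39 at 30 min (adjusted p = 1.0e-09 from the same test), 0.95, 0.81 and 0.70 at these time points. From 2 h 30 min to 5 h 40 min neither list was called, and at 8 h 30 min the difference was -0.79 for arginine and -0.73 for histidine. The latter call was lost with all 54 libraries and without SS 0 h replicate 3 (-0.66) or MMTT 0 h replicate 2 (-0.66). Aromatic amino acid genes had 1.09 at 30 min, 0.79 at 45 min and -0.57 at 8 h 30 min, the last of which was lost without SS 0 h replicate 3 (-0.47) or MMTT 0 h replicate 2 (-0.48). With the estimated correlation only the values at 30 min were called for the 3 lists.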

Additionally, glutamic acid, an early intermediate derived from acetate via the TCA cycle, was found to show a distinct early spike exclusively in the MMTT strain, followed by sustained levels up to 8 h (Fig. 6C). This pattern was absent in the other strains. The early accumulation of glutamate in the MMTT strain was consistent with previous studies reporting a transient increase in glutamate during early sporulation, which facilitated ammonium ion removal, a known inhibitor of the sporulation process^56^.

Together, these data showed that amino acid metabolism was not merely passive during sporulation but was actively rewired in a strain-specific manner. The distinct temporal control of amino acid pools, especially those linked to nitrogen metabolism, emerged as a critical determinant of sporulation trajectory and efficiency, with the MMTT strain showing a dynamic and resource-intensive strategy to support its developmental program. Raw mass spectrometry intensity data for all measured amino acids are provided in Supplementary Data 7.

### Genetic interaction promotes the arginine biosynthetic pathway essential for mitochondrial function

From our multi-omics data analysis, we have identified a distinctive regulation of the arginine biosynthetic process in the MMTT strain during the initial stages of sporulation. This discovery led us to hypothesize that this regulation could have a significant causal role in modulating sporulation efficiency, mainly through genetic interactions involving the *MKT1*^*89G*^ and *TAO3*^*4477C*^ SNPs. Previous studies on other yeast strains, such as SK1 and W303, known for their high sporulation efficiency, have shown an upregulation of the *ARG4* gene during early sporulation phases^35^. However, *arg4∆* in the S288c strain, which typically exhibited lower sporulation efficiency, did not appear to affect the sporulation process. This phenotypic divergence among strains prompted us to investigate whether a unique interaction between the *MKT1*^*89G*^ and *TAO3*^*4477C*^ SNPs in the MMTT strain could modulate sporulation through the arginine biosynthesis pathway. To test this, deletions of *ARG4*, argininosuccinate lyase, a key enzyme involved in the final step of the arginine biosynthetic pathway, and *ARG56*, acetyl glutamate kinase and N-acetyl-gamma-glutamyl-phosphate reductase, catalyzing the second and third steps in the arginine biosynthetic pathway, in SS, MM, TT, and MMTT strains were generated. Our working hypothesis was that if the arginine biosynthetic pathway served as a causal route responsible for the observed additive phenotypic effects of the *MKT1*^*89G*^ and *TAO3*^*4477C*^ SNPs on sporulation efficiency, then the deletion of these key genes would have a more pronounced impact on the MMTT strain than on the other strains.

Sporulation efficiency of wild-type and deletion strains showed that *arg4∆* and *arg56∆* did not affect sporulation efficiency in SS, MM, and TT strains. In contrast, these deletions showed no sporulation phenotype, specifically in the MMTT strain with *arg4∆*, even after 48 h in the sporulation medium (Fig. 7A). This strain-specific phenotype suggested a potential link between *arg4∆* and a defect in mitochondrial stability or respiration, crucial for the initiation of sporulation.

**Fig. 7:**
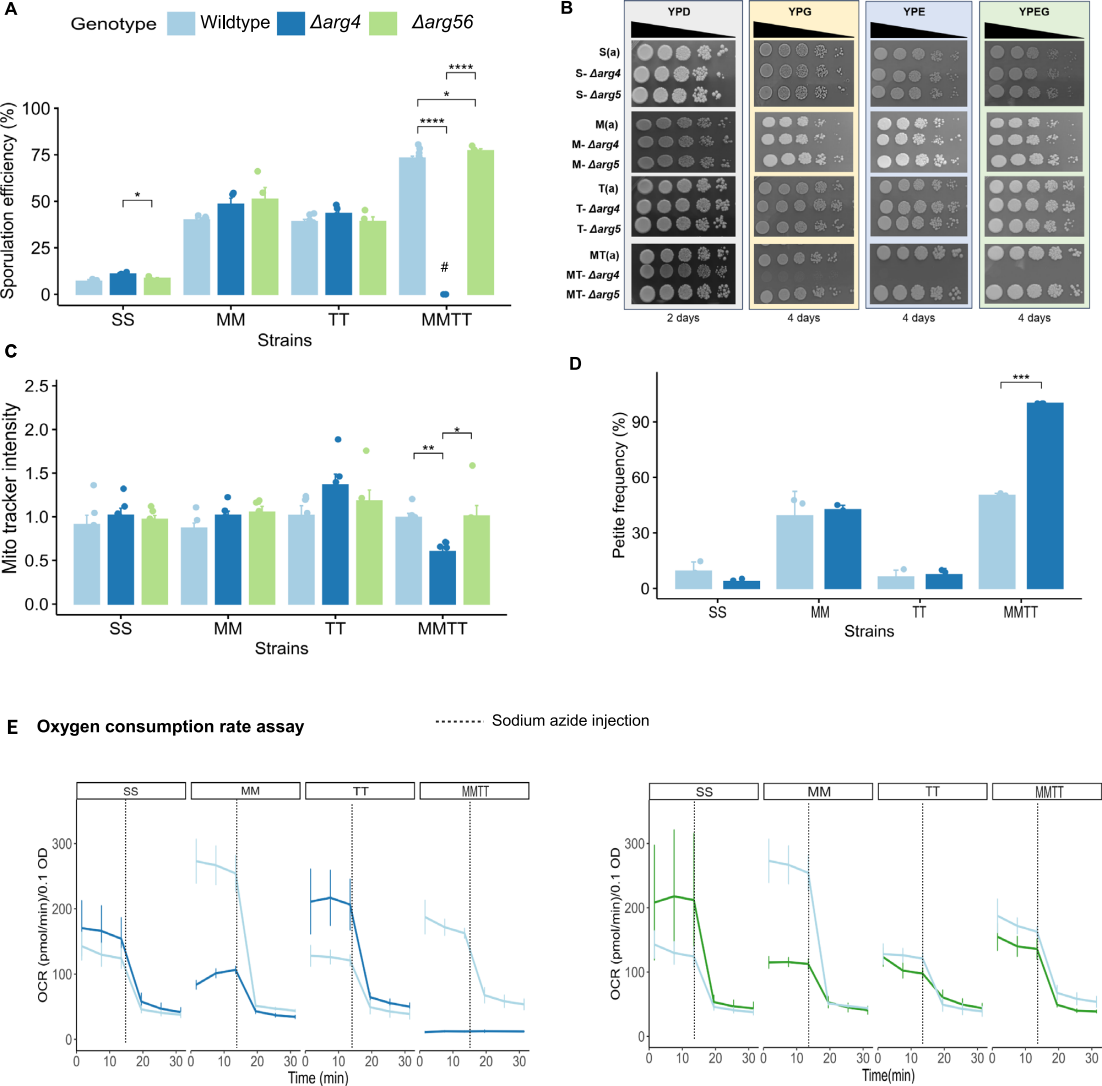
The arginine biosynthetic pathway is essential to maintain mitochondrial function when *MKT1*^*89G*^ and *TAO3*^*4477C*^ interact. **A** Sporulation efficiency was calculated after 48 h for wildtype (SS, MM, TT, and MMTT) and their respective *arg4∆ and arg56∆*. # represents no sporulation (*N* = 3). **B** 10-fold serial dilution of wildtype*, arg4∆, arg56∆* haploid strains of S288c, M, T, and MT strains were spotted on YPD (2%), YPE (2%), YPG (2%), and YPEG. The pictures were taken after two days for YPD and four days for YPE, YPG, and YPEG hours of incubation at 30 °C. **C** Mitotracker intensity of diploid strains of SS, MM, TT, and MMTT (wild-type and *arg4∆*) after 2 h incubation in sporulation medium (1% potassium acetate) (*N* = 4). **D** Petite frequency assay of wild-type and *arg4∆* of the MMTT strain (*N* = 3). **E** The oxygen consumption rate (OCR) of SS, MM, TT, and MMTT for WT (*N* = 4), *arg4*Δ (*N* = 4), and *arg5Δ* (*N* = 3) cells was measured using the Seahorse Extracellular Flux 96 Analyzer, grown in acetate media. After three basal measurements, sodium azide was injected into the wells to shut off mitochondrial oxygen consumption, and an additional three sets of measurements were taken. *p*-values were calculated using a two-sided unpaired *t*-test in the rstatix R package (v.0.7.2) (**A**, **C**, **D**). Significance levels are indicated as follows: ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05. The exact *p*-values are provided in the source data file (**A**, **D**). The error bar represents the mean ± SD (**A**, **C**–**E**). Source data are provided as a Source Data file for (**A**, **C**–**E**). Created in BioRender. Sinha, H. (2025) https://BioRender.com/07eizi3.

Since respiration is closely linked to the sporulation process, especially under nutrient-limiting conditions, we aimed to investigate the underlying respiratory dysfunction in the MT strain further. Growth phenotype of S, M, T, and MT strains and their *arg4∆* in non-fermentable carbon sources, such as glycerol, ethanol, and glycerol/ethanol mixtures (YPG, YPE, and YPEG) showed that the S, M, and T strains showed no growth defects in these media. However, despite an extended incubation period of four days, MT-*arg4∆* failed to grow in these non-fermentable carbon sources (Fig. 7B). This indicated that *arg4∆* in the MT strain showed a strong respiratory defect. Further, this growth and sporulation defect in MMTT-*arg4∆* was not rescued even with supplementing arginine and other amino acids (Supplementary Fig. 15).

To find if the observed respiratory defect was linked to impaired mitochondrial activity, we performed a Mitotracker assay to measure mitochondrial activity in these strains. The assay was performed for 2 h after transferring haploid cells to a non-fermentable carbon source (acetate). The Mitotracker assay results showed that the MT strain with *arg4∆* significantly reduced mitochondrial activity compared to its wildtype (*p*-value < 0.001), indicating that *ARG4* was required to maintain mitochondrial function in the MT strain. In contrast, as expected, the S, M, and T strains did not show a reduction in mitochondrial activity following *arg4∆* (Supplementary Fig. 16). We also measured mitochondrial activity in SS, MM, TT, and MMTT diploid strains after 2 h of incubation in the sporulation medium. Consistent with the results from haploid cells, we found that only the MMTT strain with *arg4∆* exhibited a pronounced reduction in Mitotracker intensity compared to the wild-type MMTT strain (Fig. 7C). This suggested the essential role of *ARG4* in maintaining mitochondrial function, specifically in the MMTT strain. We also found that *arg4∆* in the MMTT strain resulted in only petite colonies, which suggested that *ARG4* was required to maintain mitochondrial stability (Fig. 7D).

We then measured basal respiration rates in fermentable and non-fermentable media to further probe the effects of *arg4∆* and *arg56∆* on respiratory function. For this, we assessed the oxygen consumption rates (OCR) using a Seahorse assay of all strains in acetate and glucose media, as acetate is known to be a respiratory substrate. The results revealed that neither *arg4∆* nor *arg56∆* significantly impacted OCR in the SS and TT strains, indicating that respiration in these strains remains unaffected mainly by disruptions in the arginine biosynthetic pathway (Fig. 7E). However, in the MM strain, both deletions led to a reduction in OCR, though this reduction did not impair sporulation efficiency, suggesting that compensatory mechanisms support sporulation independently of respiration. Only in the MMTT strain did *arg4∆* completely abolish respiratory function, while *arg56∆* had no significant effect on respiration (Fig. 7E). Interestingly, these patterns were not observed when glucose was used as the carbon source, highlighting the respiratory-specific impact of *arg4∆* (Supplementary Fig. 17).

In conclusion, our findings demonstrated that the arginine biosynthesis pathway was critical in initiating sporulation and maintaining mitochondrial function only in the MMTT strain.

## Discussion

Genome-wide gene deletion studies have shown that the combination of gene deletions can be additive, and epistatic interactions have different phenotypic effects than the effect of individual gene deletions^6,63,64^. We extend this concept to study natural genetic variants and show that when two additive effect SNPs are present together in a strain, they impact the phenotype by activating a unique metabolic pathway different from the metabolic pathways of individual SNP effects. Our result has consequences for understanding how variants affect disease phenotypes, specifically in complex traits where multiple SNP combinations can have differential outcomes in the progression of the disease and treatment responses.

Complex trait variation arises from both genetic and environmental influences. When multiple causal genes contribute to a trait, the resulting phenotype can be shaped by gene–gene–environment (G×G×E) interactions. To isolate the role of gene–gene (G×G) interactions, we held the environment constant and examined the consequences of genetic interactions to the phenotypic variation by studying the intermediate phenotypes like gene expression, protein expression, and metabolite levels. Using a multi-omics approach, combining temporal transcriptome, proteome, and metabolite profiling of isogenic allele replacement yeast strains, we were able to ascertain that the strain with combined SNPs*, MKT1*^*89G*^ and *TAO3*^*4477C*^, activated the amino acid metabolism pathways early in sporulation while simultaneously downregulating ribosome-related processes. This observation suggested a metabolic trade-off wherein yeast reduces energy-intensive processes like ribosome biogenesis and redirects resources toward amino acid biosynthesis in response to nutrient starvation^65^. Further analysis of proteome allocation, supported by intracellular ATP and respiratory assays, revealed substantial reprogramming of mitochondrial function and biogenesis during early adaptation to respiratory metabolism. These findings are consistent with previous reports by Björkeroth et al.^53^. We also found that the strains with both SNPs in combination can activate the arginine biosynthetic pathway differentially by allocating more protein to arginine biosynthesis than to ribosome biogenesis and glycolysis. While we acknowledge that a complete energy budget for protein turnover was not captured in our dataset, the absolute proteomic quantification provided a critical and biologically meaningful readout of resource allocation trends. These trends are especially relevant in developmental programs like sporulation, where resource prioritization, rather than growth optimization, becomes the dominant strategy. Thus, our protein allocation analysis provided a first-order approximation of how proteome resources were being reallocated during critical transitions, such as sporulation. Further, through experimental validation, we have shown that *ARG4* is necessary to maintain mitochondrial activity and respiration only when *MKT1*^*89G*^ and *TAO3*^*4477C*^ SNPs are combined. We speculate that due to the genetic interactions between *MKT1*^*89G*^ and *TAO3*^*4477C*^ SNPs, a rewiring of the metabolic network makes mitochondrial function heavily dependent on the arginine biosynthetic pathway. This was further supported by the unique biphasic dynamics of alanine and arginine in the MMTT strain, which accumulated early (0 h–2 h 30 min) and was rapidly depleted by 8 h, unlike in other strains. The increased sporulation efficiency in the MMTT strain could be attributed to the immediate response to nutrient starvation and their ability to synthesize the necessary amino acids like histidine during the early phase as precursors for nucleotide biosynthesis and meiotic process during the later stages. The interaction observed here shares conceptual parallels with known “moonlighting” functions of metabolic enzymes. For example, Alt1, an alanine transaminase, has been implicated in mitochondrial gene regulation beyond its catalytic activity^66^. Similarly, Ilv5, involved in branched-chain amino acid biosynthesis, also contributes to mtDNA stability^67^. These findings indicate that metabolic enzymes, including those in the arginine pathway, might participate in mitochondrial regulation beyond their canonical roles, particularly under conditions of network rewiring imposed by genetic variation^68^.

The observed allele frequencies of *MKT1*^*89G*^ and *TAO3*^*4477C*^ indicate distinct evolutionary dynamics. The near-fixation of *MKT1*^*89G*^ in *S. cerevisiae* suggests it confers an adaptive advantage, particularly in stress-related contexts, as shown in prior studies^69,70^. In contrast, the *TAO3*^*4477C*^ variant is extremely rare, implying it may be deleterious in most backgrounds or advantageous only under specific environmental or genetic conditions while having an effect size similar to a common variant^71^. Notably, when *TAO3*^*4477C*^ co-occurs with *MKT1*^*89G*^, it induces a metabolic shift activating arginine biosynthesis and suppressing ribosome biogenesis, indicating a context-dependent benefit that arises from this genetic interaction.

Beyond yeast, these findings provide a conceptual framework for understanding how genetic interactions (G×G) can reconfigure cellular metabolism to activate latent pathways. In human systems, genetic interactions further modified by environmental factors may activate latent pathways that can influence disease phenotypes or therapeutic responses, especially in conditions where metabolic reconfiguration and rare allele effects are observed. Our work emphasizes the importance of resolving variant effects in combinatorial contexts and demonstrates how integrated multi-omics approaches can uncover the molecular logic of complex trait architecture.

## Methods

### Allele replacement strains

All yeast strains are derivatives of S288c, a widely used laboratory strain, and their relevant genotypes are listed in Supplementary Table 1. The available diploid MM strain with *MKT1*^*89G*^ allele and TT strain with *TAO3*^*4477C*^ allele, corrected for background mutations, were validated for their SNPs using allele-specific PCRs and Sanger sequencing. The haploids of M and T strains were generated by sporulating their respective diploid strains, followed by spore enrichment. The resulting M and T haploids were confirmed using the MAT locus PCR. The opposite mating types of M and T strains were crossed to obtain the diploid MmTt strain with genotype *MKT1*^*89G*^*/MKT1*^*89A*^ *TAO3*^*4477C*^*/TAO3*^*4477G*^. The diploid MmTt strain was sporulated and spore-enriched, which resulted in segregants having all possible combinations of *MKT1* and *TAO3* alleles: Mt (*MKT1*^*89G*^*/TAO3*^4477G^), mt (*MKT1*^*89A*^*/TAO3*^*4477G*^), mT (*MKT1*^*89A*^*/TAO3*^*4477C*^*)*, and MT (*MKT1*^*89G*^*/TAO3*^*4477C*^*)*. The MT haploids were selected by performing allele-specific PCRs and were further validated using Sanger sequencing. The opposite mating types of MT haploids were mated to obtain the diploid MMTT strain with genotype *MKT1*^*89G*^*/MKT1*^*89G*^ *TAO3*^*4477C*^*/TAO3*^*4477C*^. All further experiments are performed using the diploid MMTT strain.

### Phenotyping for sporulation efficiency

The diploid SS, MM, TT, MmTt, MMTT, and SK1 strains were phenotyped for sporulation efficiency. Briefly, the strains were first grown in YPD (2% (w/v) yeast extract (HIMEDIA, Cat. No. CR027), 1% (w/v) peptone (HIMEDIA, Cat. No. CR001), 2% (w/v) dextrose (HIMEDIA, Cat. No. PCT0603)) from OD_600_ 0.2 to 1.0 and then grown in YPA (1% (w/v) yeast extract, 2% (w/v) peptone, 1% (w/v) potassium acetate (Sisco Research Laboratories, Cat. No. 96248)) from OD_600_ 0.2 to 1.0. The cells were washed in water, then in potassium acetate, and then incubated in 1% potassium acetate supplemented with amino acids (supplemented with 20 μg ml^−1^ uracil (Sigma, Cat. No. U0750), 20 μg ml^−1^ histidine (Sigma, Cat. No. H8000), 30 μg ml^−1^ leucine (Sigma, Cat. No. L8000), 20 μg ml^−1^ methionine (Sigma, Cat. No. M9625) and 30 μg ml^−1^ lysine (Sigma, Cat. No. L5626)). The sporulation efficiency was calculated as the ratio of dyads and tetrads produced by a strain to the number of single-nucleus cells.

### Generation of *ARG4 and ARG56* deletion mutants

The gene deletions of *ARG4* and *ARG56* were performed in haploids of S, M, T, and MT by replacing the *ARG4* and *ARG56* genes with drug resistance cassettes (*hph*MX4) by following the high-efficiency lithium acetate protocol^72^. The transformants were selected by plating onto YPD media containing hygromycin (HIMEDIA, Cat. No. A015). The deletion confirmation (homologous integration) was done by colony PCR of insertion junctions using junction-specific primers. The deletion confirmed haploid cells were diploidized by transforming strains with the pHS03 plasmid (resistant to Nat (JENA Bioscience, Cat. No. AB-102)) and confirmed using the MAT locus PCR. The list of primers used in this study is given in Supplementary Table 2. Further, the diploid strains with respective deletions were phenotyped for sporulation efficiency and for studying mitochondrial activity.

### Spot dilution assay

Overnight cultures of the strains were grown in 5 ml of YPD and diluted to an OD_600_ of 1.0. Ten-fold serial dilutions were prepared, and 5 µl of each dilution was spotted onto fermentable media (YPD) and non-fermentable carbon source media (YPGlycerol (2%), YPEthanol (2%), YPEG (1% ethanol (Hayman, Cat. No. F204325) + 3% glycerol (HIMEDIA, Cat. No. TC503))). The final OD_600_ values of the spots were 1, 0.1, 0.01, 0.001, and 0.0001. Plates were incubated at 30 °C, with growth captured after 2 days for YPD and 4 days for the non-fermentable media.

### Mitotracker fluorescence assay

The Mitotracker plate reader assay was adapted from Vengayil et al.^73^ with modifications for high-throughput analysis. In brief, overnight yeast cultures were initially grown in YPD medium, followed by secondary cultures diluted to an OD_600_ of 0.2 and grown to an OD_600_ of 1.0. Cells were washed and incubated in 1% potassium acetate for 2 h. Following this, Mitotracker CMXRos (ThermoFisher, Cat. No. M7512) was added to each well to a final concentration of 200 nM, and the plates were incubated in the dark for 30 min at 30 °C in a shaking incubator. After incubation, the plates were centrifuged at 1700 rpm for 2 min, and the supernatant was discarded. The cells were washed once with PBS (pH 7.4, HIMEDIA, Cat. No. TS1006) to remove excess dye and media, and 200 µl of PBS was added to each well. The cells were resuspended and transferred to black plates for fluorescence measurement. Fluorescence was recorded using a multimode plate reader (BioTek Synergy H1, Agilent Technologies Inc.) at excitation/emission wavelengths of 572/599 nm. Finally, the fluorescence signal was normalized using the optical density (OD_600_) of the same samples, which was measured.

### Petite frequency assay

Three independent colonies were resuspended in 1 ml of PBS, diluted, and plated on YPDG medium (1% yeast extract, 2% peptone, 0.1% glucose, and 3% glycerol) to yield approximately 200–400 colonies per plate. After five days of incubation, colonies were counted, distinguishing between large colonies (grande) and small colonies (petite). The petite frequency was calculated as the ratio of petite colonies to the total number of colonies per plate. Petite colonies were further validated by patching them onto YPE plates to confirm their inability to grow on this medium.

### Oxygen consumption rate assay

Yeast oxygen consumption rate (OCR) measurements were performed using the Agilent Seahorse XF Pro analyzer, following a protocol specifically optimized for 0.5% sodium azide (Sigma, Cat. No. S-2002) injection, as outlined in Yao et al.^74^ and Walden et al.^75^ On the first day, overnight yeast cultures (consisting of 4 biological replicates each for SS, MM, TT, and MMTT and four biological replicates for *arg4* deletion strains and three biological replicates for *arg5* deletion strains) were prepared. The Seahorse XF96 sensor cartridge was pre-incubated with 200 µl of calibrant solution per well at 30 °C in a CO_2_-free incubator. The Seahorse assay media containing glucose and acetate (0.167% yeast nitrogen base, 0.5% ammonium sulfate, and 1% acetate or 2% dextrose, respectively) was prepared. The microplate wells were coated with 60 µl of poly-L-lysine solution (Sigma-Aldrich, Cat. No. P4707) (0.1 mg ml^−1^), incubated for 1 h, washed twice with PBS, and stored at room temperature overnight. On the second day, overnight yeast cultures grown in YPD were diluted and grown until reaching an OD_600_ of 0.5–0.7 (mid-log phase). The cells were washed and diluted to a specific concentration in Seahorse assay media (glucose or acetate). The cells were seeded into poly-L-lysine-treated wells of the XF96 microplate, then centrifuged at 500 rpm for 5 min and incubated at 30 °C for 1 h. The sensor cartridge was loaded with 0.5% sodium azide in chamber A and was calibrated. Three basal OCR measurements were recorded at 30 °C for 3 min each, with 2 min of mixing between readings. Following the injection of 0.5% sodium azide into chamber A, three additional OCR measurements were taken, following the same procedure. The measured OCR values were then normalized to OD_600_ 0.1.

### Extracellular acetate analysis using HPLC

Two biological replicates of SS, MM, TT, and MMTT strains were grown in YPD, followed by growth in YPA and then transferred to 1% potassium acetate. Samples OD_600_ of 1.0 in sporulation medium were collected at appropriate time points, and the extracellular medium was filtered using 0.22 μm filters and stored at −20 °C until analysis. Extracellular acetate levels in the sporulation medium were measured using Shimadzu P-series Quaternary Gradient High Performance Liquid Chromatography equipped with a Phenomenex Rezex ROA-Organic acid H+ (8%) column [300 × 7.8 mm] and an RI detector. The elution buffer used was 5 mM H_2_SO_4_ (Finar, Cat. No. 7664-93-9), with a flow rate of 0.6 ml min^−1^, and the column was maintained at an oven temperature of 40 °C.

### Intracellular acetate extraction and quantification

Yeast cells equivalent to an OD_600_ of 1.0 were collected at defined time points from the sporulation medium. Pellets were washed twice with ice-cold PBS, snap-frozen in liquid nitrogen, and stored at −80 °C until extraction. For acetate extraction, frozen pellets were thawed and resuspended in 250 µl of ice-cold 0.1 N HCl (Sisco Research Laboratories, Cat. No. 34472). Cells were lysed by vortexing for 5 min with the addition of acid-washed glass beads (Sigma, Cat. No. G8772). The lysates were centrifuged at 14,000 rpm for 10 min at 4 °C, and 180–250 µl of the clear supernatant was transferred to a fresh microcentrifuge tube. The pH of the extract was adjusted to 6.5–7.0 using 3–5 µl of 5 N NaOH (Merck, Cat. No. 193102) with gentle mixing. The neutralized cell extracts were used for acetate quantification following the manufacturer’s instructions provided with the Megazyme Acetic Acid Rapid Kit (Megazyme, Ireland, Cat. No. K-ACETRM). Measurements were performed using freshly prepared extracts, with three biological replicates per condition.

### Quantification of intracellular ATP levels

Intracellular ATP levels were quantified in yeast strains SS, MM, TT, and MMTT, using a minimum of two biological replicates per strain. Samples were collected at four time points (0 h, 1 h 10 min, 2 h 30 min, and 8 h) following transfer to sporulation medium at an OD_600_ of 1.0. Cells were rapidly quenched in −80 °C pre-chilled 100% methanol and pelleted by centrifugation at 10,000 × *g* for 1 min at 4 °C. The pellets were washed once with −80 °C methanol (HIMEDIA, Cat. No. MB113) and stored at −80 °C until further processing.

ATP was extracted using an acetone-based method as previously described in Takaine et al.^76^, with minor modifications. Briefly, cell pellets were resuspended in 0.75 ml of 90% acetone (Sisco Research Laboratories, Cat. No. 31566) and mixed by repeated pipetting and brief vortexing. Samples were then placed in a fume hood on a dry block heater with open lids and incubated at 90 °C for 15 min to allow complete evaporation of acetone. Following evaporation, samples were centrifuged at high speed for 15 s. The resulting aqueous supernatant (≤40 µl) was transferred to a new microcentrifuge tube and further clarified by centrifugation at high speed for 3 min at 4 °C.

ATP concentrations were measured using a luminescence-based detection assay (ATP Assay Kit, Sigma-Aldrich, Cat. No. MAK473) according to the manufacturer’s instructions. Luminescence was recorded using white opaque flat-bottom 96-well plates on a multimode microplate reader (BioTek Synergy H1, Agilent Technologies Inc.). ATP concentrations were determined using a standard curve generated with known ATP standards provided in the kit.

### Temporal transcriptome profiling and data pre-processing

The SS and MMTT strains were first grown in YPD and then in YPA and transferred to the sporulation medium (1% potassium acetate and amino acid supplements). The samples were taken at 0 h, 30 min, 45 min, 1 h 10 min, 1 h 40 min, 2 h 30 min, 3 h 50 min, 5 h 40 min, and 8 h 30 min and were snap-frozen and stored at −80 °C. RNA extraction, quality control, library preparation, and paired-end sequencing using Illumina Novaseq were conducted by an external service provider (Genotypic Technology Pvt Ltd, Bangalore, India). The detailed protocols followed for RNA isolation and library preparation are given in the Supplementary Methods section.

The raw Fastq files were given as input to a customized Snakemake pipeline, which performs quality checks using FASTQC and MultiQC^77^, removes rRNA contamination, performs alignment using STAR^78^, and finally gives the feature counts as output. The feature count file was then provided as input to the IDEP 2.0 software^79^ for initial quality checks. The low counts were filtered such that three counts per million (edge R) were in at least three samples. Thus, 6207 genes from an initial list of 7127 genes were selected for further analysis. Using the 300 most variable genes, hierarchical clustering and PCA were performed for all 54 samples, which removed five potential outlier samples from further analysis.

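On the 300 most variable genes, the libraries that the paper left out were compared with the mean profile of each time point of their own strain, by Euclidean distance and without the library itself. SS 0 h replicate 1, SS 30 min replicate 1 and MMTT 2 h 30 min replicate 3 lay nearest their own time point, at distances of 43.5, 52.2 and 27.4. These are the 3 libraries with the lowest total counts. MMTT 45 min replicate 2 lay at 54.7 from its own time point and at 24.0 from MMTT 8 h 30 min. The 2 libraries kept at 45 min lay at 54.4 from each other, so the distance to its own time point does not set it apart from them. MMTT 5 h 40 min replicate 3 lay at 24.3 from its own time point and at 13.7 from MMTT 1 h 40 min. Among the libraries kept, 12 of 24 of MMTT and 9 of 25 of SS lay nearest their own time point, with a median distance to it of 16.9 in MMTT and 15.6 in SS.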

### Differential expression analysis using DESeq2 in IDEP software

Initially, we aimed to independently identify genes exhibiting significant differential expression relative to the baseline (0 h) at each time point for both MMTT and SS strains. Our dataset comprised 24 samples for the MMTT strain, encompassing 7127 genes. Subsequently, we filtered this dataset to retain 6447 genes with a minimum count per million (CPM) threshold of 0.5 across at least three samples. Employing the DESeq2^51^ algorithm with a false discovery rate (FDR) cutoff of 0.05 and a minimum fold change of 2, along with the Wald test and independent filtering, we identified genes showing significant differential expression. Similarly, in the S strain, we analyzed a dataset containing 6409 genes that passed the aforementioned filtering criteria. We used DESeq2 under identical parameters to identify genes exhibiting differential expression relative to the 0th hour time point.

### Temporal differential expression analysis using the likelihood ratio test

We further investigated temporal differential gene expression employing the Likelihood Ratio Test (LRT) method within DESeq2. This approach evaluates whether significant differences in genotype effects exist across various time points. To construct the ‘full model,’ we integrated key sources of variation, including genotype and time, along with our condition of interest, i.e., the interaction between genotype and time (genotype × time). By contrasting this full model with a ‘reduced model’ lacking the ‘genotype x time’ term, we identified genes exhibiting significant alterations in expression profiles between SS and MMTT strains across multiple time points. This analysis enabled us to pinpoint genes whose expression trajectories were influenced by the presence of *MKT1*^*89G*^ and *TAO3*^*4477C*^.

### Temporal gene expression clustering using DPGP

We utilized gene expression data normalized to Transcripts Per Million (TPM) and provided it as input to the DPGP algorithm^52^. To optimize computational efficiency, we employed the ‘--fast’ option, which utilizes an accelerated computation mode. Moreover, we utilized the ‘--true_times’ parameter to preserve the temporal information associated with each expression profile during the clustering process due to non-uniform sampling time points in our data. This enabled us to capture the temporal dynamics inherent in the data accurately.

### Absolute quantitative proteomics using mass spectrometry

To capture the absolute proteome changes during the initial phases of sporulation, where *MKT1*^*89G*^ and *TAO3*^*4477C*^ SNPs were found to be active, we performed absolute proteomics experiments for all four strains at two time points. For this, 4 ml of the diploid strains SS, MM, TT, and MMTT at OD_600_ of 1.0 were sampled at 0 h and 2 h 30 min after incubation in sporulation medium. The samples were centrifuged at 4 °C for 2 min at 4000 × *g*. The supernatant was discarded, and the cell pellets were snap-frozen in dry ice and stored at −60 °C until further analysis. Sample preparation for proteomics analysis was performed as described previously by Kozaeva et al.^80^, with some modifications (see Supplementary Methods for details)^81^.

### Processing of mass spectrometric raw data

Sequence identification was performed for all analyses using a protein database consisting of the *S. cerevisiae* S288c (UP000002311; accessed on the 17th of November 2023) reference proteome. Spectronaut V18 was used for protein identification and relative quantification of peptides for DIA data analysis. The default settings for “directDIA” were applied with an FDR cutoff of 1%, except for MS1 quantification for the peptides. Protein abundances were inferred from the peptide abundances using the xTop algorithm^82^. Absolute protein quantification was performed through the TPA (total protein approach)^83^ method to the final units of fmol µg^−1^ total protein as proteome composition values.

### Differential protein expression and allocation analysis

We converted the fmol µg^−1^ total protein to the percentage of the entire protein mass (g µg^−1^ total protein). This was done by multiplying by molecular weight and dividing by the sum of all proteins. This analysis expressed every protein abundance as a percentage of the entire proteomic mass. These mass percentages were then used for subsequent protein allocation and differential abundance analysis. For GO-slim mapper process terms analysis, all proteins in all datasets were merged, and the terms that matched the proteins were annotated to them as described in Björkeroth et al.^53^. For the summation of allocation, each dataset was subsequently matched to the set-up GO-slim mapper process term framework to identify which proteins are to be summed. The differential expression of proteins between wildtype (SS) versus allele replacement strains (MM, TT and MMTT) and also between the time points (0 h versus 2 h 30 min) was performed using the log_2_-transformed values with unpaired two-sided Student’s *t*-test. The significantly reallocated proteins are proteins with a log_2_(fold change) greater than +1 or less than −1 and a *p*-value < 0.05 for all pairwise comparisons performed using the dataset.

### mRNA-protein correlation analysis

To understand how mRNA correlates with the protein levels, we computed the Pearson correlation, plotting the average log_2_(TPM) for mRNA against the average log_2_(abundance) protein. The cor.test() function from the R ‘stats’ package was employed to assess the statistical significance of correlations. Further, the mRNA-protein slope was identified from the coefficient derived from the linear model (lm() function in R’s ‘stats’ package) using the formula ‘lm(protein ~ mRNA)’, where ‘protein’ is the log_2_(abundance) and ‘mRNA’ is the log_2_(TPM).

### LC-MS analysis for relative intracellular amino acid quantification

Samples were collected at three time points (0 h, 2 h 30 min, and 8 h) following transfer to sporulation medium at an OD_600_ of 1.0. Metabolism was rapidly quenched by adding four volumes of ice-cold 60% methanol (kept in −80 °C), followed by incubation on ice for 5 min. Cells were pelleted by centrifugation at 1000 × *g* for 3 min at 0 °C and washed once with 700 µl of ice-cold 60% methanol (kept in −80 °C). The pellet was then resuspended in 1 ml of 75% ethanol and incubated at 80 °C for 3 min to extract intracellular metabolites. Samples were cooled on ice for 5 min and centrifuged at maximum speed for 10 min at 4 °C. Supernatants were collected, dried in a vacuum concentrator, and stored at −80 °C until analysis. LC-MS/MS analysis was performed on an Agilent 6495 Triple Quadrupole mass spectrometer operating in positive ionization mode using multiple reaction monitoring (MRM) by C-CAMP Bengaluru, India. The sample processing and detailed protocol are given in the Supplementary Methods.

### Generation and analysis of context-specific models

We employed a genome-scale metabolic modeling approach to understand how the SNPs and their interactions can influence the intracellular flux variation during the early sporulation phase. We generated context-specific metabolic models by integrating the protein expression data with the yeast genome-scale metabolic model (Yeast9)^84^. Further, we analyzed the intracellular flux variation between the generated models using genome-scale differential flux analysis (GS-DFA) as described in the Supplementary Methods section (Supplementary Note 1, Supplementary Data 8).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of additional supplementary files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Fastq files and raw gene-count data are available on GEO under the accession number GSE278267. The mass spectrometry proteomics data have been deposited in the ProteomeXchange Consortium via the PRIDE^85^ partner repository with the dataset identifier PXD056947. The metabolomic MS raw data have been deposited in MetaboLights with the dataset identifier MTBLS12761. All other data supporting the findings of this study have been provided as supplementary tables and source data files. Source data are provided with this paper.

# Supplementary material for: Interaction of genetic variants activates latent metabolic pathways in yeast
**Source:** Nat Commun. 2025 Aug 27;16:8014. doi: 10.1038/s41467-025-63306-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

### **Interaction of Genetic Variants Activates Latent Metabolic Pathways in Yeast**

Srijith Sasikumar<sup>1,2,3</sup>, Shannara Taylor Parkins<sup>4</sup>, Suresh Sudarsan<sup>4</sup>, Himanshu Sinha<sup>1,2,3,\*</sup>

#### **This supplementary information file includes**

Supplementary Methods

Supplementary Note 1

Supplementary Tables 1 and 2

Supplementary Figures

## **SUPPLEMENTARY METHODS**

### **RNA Extraction Protocol**

RNA was extracted from yeast cells using Qiagen RNeasy mini kit (Cat No.74106). The cell pellet was resuspended in buffer RLT and incubated at room temperature for 5 min to achieve complete lysis. The lysate mixed with half volume of absolute alcohol was loaded into the RNeasy spin column placed in a 2 ml collection tube. The tubes were centrifuged at 8,000 rpm for 1 min, and the flow-through was discarded. On column DNase I (Cat No.79254), treatment and subsequent column washes were performed according to the manufacturer's protocol. RNA was eluted from the column using nuclease-free water.

The concentration and purity of RNA were quantified using a Nanodrop Spectrophotometer (Thermo Scientific; 2000). The integrity of RNA in the samples was assessed on Tapestation (Agilent). RNA concentration was quantified using the Qubit RNA HS assay kit (Q32855).

### **Library Preparation and Sequencing**

RNA sequencing libraries were prepared with Illumina-compatible NEBNext® Ultra™ II Directional RNA Library Prep Kit (New England BioLabs, MA, USA) at Genotypic Technology Pvt. Ltd., Bangalore, India.

100-500 ng of total RNA was taken for mRNA isolation, fragmentation, and priming. Fragmented and primed mRNA was further subjected to first-strand synthesis followed by second-strand synthesis. The double-stranded cDNA was purified using NEBNext sample purification beads. Purified cDNA was end-repaired, adenylated, and ligated to Illumina adapters as per NEBNext® Ultra™ II Directional RNA Library Prep protocol, followed by second-strand excision using the USER enzyme at 37 °C for 15 minutes.

Illumina Universal Adapters used in the study were:

5' –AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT–3'  
and

Index Adapter:

5' –  
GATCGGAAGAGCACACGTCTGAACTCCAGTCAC [INDEX] ATCTCGTATGCCGTCTTCTGCT  
TG–3'.

[INDEX] – Unique sequence to identify sample-specific sequencing data.

Adapter-ligated cDNA was purified using NEBNext beads and was subjected to 11 cycles for Indexing-(98 °C for 30 sec, cycling (98 °C for 10sec, 65 °C for 75sec) and 65 °C for

5min) and enriched the adapter-ligated fragments. Final PCR products (sequencing library) were purified with NEBNext beads, followed by a library quality control check. Illumina-compatible sequencing libraries were quantified by Qubit fluorometer (Thermo Fisher Scientific, MA, USA), and fragment size distribution was analyzed on Agilent 2200 TapeStation.

### **Proteomic sample processing**

Cell pellets of *S. cerevisiae* were lysed in 6 M guanidinium-HCl, 5 mM tris(2-carboxyethyl) phosphine, 10 mM chloroacetamide, and 100 mM Tris-HCl (pH = 8.5), disrupted mechanically, and heated to 99°C. After centrifugation, the cell-free lysates were diluted with 50 mM ammonium bicarbonate and subjected to a bicinchoninic acid (BCA) assay to estimate protein concentrations. Trypsin and LysC digestion mix (Promega) was added to 20 µg protein of each sample and incubated for 8 hours. Trifluoroacetic acid was added to halt digestion, and the samples were desalted using C18 resin (Empore, 3M) before HPLC-MS analysis. HPLC-MS analysis of the samples was performed on an Orbitrap Exploris 480 instrument (Thermo Fisher Scientific), preceded by an EASY-nLC 1200 HPLC system (Thermo Fisher Scientific). For each sample, 0.5 µg of peptides were captured on a 2 cm C18 trap column (Thermo Fisher 164946). Subsequently, separation was executed using a 70 min gradient from 8% (v/v) to 48% (v/v) of acetonitrile in 0.1% (v/v) formic acid on a 15 cm C18 reverse-phase analytical column (Thermo EasySpray ES904) at a flow rate of 250 nl min<sup>-1</sup>. For data-independent acquisition, the mass spectrometer was run with the HRMS1 method as previously described<sup>1</sup>, preceded by the FAIMS Pro Interface (Thermo Fisher Scientific) with a compensation voltage (CV) of -45 V, and any modifications are mentioned below. Full MS1 spectra were collected at a resolution of 120,000 and a scan range of 400-1,000 m/z, with the maximum injection time set to auto. MS2 spectra were obtained at a resolution of 60,000, with the maximum injection time set to auto and the collision energy set to 32. Each cycle consisted of three DIA experiments, each covering a range of 200 m/z with a window size of 6 m/z and a 1 m/z overlap, while a full MS scan was obtained between experiments.

### **Metabolomic sample processing and analysis:**

For LC-MS/MS analysis, dried extracts were reconstituted in 200 µl of LC-MS-grade water containing 0.1% formic acid. Samples were vortexed for 30 seconds, spun briefly, and sonicated for 2 min. After centrifugation at 14,000 × g for 10 minutes at 4°C, the supernatant was transferred to a fresh tube and diluted 5-fold with 0.1% formic acid. A 10 µL aliquot was injected into the LC-MS system.

Chromatographic separation was performed using an Agilent 1290 Infinity II UHPLC system equipped with a C18 column (4 µm, 4.6 × 150 mm). The mobile phases consisted of water with 0.1% formic acid (A) and methanol with 0.1% formic acid (B) at a 0.5 mL/min

flow rate. The column oven and autosampler were maintained at 45 °C and 4 °C, respectively. The following gradient was applied: 0–3 min, 2% B; 3–12 min, linear increase to 35% B; 12–15 min, linear increase to 90% B; 15–16 min, 90% B; 16–16.1 min, decrease to 5% B; 16.1–20 min, re-equilibration at 5% B.

Detection was performed on an Agilent 6495 Triple Quadrupole mass spectrometer operating in positive ionization mode using multiple reaction monitoring (MRM). Data acquisition and quantification were conducted using Agilent MassHunter Workstation Quantitative Analysis software (version 10.1). To monitor instrument performance and ensure data quality, three pooled quality control (QC) samples were prepared by combining equal aliquots from all experimental samples and were analyzed at the beginning, middle, and end of the run. The coefficient of variation (CV) for each amino acid was calculated and ensured that the CV remained below 15% for all analytes (Supplementary Data 9).

### **Integrating protein expression data into a yeast genome-scale metabolic model**

The protein constraint metabolic models for each strain and their respective time phases were generated by integrating the protein expression data into the latest genome-scale metabolic model of yeast (Yeast9)<sup>2</sup> (<https://github.com/SysBioChalmers/yeast-GEM>) using the model extraction method iMAT<sup>3</sup> using lower threshold as the minimum value of the expression array and upper threshold as the minimum value of top 10 % of reaction's expression array for that particular strain and time point. The bounds of exchange reactions of the GEM were changed to reflect the early stages of the sporulation state appropriately, as described in our previous study<sup>4</sup>. For this, we restricted the intake of glucose and nitrogen (Lower bound = Upper bound = 0 [mmol/ (g DW h)]) while allowing an unrestricted supply of oxygen and acetate (Lower bound = -1000 [mmol/ (g DW h)]). The metabolic heterogeneity between the context-specific models was studied by calculating the Jaccard index between the models.

### **Genome-scale differential flux analysis to predict upregulated and downregulated reactions**

The optGpSampler<sup>5</sup> in COBRApy version 0.10<sup>6</sup> was used to sample 10,000 flux solutions with a thinning factor set to 100 on all the generated SNP and time-specific metabolic models.

Let  $X_{SNP}$  and  $X_{SS}$  be the flux distributions of a particular reaction in SNP-specific (MM, TT, and MMTT) and SS models for each time point (0h and 2h30m). The flux change was calculated for each reaction as follows:

$$Flux\ change = \frac{\bar{X}_{SNP} - \bar{X}_{SS}}{|\bar{X}_{SNP} + \bar{X}_{SS}|}$$

where,  $\bar{X}_{SNP}$  and  $\bar{X}_{SS}$ , the arithmetic means of the flux distributions for a given reaction in SNP and null model, respectively.

To identify significantly altered reactions in each SNP-specific model compared to the null model, we employed a two-sided Kolmogorov-Smirnov test with a significance threshold 0.05, adjusted for multiple comparisons using the Benjamini-Hochberg method. From the set of dysregulated reactions, we classified those with a flux change greater than 0.82 as upregulated and those with a flux change below -0.82 as downregulated<sup>4,7</sup>, corresponding to a tenfold increase or decrease in flux in the SNP model relative to the null model. The outline of steps involved in generating context-specific models and GS-DFA analysis is shown in Supplementary Fig. 18A.

## SUPPLEMENTARY NOTE 1

We constructed context-specific metabolic models for the SS, MM, TT, and MMTT yeast strains at two time points: 0 h and 2 h 30 min. This was achieved by integrating SNP-specific protein abundance data into the Yeast GEM (Yeast9) using iMAT (Integrative Metabolic Analysis Tool). iMAT categorizes protein expression levels into high, moderate, and low, creating a subnetwork enriched with reactions driven by highly expressed proteins while minimizing the inclusion of reactions with low expression. It aims to maximize the consistency between reaction activity and protein expression, assigning non-zero flux to active reactions and zero to inactive ones. The SNP-specific models generated by iMAT, including the number of genes, reactions, and metabolites in each, are summarized in Supplementary Fig. 18B.

We calculated the Jaccard similarity index to evaluate the variability among these models. We observed that the models at 0 h (SS-0h, MM-0h, TT-0h, and MMTT-0h) and the 2h30m model of the low-sporulating strain (SS-2h30m) are highly similar. In contrast, the models for high-sporulating strains at 2 h 30 min (MM-2h30m, TT-2h30m, and MMTT-2h30m) exhibited high similarity (Supplementary Fig. 18C).

We then focused on identifying reactions upregulated in the MM, TT, and MMTT strains compared to the SS strain at both time points (Supplementary Data 10). Specifically, we investigated the flux through the arginine biosynthesis pathway, as we had previously shown that the MMTT strain exhibits unique regulation of this pathway, with increasing allocation during sporulation. Additionally, we aimed to identify pathways uniquely enriched in the MMTT strain, potentially due to genetic interactions between the *MKT1*<sup>89G</sup> and *TAO3*<sup>4477C</sup> SNPs.

Our analysis revealed that intracellular flux through the arginine biosynthesis pathway, particularly Argininosuccinate lyase (*ARG4*), is inactive at 0 hours in all strains but becomes active in the MM-2h30, TT-2h30, and MMTT-2h30 models while remaining inactive in the SS-2h30m model. This suggests that *ARG4* flux may be critical for efficient sporulation (Supplementary Fig. 19A, Supplementary Fig. 19B). Furthermore, flux enrichment analysis of upregulated reactions identified using GS-DFA revealed that the steroid biosynthesis pathway is uniquely enriched in the MMTT strain (adjusted p-value = 7.59E-08). The intracellular flux distribution of key reactions in the steroid biosynthesis pathway is illustrated in Supplementary Fig. 20.

## SUPPLEMENTARY TABLE

**Supplementary Table 1:** List of strains used in the study

| Strain identifier | Strain                                                                                             | Parent strain                       | Reference                           |
|-------------------|----------------------------------------------------------------------------------------------------|-------------------------------------|-------------------------------------|
|                   | S288c                                                                                              |                                     | Deutschbauer and Davis <sup>8</sup> |
|                   | SK1                                                                                                |                                     | Deutschbauer and Davis <sup>8</sup> |
| SHS306            | MM ( <i>MKT1</i> -89G (a/alpha))                                                                   | SHS304 x SHS305 (M strain)          | Gupta et al. <sup>9</sup>           |
| SHS327            | TT ( <i>TAO3</i> -4477C (a/alpha))                                                                 | SHS325 x SHS326 (clean BC3T strain) | Gupta et al. <sup>10</sup>          |
| SHS884            | MmTt strain<br>[ <i>MKT1</i> (89G)/ <i>MKT1</i> (89A)<br><i>TAO3</i> (4477C)/ <i>TAO3</i> (4477G)] | by mating M strain and T strain     | This study                          |
| SHS885            | MT strain (a)                                                                                      | by sporulating MmTt strain          | This study                          |
| SHS886            | MT strain (alpha)                                                                                  | by sporulating MmTt strain          | This study                          |
| SHS887            | MMTT strain (diploid)                                                                              | by crossing SHS885 and SHS886       | This study                          |
| SHS888            | S288c, $\Delta arg4::HygMX4$ (a)                                                                   | S288c (a)                           | This study                          |
| SHS889            | M strain, $\Delta arg4::HygMX4$ (alpha)                                                            | M strain (alpha)                    | This study                          |
| SHS890            | T strain, $\Delta arg4::HygMX4$ (a)                                                                | T strain (a)                        | This study                          |
| SHS891            | MT strain, $\Delta arg4::HygMX4$ (a)                                                               | MT strain (a)                       | This study                          |
| SHS892            | S288c, $\Delta arg56::HygMX4$ (a)                                                                  | S288c (a)                           | This study                          |
| SHS893            | M strain, $\Delta arg56::HygMX4$ (alpha)                                                           | M strain (alpha)                    | This study                          |
| SHS894            | T strain, $\Delta arg56::HygMX4$ (a)                                                               | T strain (a)                        | This study                          |
| SHS895            | MT strain, $\Delta arg56::HygMX4$ (a)                                                              | MT strain (a)                       | This study                          |
| SHS896            | S288c, $\Delta arg4::HygMX4$ (Diploid)                                                             | S288c (a)                           | This study                          |
| SHS897            | MM strain, $\Delta arg4::HygMX4$ (Diploid)                                                         | M strain (alpha)                    | This study                          |
| SHS898            | TT strain, $\Delta arg4::HygMX4$ (Diploid)                                                         | T strain (a)                        | This study                          |

|        |                                                 |                  |            |
|--------|-------------------------------------------------|------------------|------------|
| SHS899 | MMTT strain,<br><i>Δarg4::HygMX4</i> (Diploid)  | MT strain (a)    | This study |
| SHS900 | S288c, <i>Δarg56::HygMX4</i><br>((Diploid)      | S288c (a)        | This study |
| SHS901 | MM strain, <i>Δarg56::HygMX4</i><br>(Diploid)   | M strain (alpha) | This study |
| SHS902 | TT strain, <i>Δarg56::HygMX4</i><br>(Diploid)   | T strain (a)     | This study |
| SHS903 | MMTT strain,<br><i>Δarg56::HygMX4</i> (Diploid) | MT strain (a)    | This study |

**Supplementary Table 2:** List of primers used in the study

| Primer name | Primer sequence 5'-3'                                              | Description                                               |
|-------------|--------------------------------------------------------------------|-----------------------------------------------------------|
| HS3501      | GCTCAAAGCAGGTAACATATAACAAGAC<br>TAAGGCAAACcagctgaagcttcgtacgct     | FP <i>ARG4</i> deletion                                   |
| HS3502      | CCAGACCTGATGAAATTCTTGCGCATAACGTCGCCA<br>TCTGcataggccactagtggtatctg | RP <i>ARG4</i> deletion                                   |
| HS3503      | ACGTATTTTAGCCTGGTTGT                                               | FP with BN72 (Junction amplification <i>ARG4</i> )        |
| HS3504      | ATCCTGCAGATTGGGTCACA                                               | RP with JM37 (Junction amplification <i>ARG4</i> )        |
| HS3505      | AGAAAGAGAGATCTGAAGTGAGAAATAAGT<br>CTGCATCATTcagctgaagcttcgtacgct   | FP <i>ARG56</i> deletion                                  |
| HS3506      | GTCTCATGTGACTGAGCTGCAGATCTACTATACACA<br>GTGAcataggccactagtggtatctg | RP <i>ARG56</i> deletion                                  |
| HS3507      | GGAAAGGTATCTGGGAAAGG                                               | FP with BN72 (Junction amplification <i>ARG56</i> )       |
| HS3508      | AAACGCGTAAACAAGCTCGT                                               | RP with JM37 (Junction amplification <i>ARG56</i> )       |
| HS1013      | CTGAATAATTGTACCCTGGA                                               | Fwd primer to check <i>MKT1</i> 89A SNP with HS1015       |
| HS1014      | CTGAATAATTGTACCCTGGG                                               | Fwd primer to check <i>MKT1</i> 89G SNP with HS1015       |
| HS1015      | GTTGAAACCAAGAGGAGTAA                                               | Common reverse primer with HS1013 and HS1014              |
| HS1016      | TGATCTACTTTCAGCTGTTG                                               | Forward primer to check <i>TAO3</i> 4477G SNP with HS1018 |
| HS1017      | TGATCTACTTTCAGCTGTTC                                               | Forward primer to check <i>TAO3</i> 4477C SNP with HS1018 |
| HS1018      | GCTAAAGGAACCATGTATTT                                               | Common reverse primer with HS1016 and HS1017              |

|        |                           |                                          |
|--------|---------------------------|------------------------------------------|
| HS1127 | CTCCACTTCAAGTAAGAGTTTGGGT | forward primers specific to the MATa     |
| HS1128 | TTACTCACAGTTTGGCTCCGGTGT  | forward primers specific to the MATalpha |
| HS1129 | GAACCGCATGGGCAGTTTACCTTT  | common reverse primer to MAT alleles     |

## SUPPLEMENTARY FIGURES

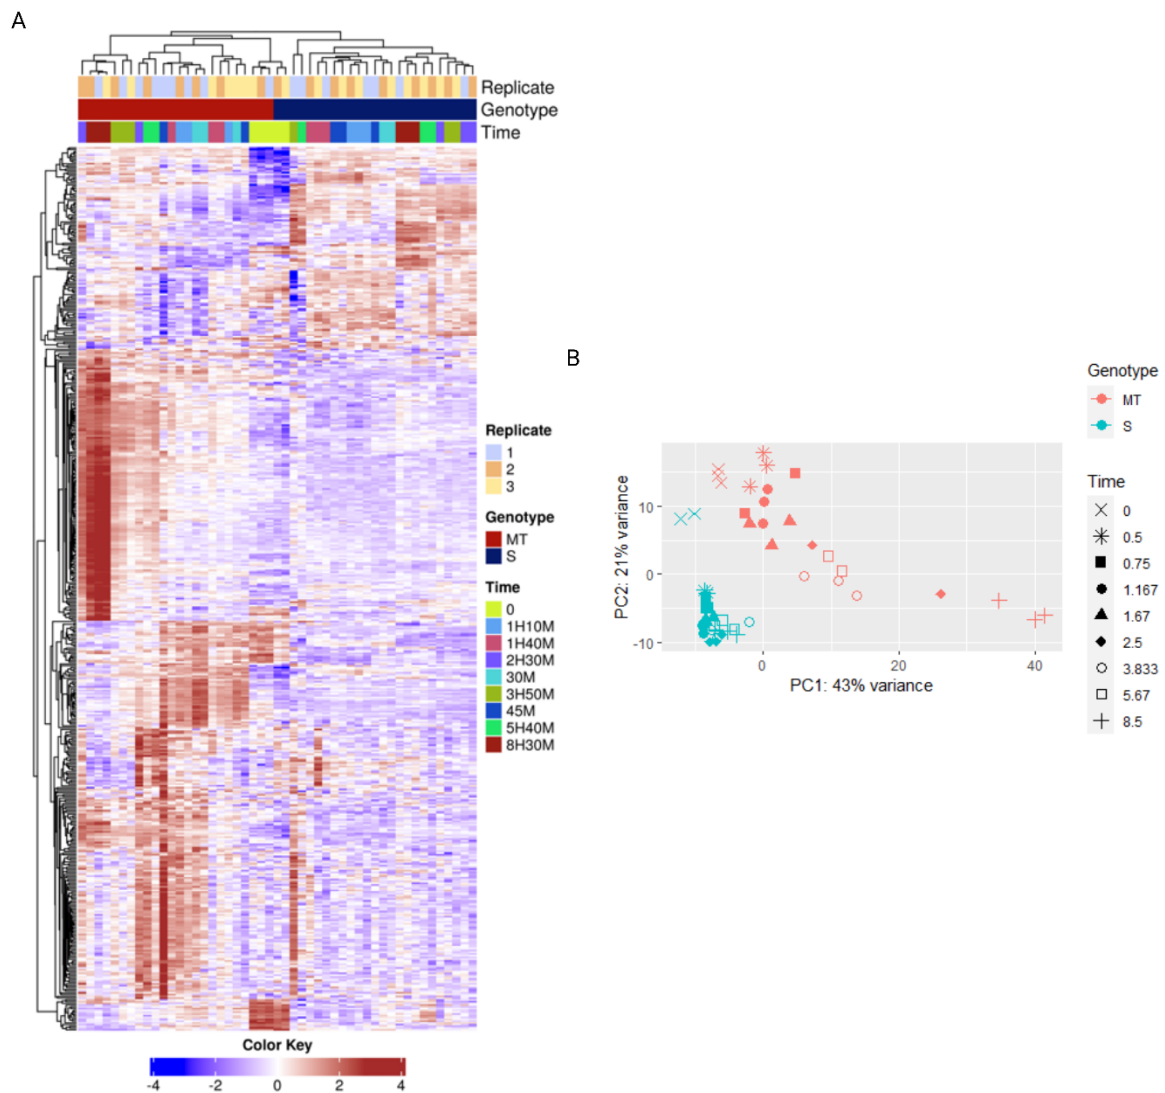

**Supplementary Fig. 1: Distinct temporal transcriptional profiles in SS and MMTT strains during sporulation.** (A) Heatmap representing the hierarchically clustered gene expression levels of SS and MMTT strains across 9 time points for the 300 most variable genes. (B) PCA plot based on the 300 most variable genes. The raw data for this heatmap is available on GEO under the accession number GSE278267 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE278267>].

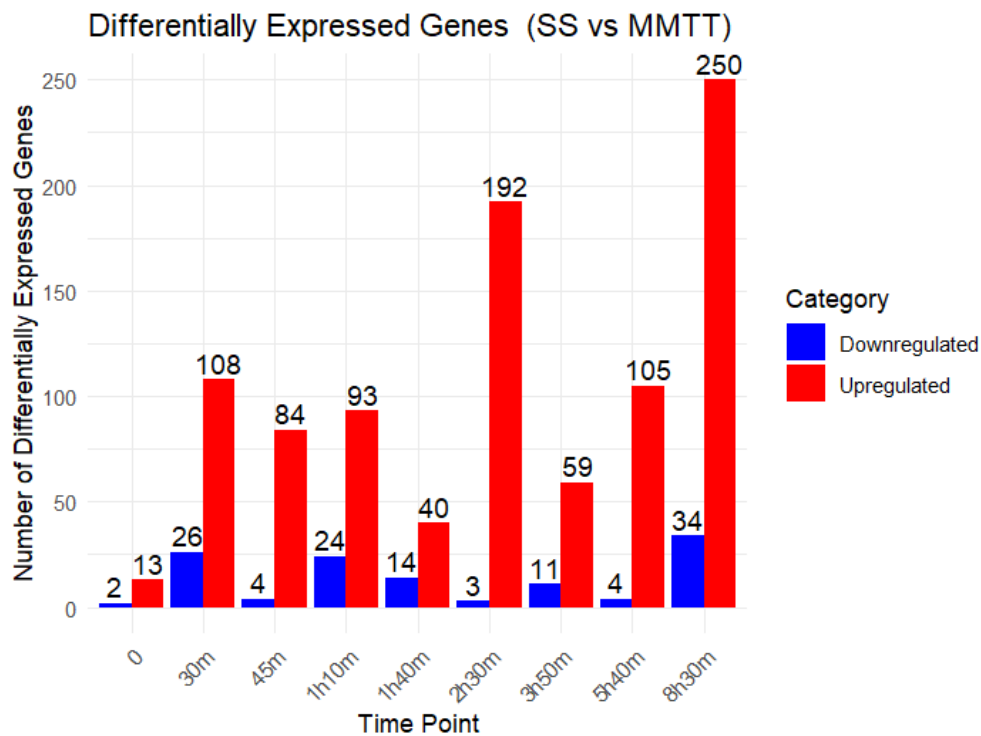

**Supplementary Fig. 2:** The number of differentially expressed genes in the MMTT strain compared to the SS strain at each time point during sporulation. DEGs were identified using DESeq2 with Wald test (two-sided), applying an adjusted p-value < 0.05 (Benjamini–Hochberg correction) and  $|\log_2 \text{fold change}| > 2$ . The source data is available in Supplementary Data 1.

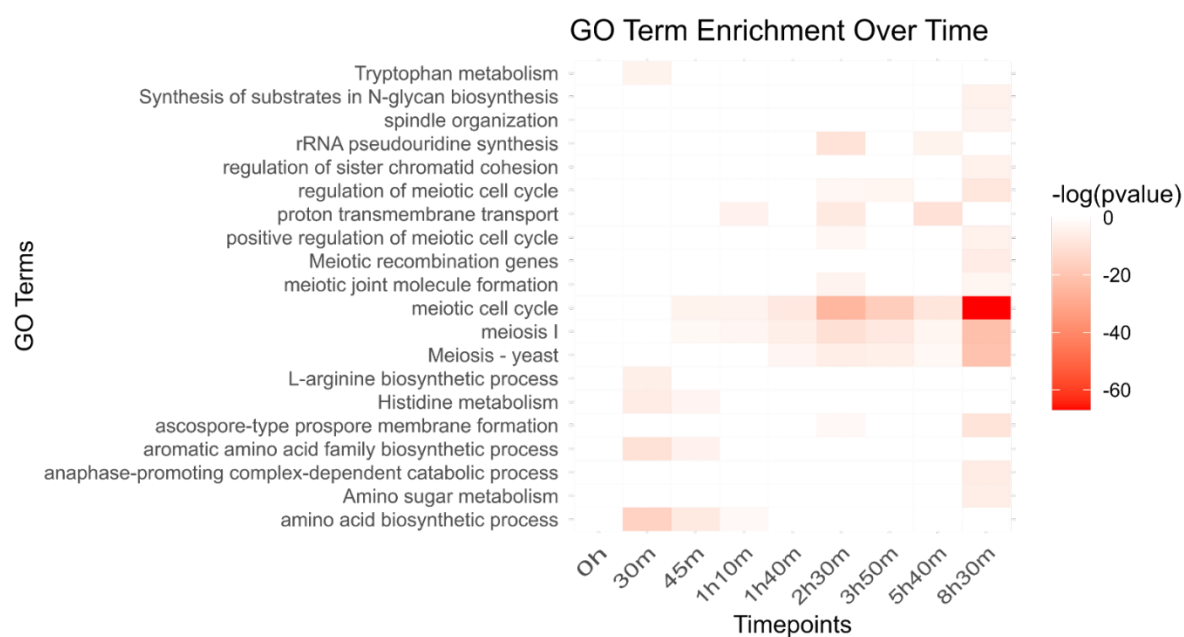

**Supplementary Fig. 3:** GO enrichment analysis for upregulated genes in the MMTT strain across each time point compared to the SS strain. The heatmap represents the p-value of each GO term. Enrichment p-values were calculated using a one-sided cumulative hypergeometric test and corrected for multiple comparisons using the Benjamini–Hochberg method. Source data are provided as a Source Data file.

A

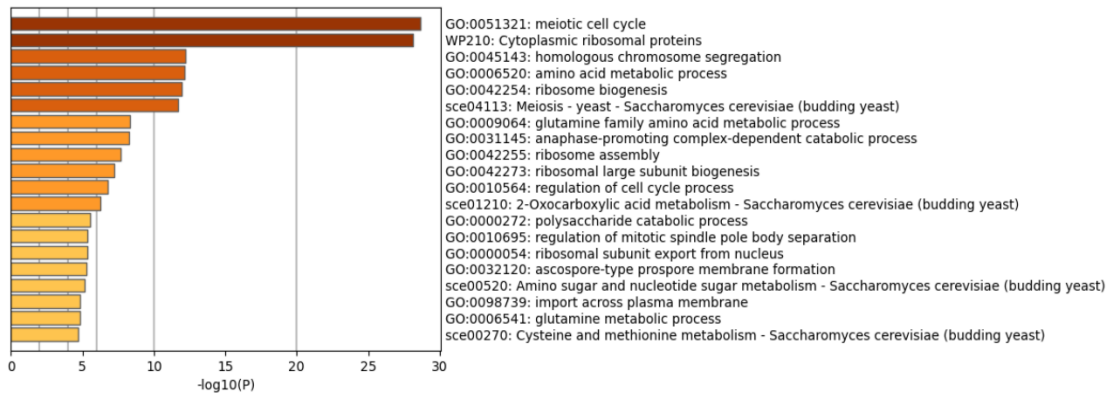

B

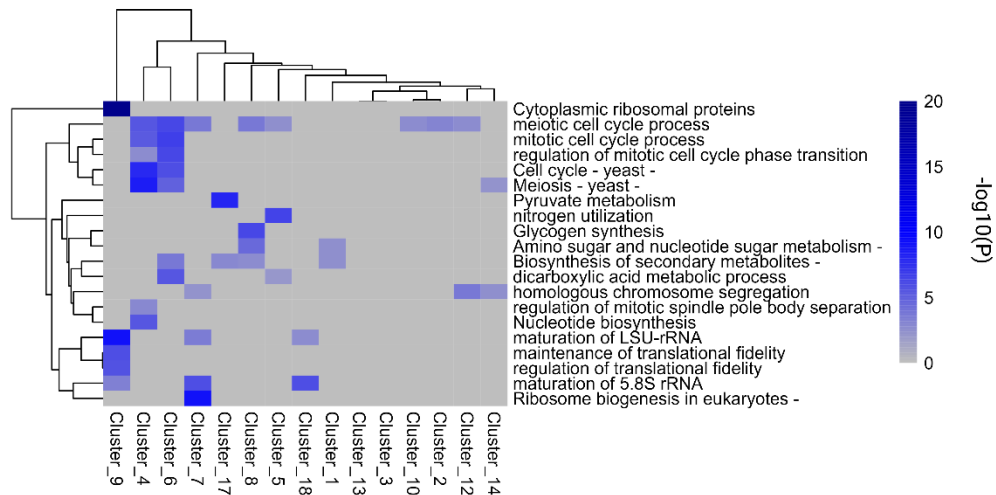

C

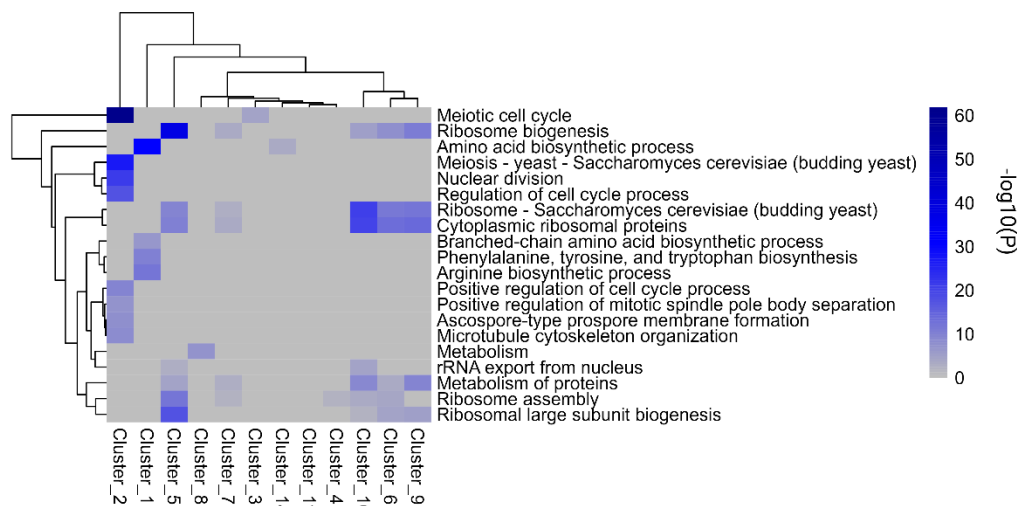

**Supplementary Fig. 4: Metascape enrichment analysis reveals distinct pathway enrichment patterns between SS and MMTT strains over time.** (A) Gene Ontology (GO) enrichment analysis was performed using Metascape on 1,080 differentially expressed genes (DEGs) identified between SS and MMTT strains across time points using the DESeq2 likelihood ratio test (LRT). DEGs were defined based on an adjusted p-value < 0.05 (Benjamini–Hochberg correction). (B–C) Heatmaps showing GO term enrichment

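The number of genes past the threshold depends on the adjusted p: with 0.05 in place of 0.001, 2612 genes had an interaction of genotype and time in edgeR's quasi-likelihood F test.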

results for SS (B) and MMTT (C) strains. Rows represent GO terms and columns correspond to DPGP-derived gene expression clusters. Enrichment p-values were calculated using a one-sided cumulative hypergeometric test and corrected for multiple comparisons using the Benjamini–Hochberg method. Hierarchical clustering was applied to GO terms and gene clusters to reveal distinct temporal patterns. Source data are provided as a Source Data file.

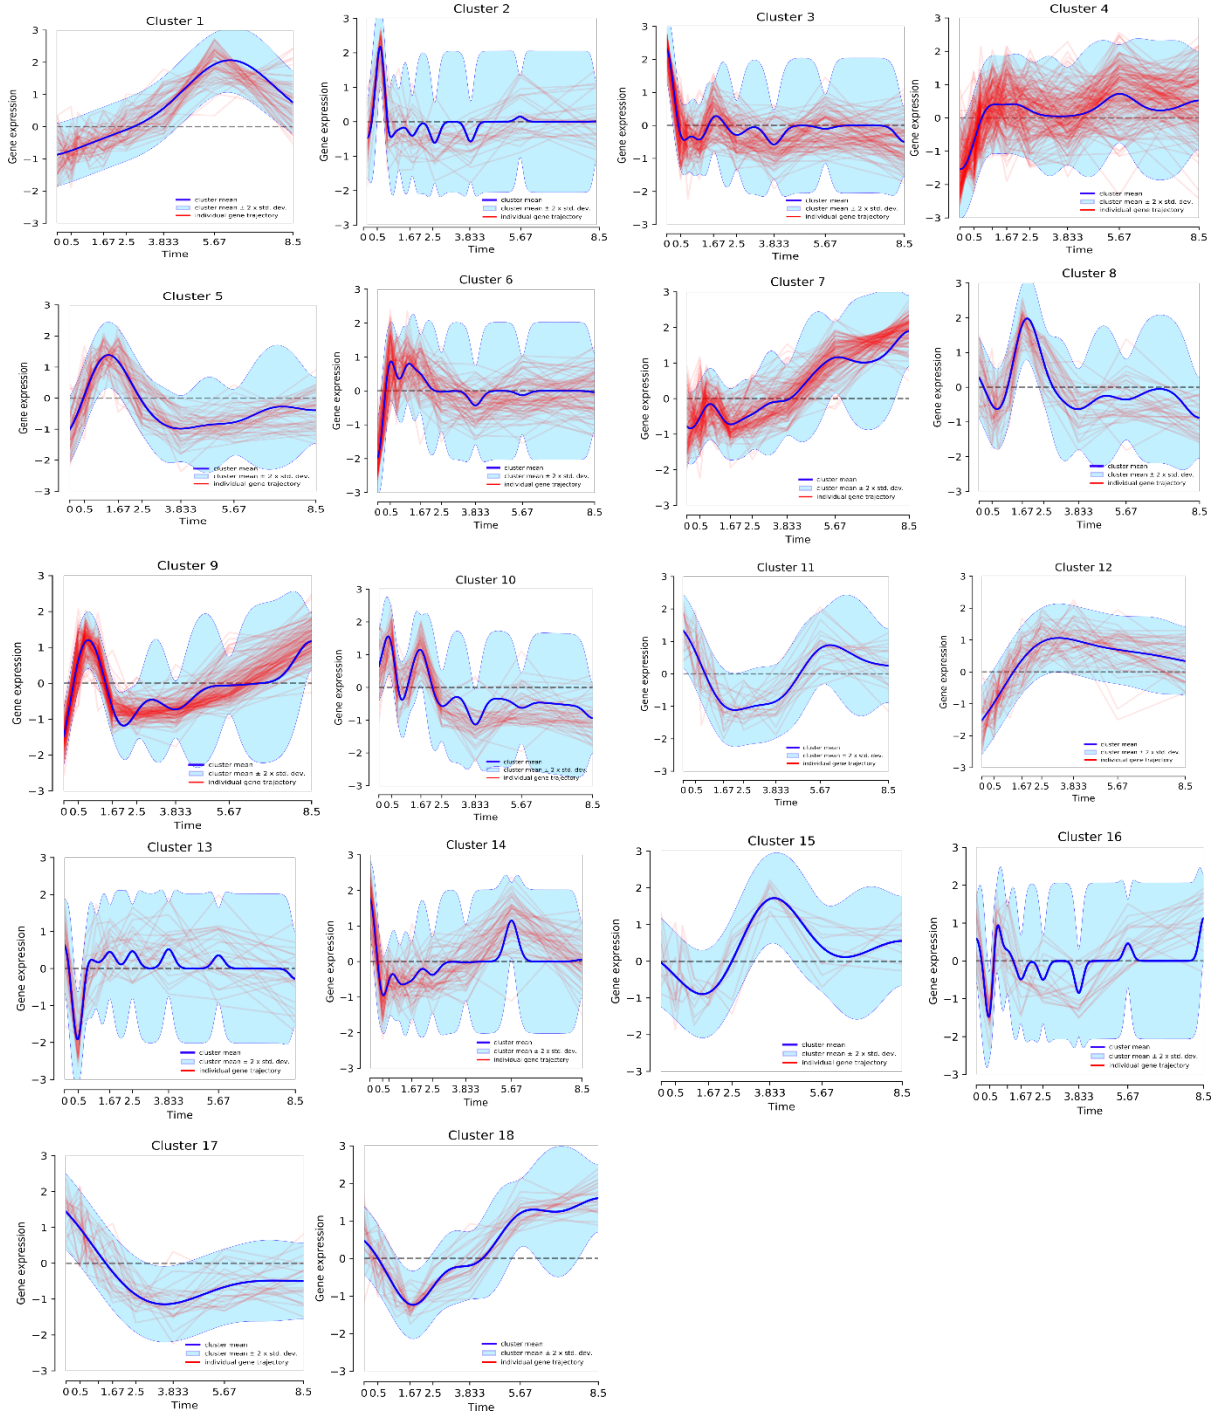

**Supplementary Fig. 5:** (A) Temporal gene expression trajectories of 18 clusters of SS train obtained through DPGP clustering on gene expression profiles of DEGs obtained from the DESeq2 LRT method. Source data are provided as a Source Data file.

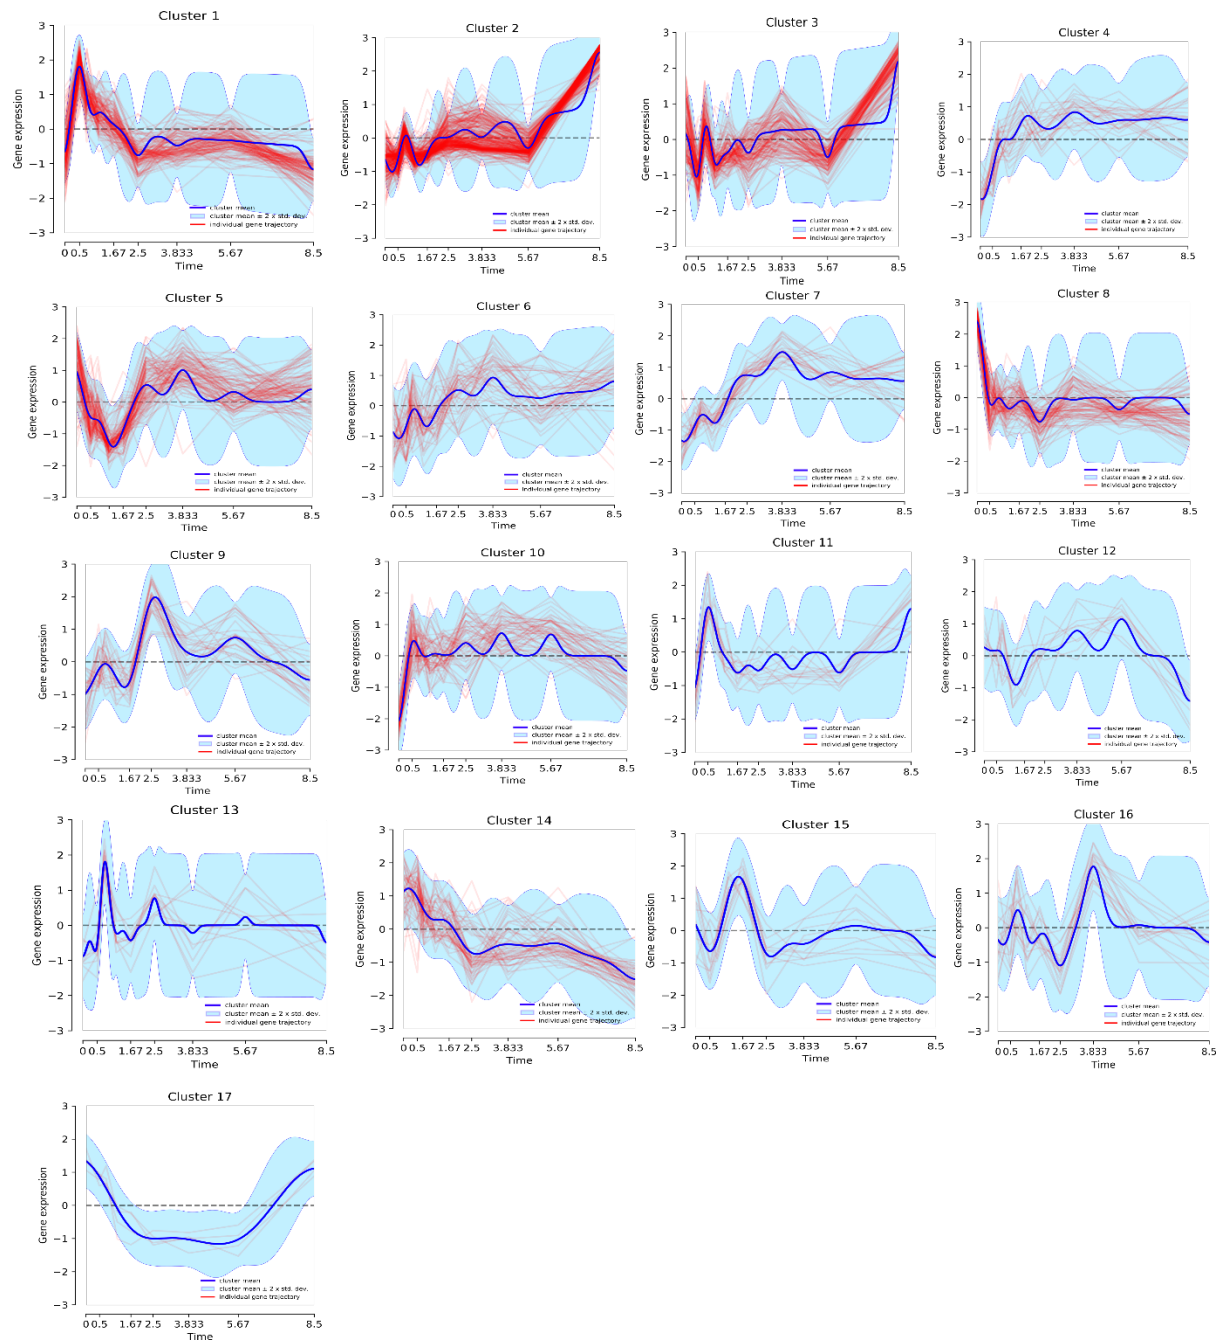

**Supplementary Fig.5 (B)** Temporal gene expression trajectories of 17 clusters of MMTT train obtained through DPGP clustering on gene expression profiles of DEGs obtained from the DESeq2 LRT method. Source data are provided as a Source Data file.

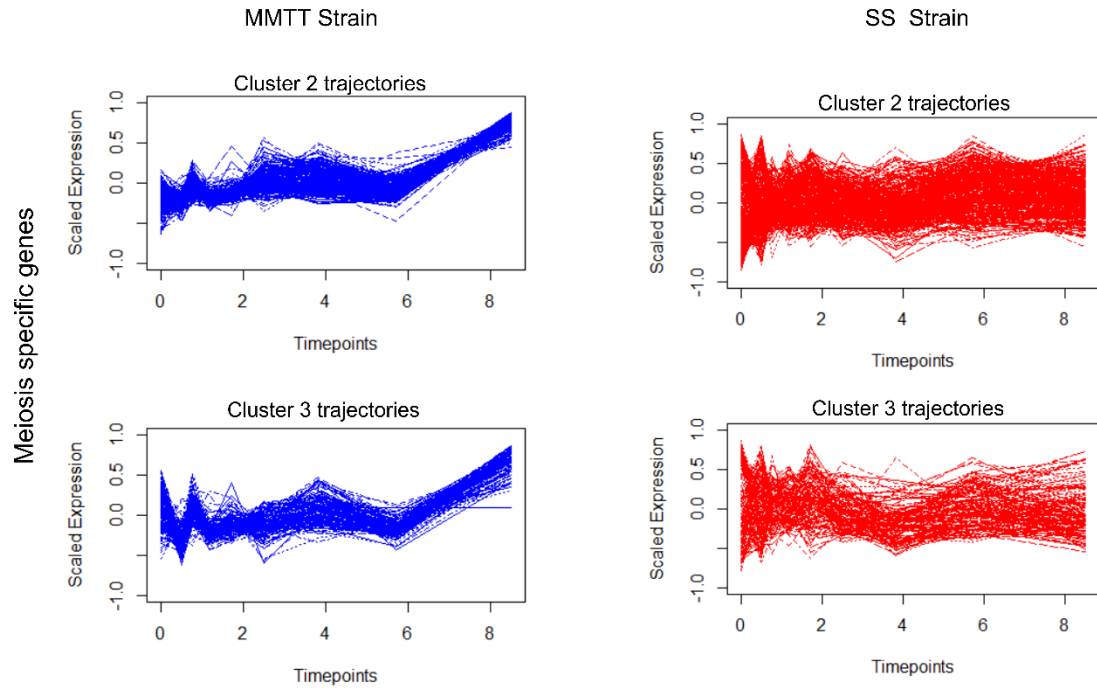

**Supplementary Fig. 6:** Temporal gene expression trajectories of genes in Clusters 2 and 3 of the MMTT train enriched for meiosis-specific pathways and their trajectories in the SS strain. The genes in each cluster are given in Supplementary Data 3. The source data is the same as in Supplementary Fig. 5A-B.

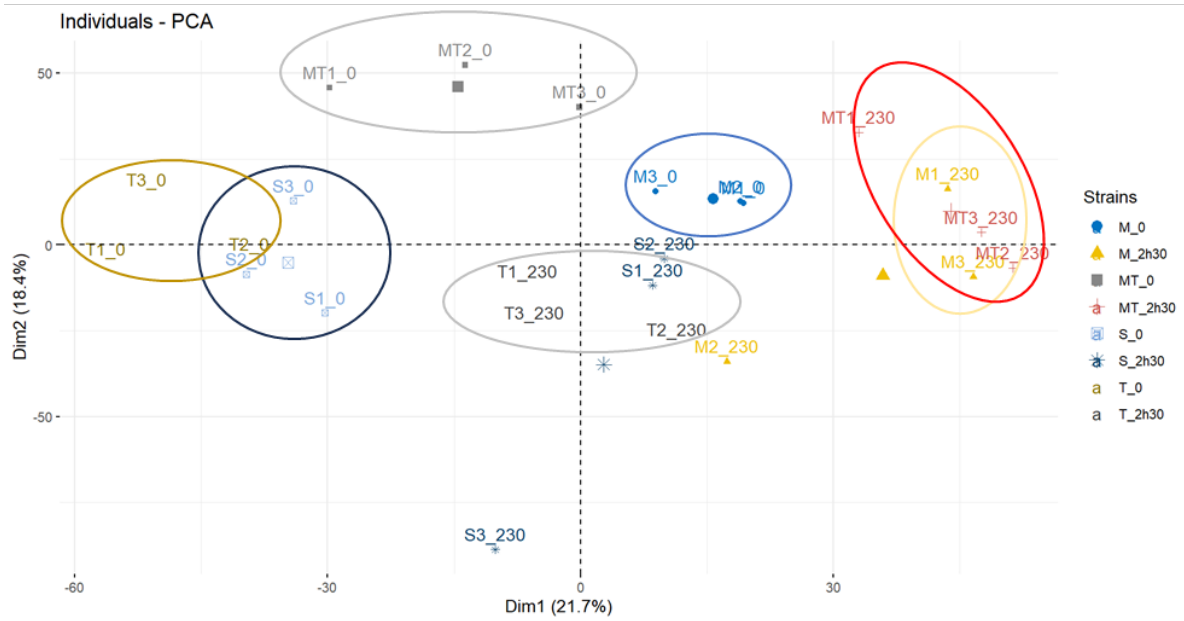

**Supplementary Fig. 7:** PCA of the protein abundance data of SS, MM, TT, and MMTT strains during the 0 h and 2 h 30 min into sporulation. The analysis identified one of the S288c strain replicates at 2 h 30 min as a potential outlier, which was excluded from further analysis. The source data are provided as a Source data file.

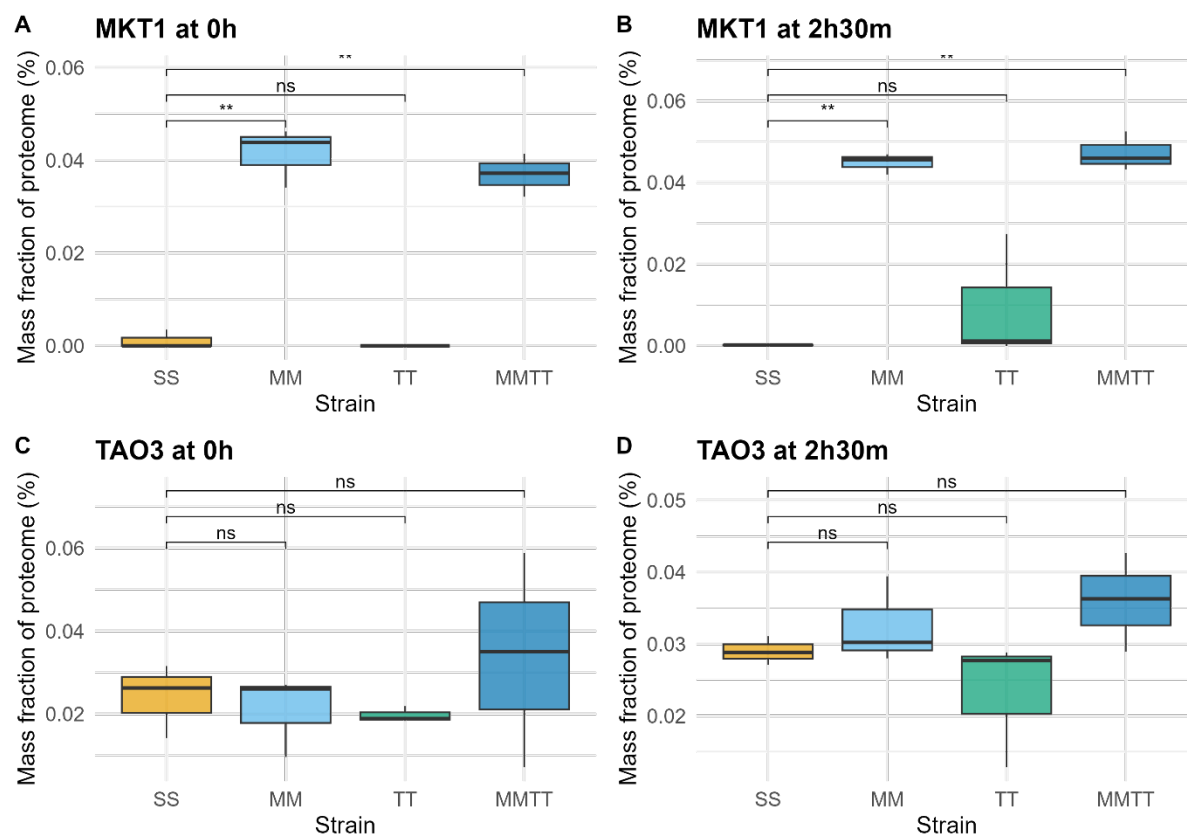

**Supplementary Fig. 8: Protein expression levels of *MKT1* and *TAO3* across yeast strains and time points.** Boxplots showing the mass fraction of the proteome (%) allocated to the *MKT1* (panels A, B) and *TAO3* (panels C, D) and in four yeast strains (SS, MM, TT, and MMTT) at two time points: 0 h (A, C) and 2 h 30 min (B, D) after sporulation induction. Statistical comparisons were performed using a two-sided unpaired t-test between SS and each of the other strains (MM, TT, MMTT). Significance levels are indicated as follows: ns, not significant; \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ . Source data are provided as a Source Data file.

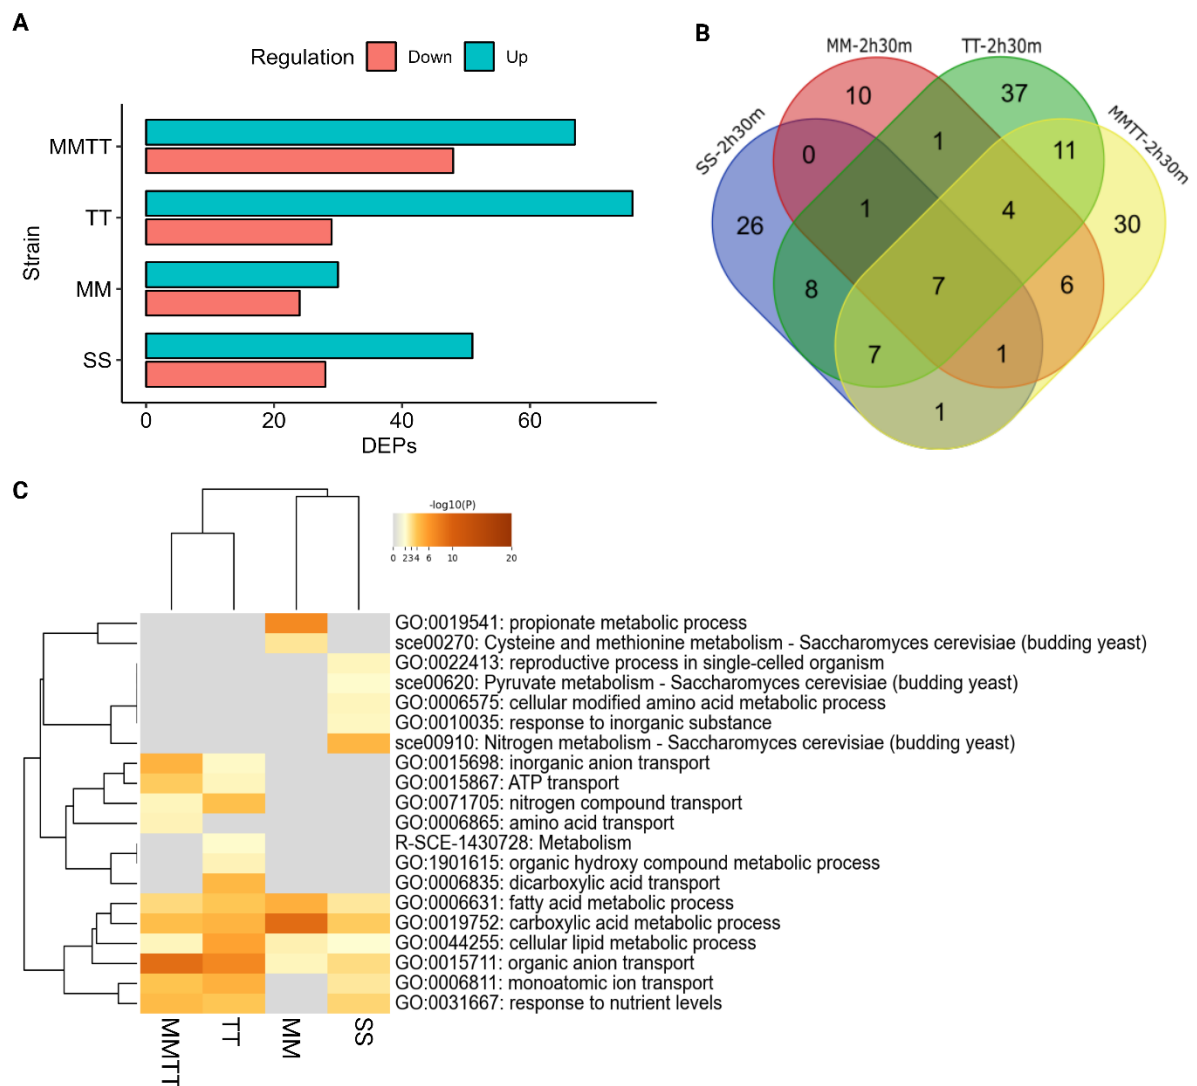

**Supplementary Fig. 9: Differentially expressed proteins in the SS, MM, TT, and MMTT strains during the early sporulation phase (2 h 30 min).** (A) Bar plots showing the number of significantly differentially expressed genes compared to the initial time point. (B) Venn diagrams depicting the number of proteins specifically upregulated and downregulated identified through comparison of the differentially expressed proteins in the three phases of yeast growth. (C) Enrichment GO-terms for upregulated proteins in SS, MM, TT, and MMTT strains during 2 h 30 min in comparison with 0 h. Enrichment p-values were calculated using a one-sided cumulative hypergeometric test and corrected for multiple comparisons using the Benjamini–Hochberg method (Metascape). Source data are provided as a Source Data file and in Supplementary Data 6.

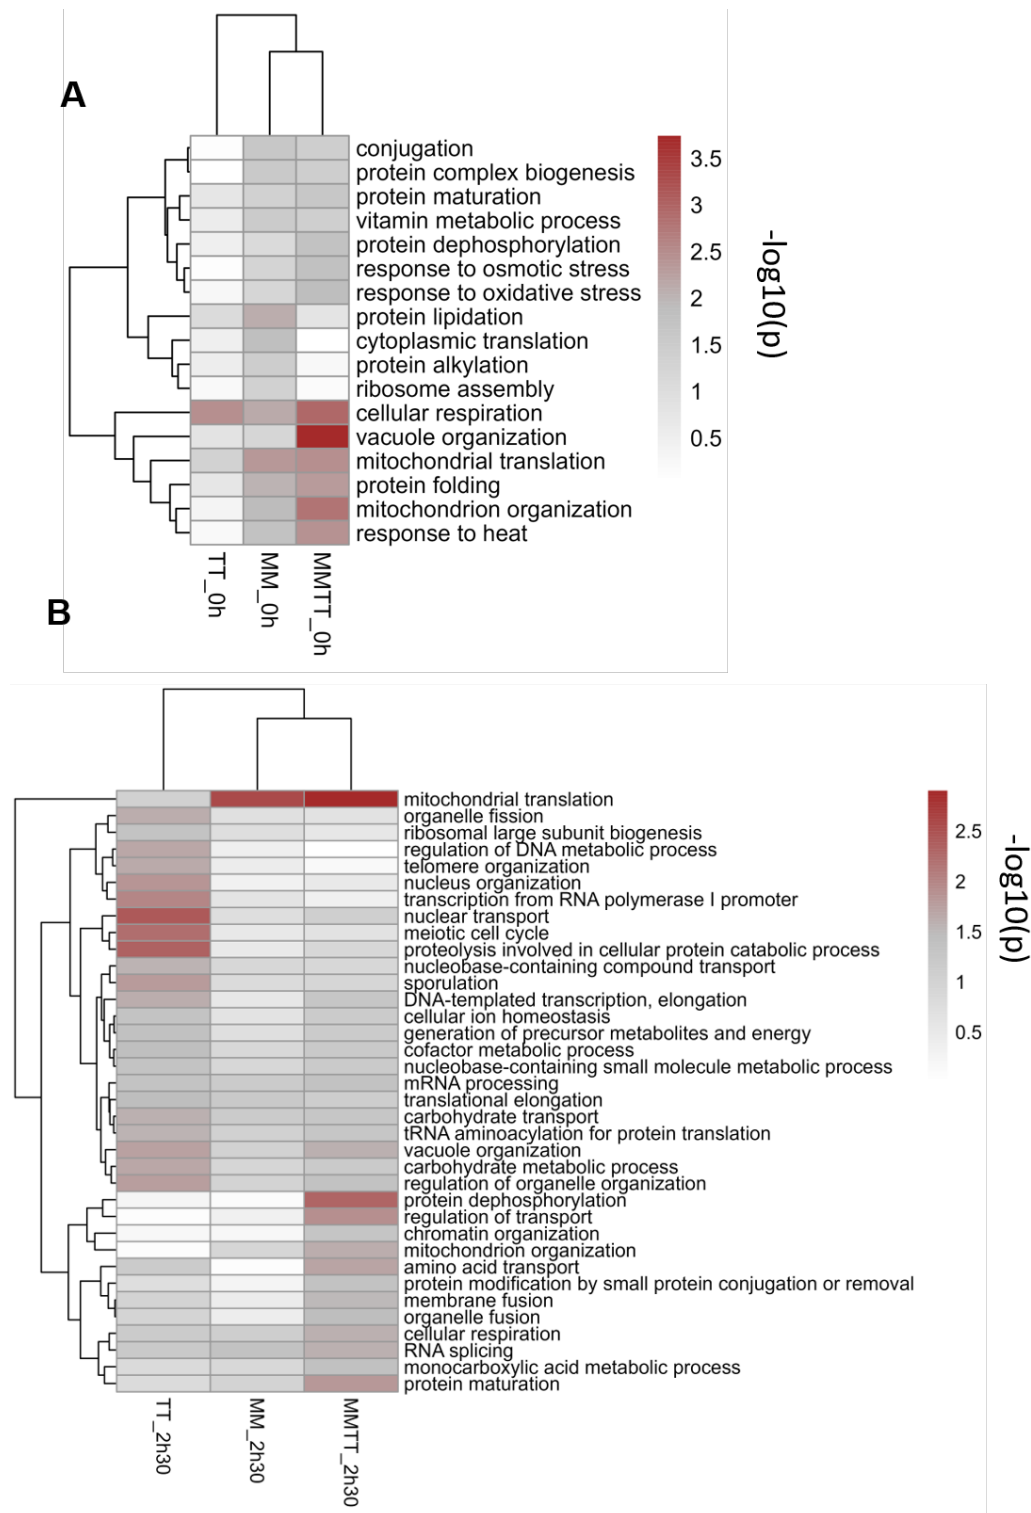

**Supplementary Fig. 10:** Heatmaps showing the  $-\log_{10}(p)$  values from pairwise comparisons of protein allocation between the SS strain and allele replacement strains (MM, TT, and MMTT) for selected GO-mapper terms at (A) 0 h and (B) 2 h 30 min. GO terms with significant differences ( $p < 0.05$  in at least one comparison) are displayed. Statistical significance was determined using a two-sided unpaired Student's t-test. Source data are provided as a Source Data file.

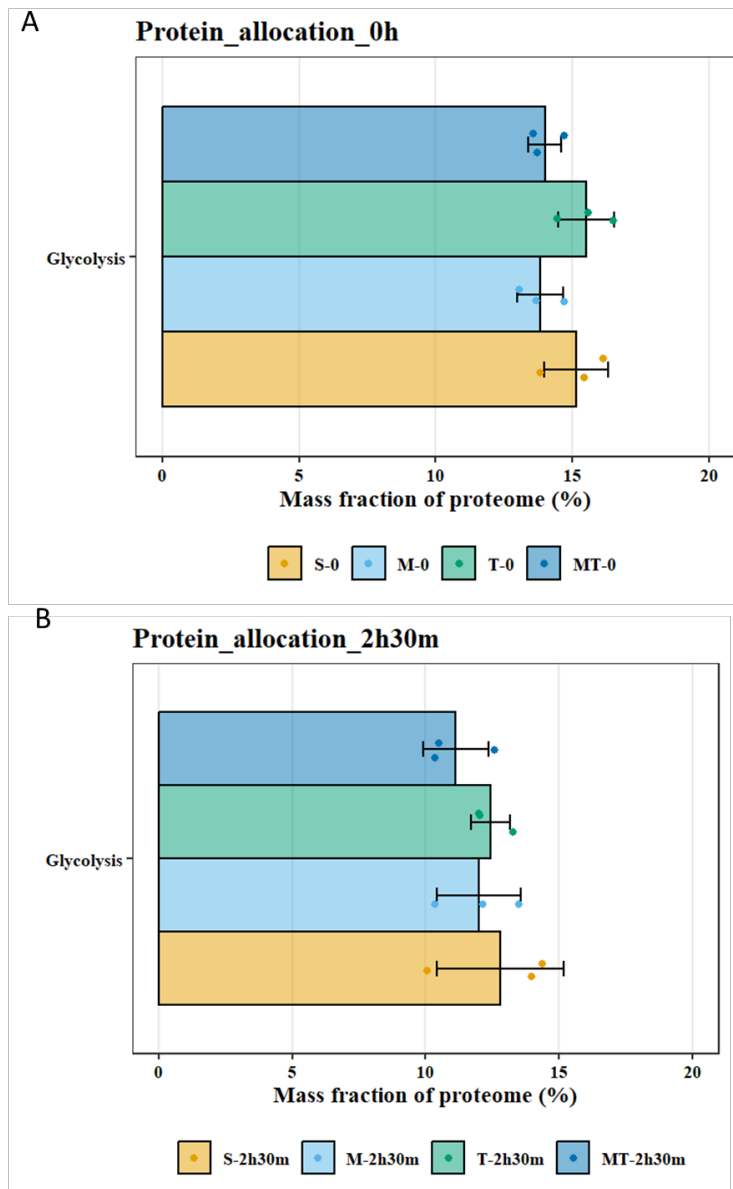

**Supplementary Fig. 11: Protein allocation to glycolysis decreases during sporulation in the MMTT strain.** Allocation of the whole cellular proteome to the glycolysis pathway in SS, MM, TT, and MMTT during the (A) 0 h and (B) early stage of sporulation (2 h 30 min), calculated as the mean percentage allocation. Data are mean  $\pm$  SD of three biological replicates. Individual points are represented as dots. Source data are provided as a Source Data file.

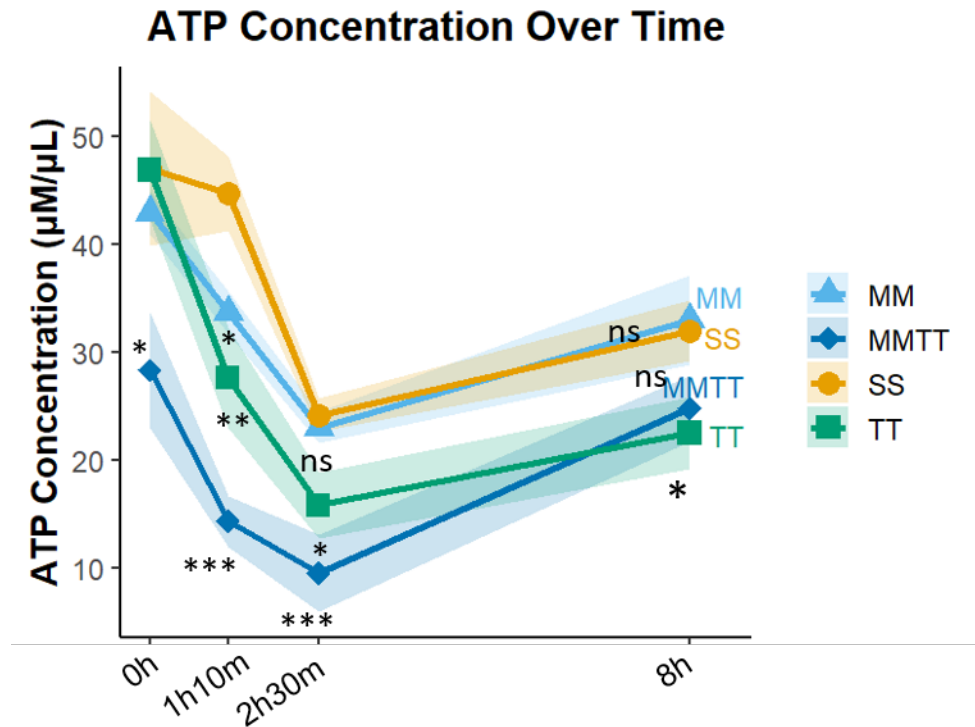

**Supplementary Fig. 12: Intracellular ATP concentrations over time in sporulation medium.** ATP levels were quantified in strains SS, MM, TT, and MMTT at 0 h, 1.16 h, 2.5 h, and 8 h. Data are presented as mean  $\pm$  SD from 2 to 3 biological replicates. Statistical significance was assessed using a two-sided unpaired t-test for MM, TT, and MMTT in comparison with the S strain (\*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001; ns, not significant) (n = 2 or 3). Source data are provided as a Source Data file.

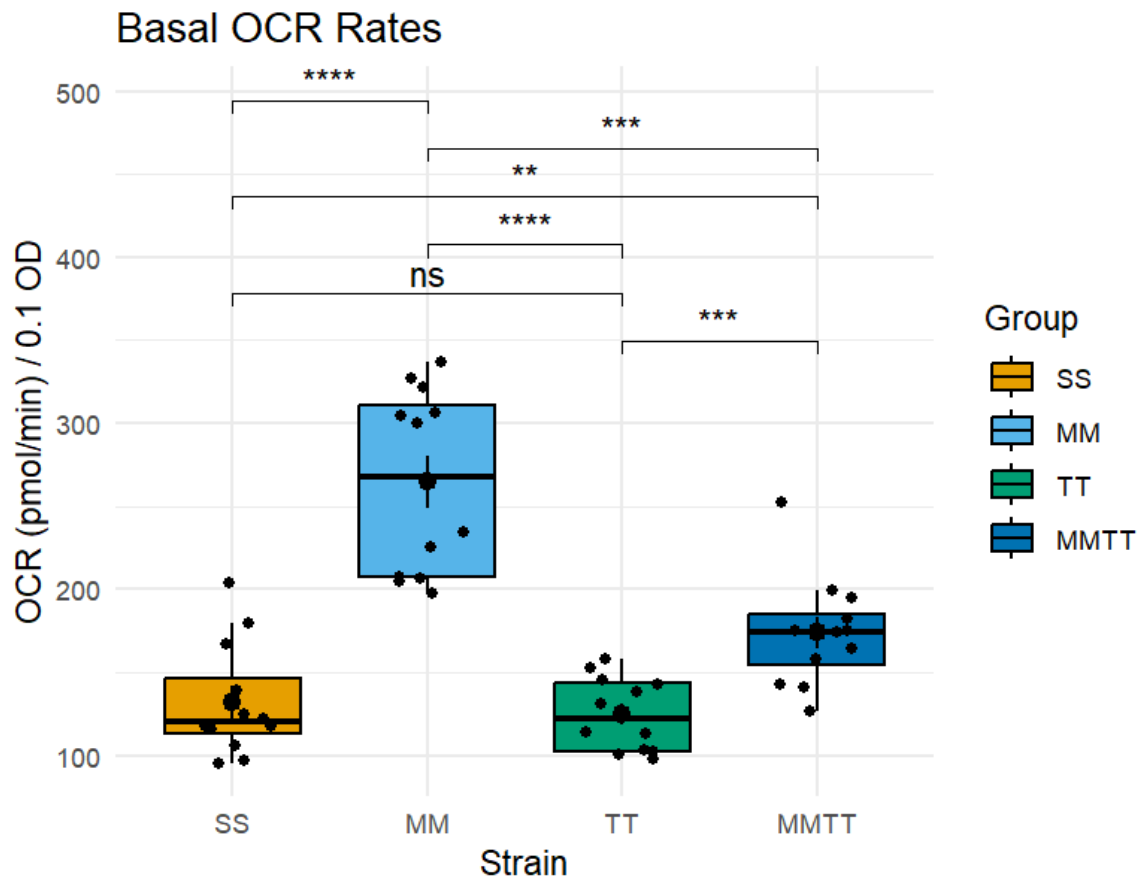

**Supplementary Fig. 13: Basal oxygen consumption rate (OCR) across yeast strains.** Boxplots show the normalised basal OCR ( $\text{pmol min}^{-1}$  per 0.1 OD) for each strain: SS, MM, TT, and MMTT. Each point represents an individual three Seahorse measurement under acetate medium conditions. Statistical comparisons were performed using a two-sided pairwise t-test with Bonferroni correction. Significant differences between groups are marked with asterisks (\*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ ). Source data are provided as a Source Data file.

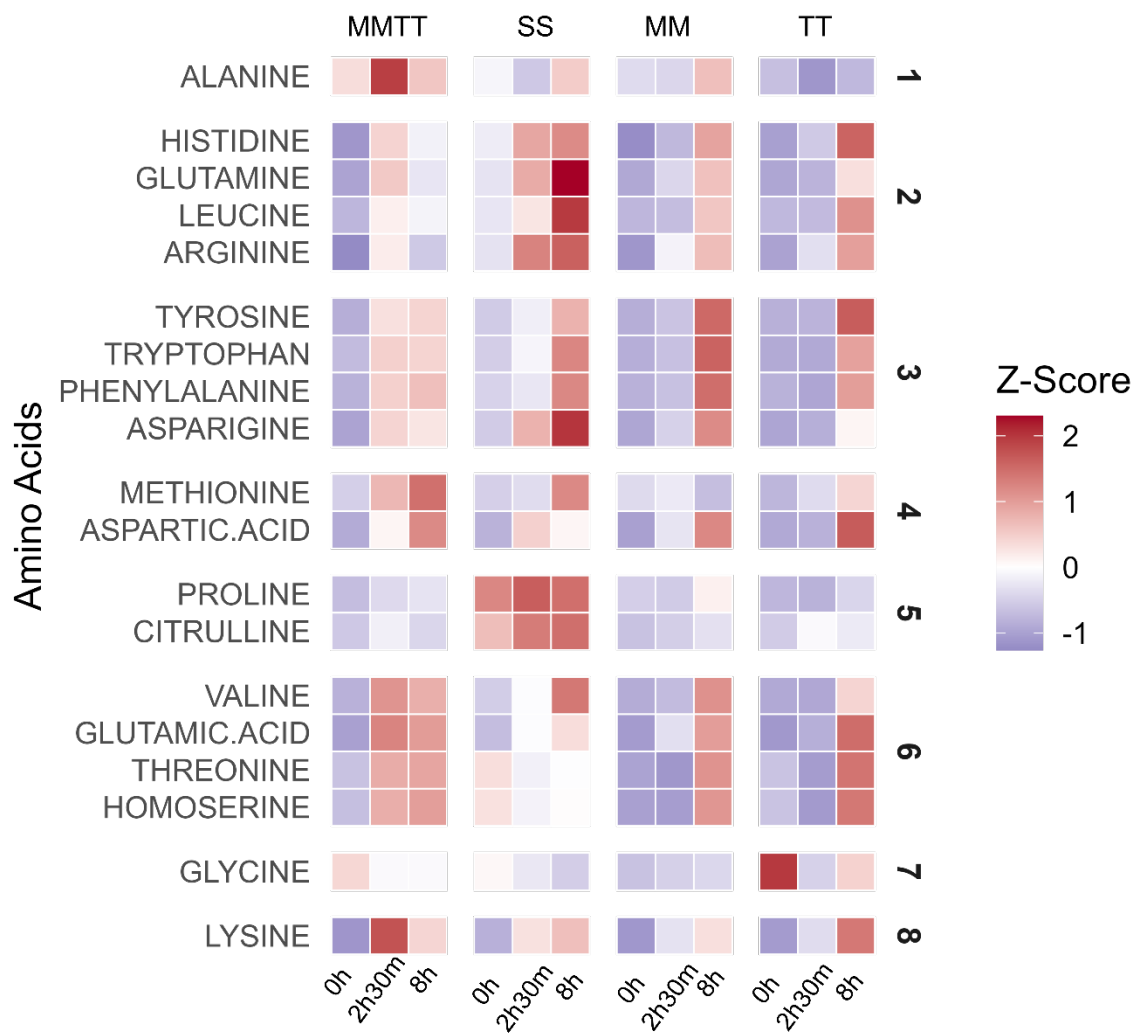

**Supplementary Fig. 14:** Heatmap showing the z-scores of amino acid intensity values across time points and strains. Amino acids are ordered based on the hierarchical clustering of values in the MMTT strain, keeping time constant. Source data are provided as a Source Data file.

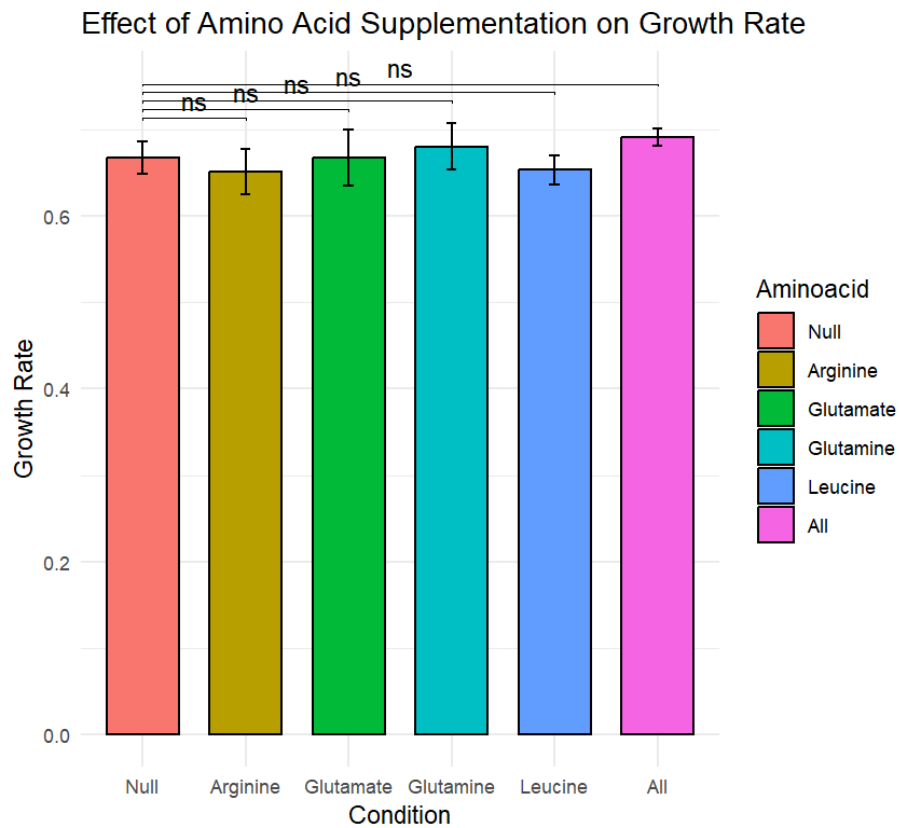

**Supplementary Fig. 15: Amino acid supplementation does not rescue the growth defect of MMTT-*arg4*Δ.** Bar plot showing the growth rates of the MMTT-*arg4*Δ strain in YPD and YPD supplemented with individual amino acids. Growth rates were measured under each condition, and the mean  $\pm$  SD is shown. Statistical significance was assessed using a two-sided unpaired t-test comparing each supplemented condition to the YPD control. Significance levels are indicated as follows: ns, not significant; \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ . Source data are provided as a Source Data file.

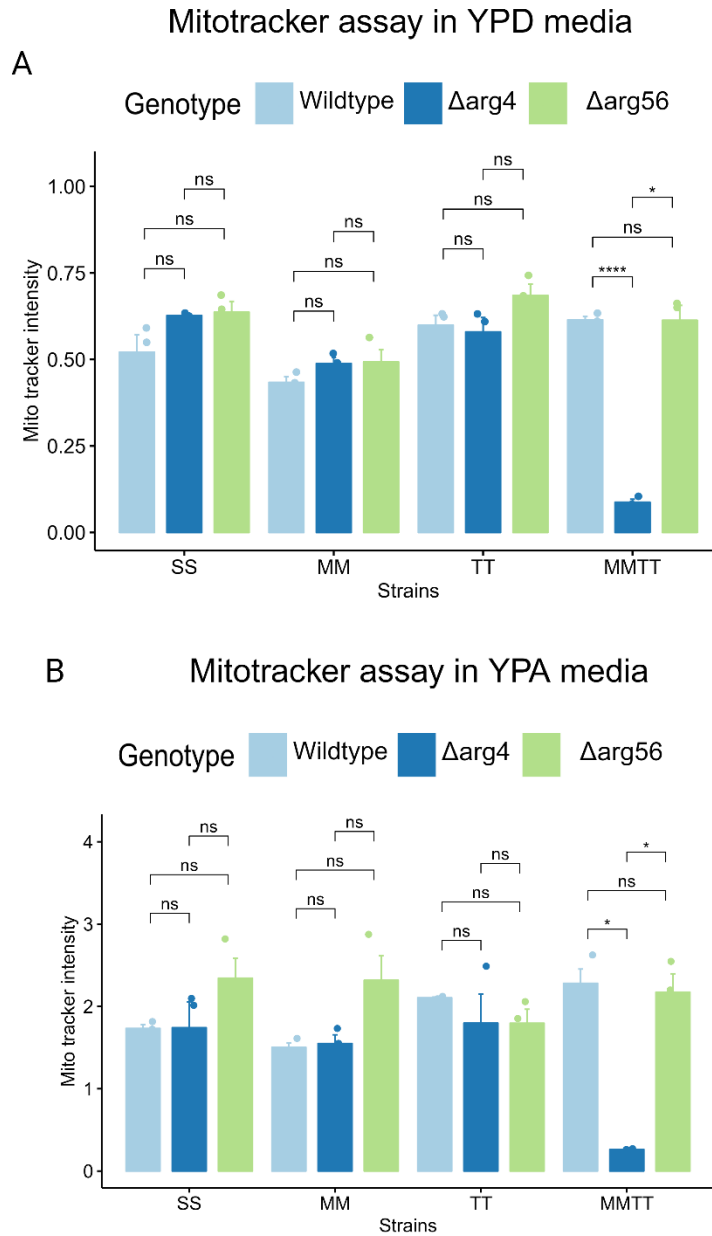

**Supplementary Fig. 16:** Mitotracker fluorescent assay on haploid S, M, T, and MT and their respective *arg4* and *arg56* deletions after 2 h incubation in (A) YPD medium and (B) YPA medium. P-values were calculated using a two-sided unpaired t-test in the rstatix R package (v.0.7.2). Significance levels are indicated as follows: \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ , and ns (not significant) for  $p > 0.05$ . The mean  $\pm$  S.D. of at least three biological replicates is shown. Source data are provided as a Source Data file.

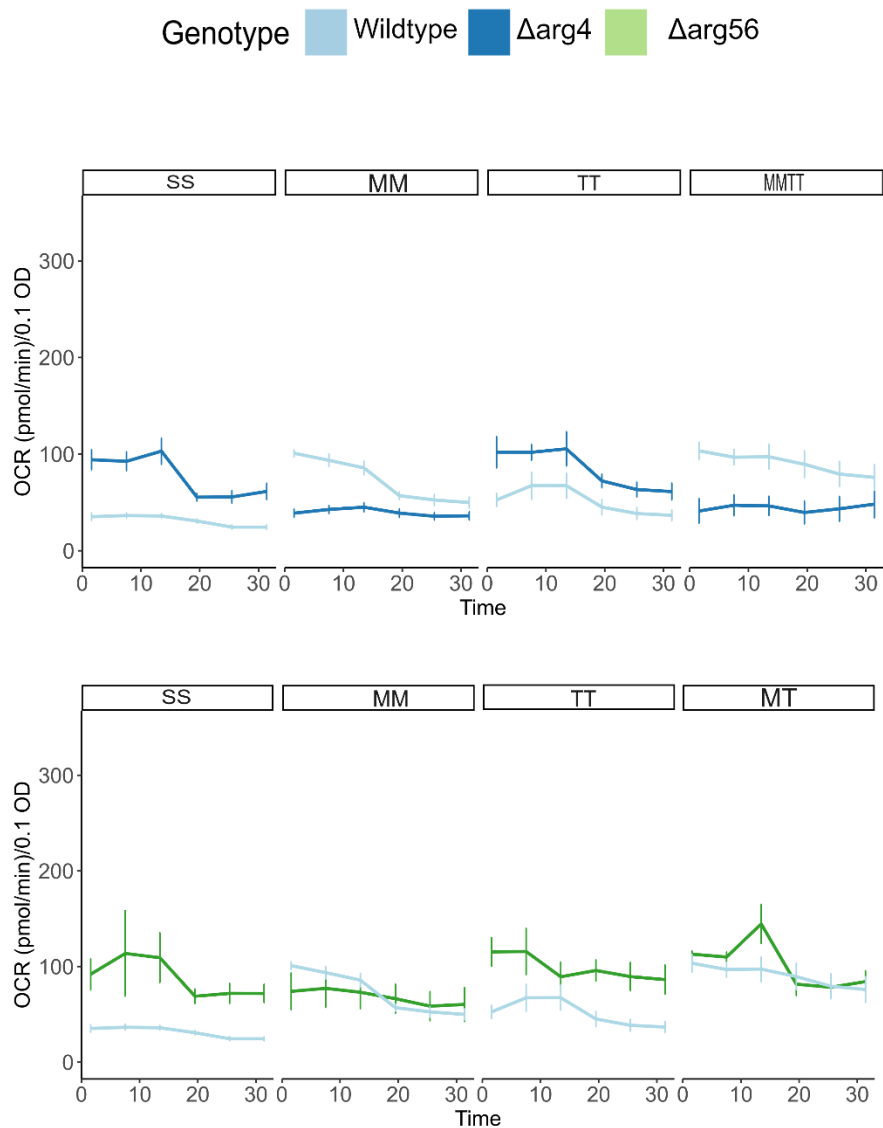

**Supplementary Fig. 17:** The oxygen consumption rate (OCR) of SS, MM, TT, and MMTT for wild type ( $n = 4$ ),  $arg4\Delta$  ( $n = 4$ ), and  $arg56\Delta$  ( $n = 3$ ) cells was measured using the Seahorse Extracellular Flux 96 Analyzer, grown in glucose media. After three basal measurements, sodium azide was injected into the wells to shut off mitochondrial oxygen consumption, and an additional three sets of measurements were taken. The error bars represent the Mean  $\pm$  SD. Source data are provided as a Source Data file.

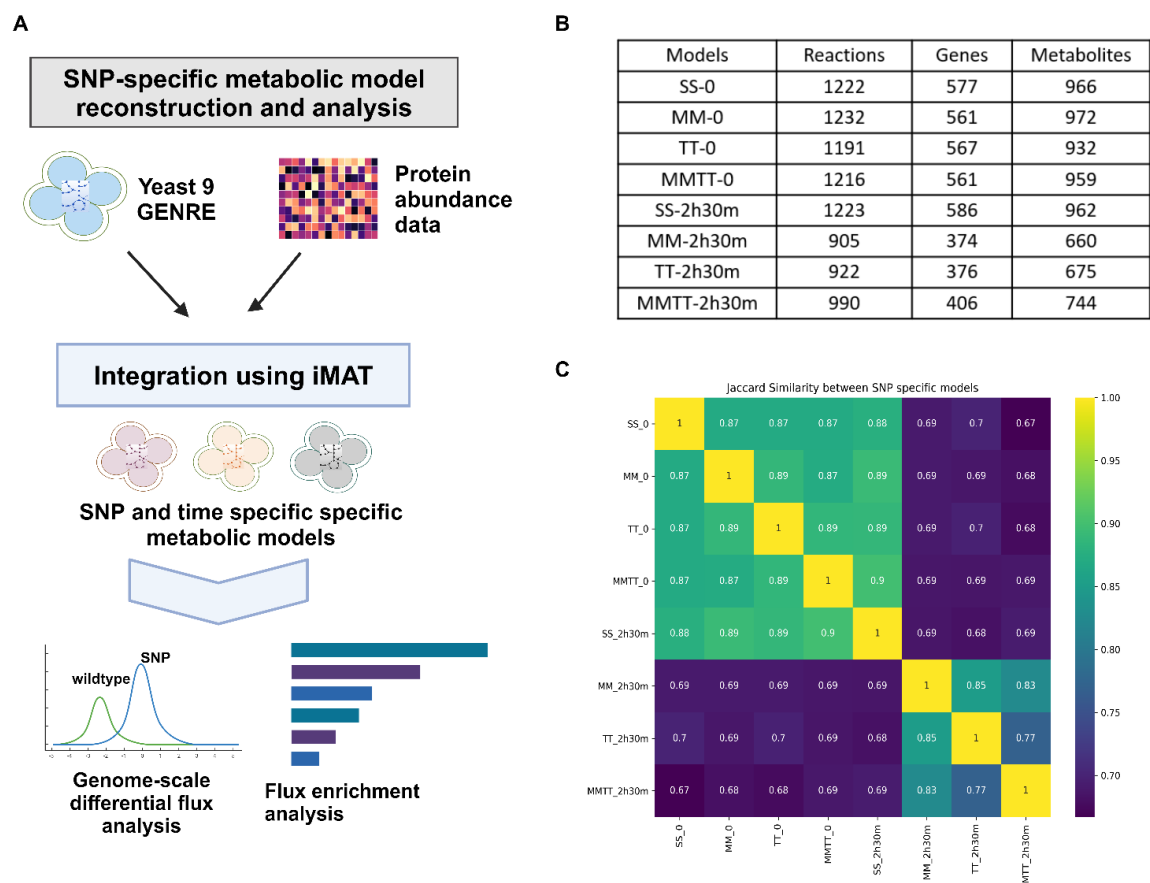

**Supplementary Fig. 18:** Context-specific models show metabolic heterogeneity during sporulation. (A) Schematic representation of steps involved in generating and analyzing SNP and time-specific models. (B) The number of reactions, genes, and metabolites present in each context-specific model. (C) Jaccard similarity index of context-specific models based on the presence or absence of reactions. Created in BioRender. Sinha, H. (2025) <https://BioRender.com/07eizi3>

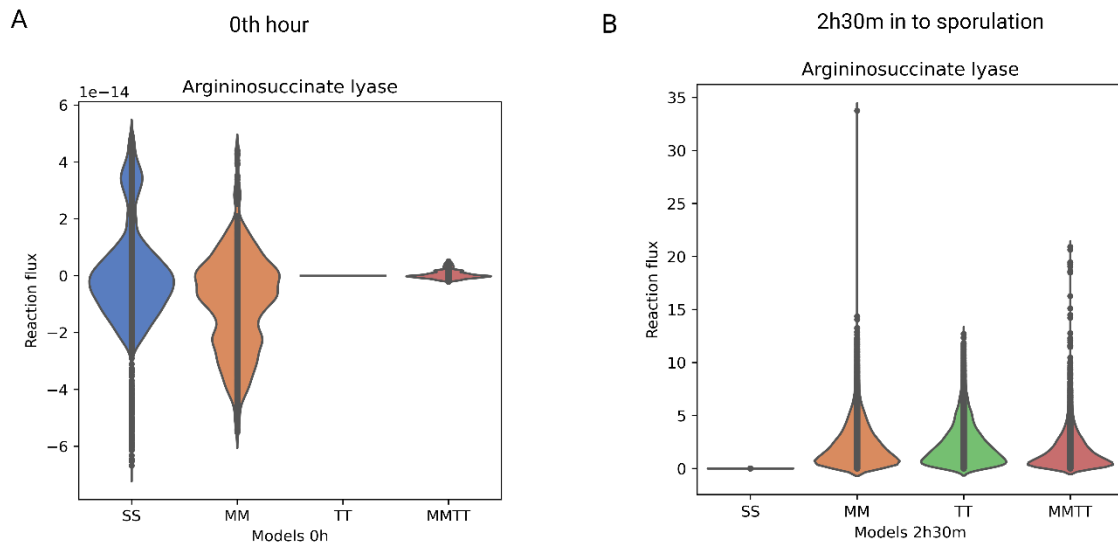

**Supplementary Fig. 19.** The violin plots represent the flux distribution obtained by optGpSampler, with seed set to 5, for Argininosuccinate lyase (*ARG4*) reaction during the (A) 0 h and (B) 2 h 30 min into sporulation in SS, MM, TT, and MMTT models.

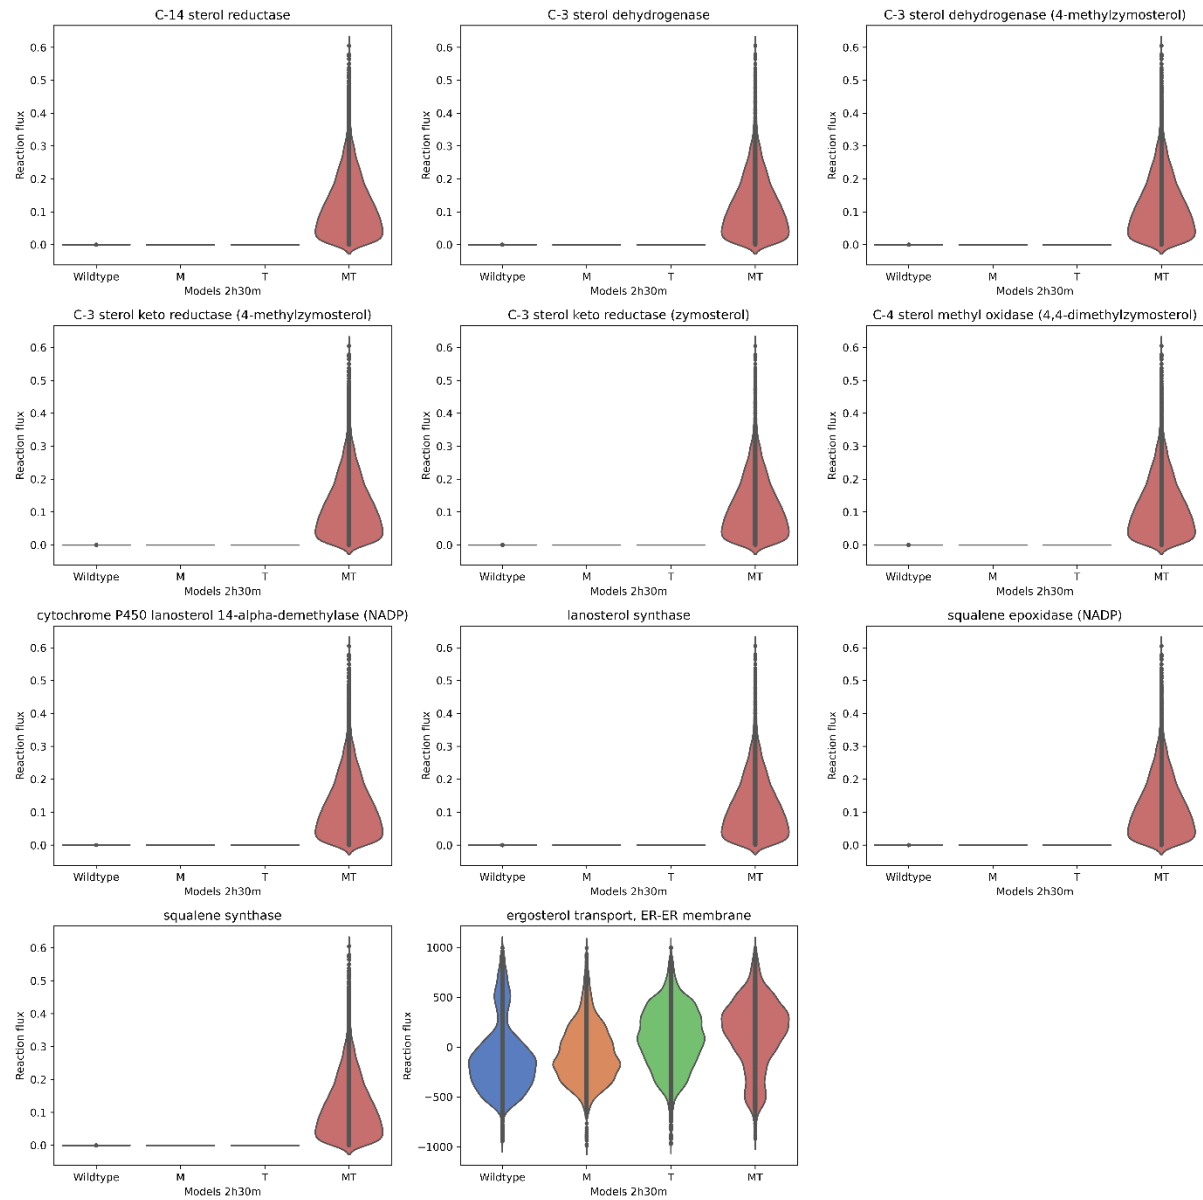

**Supplementary Fig. 20.** Steroid biosynthesis pathway is differentially activated when *MKT1<sup>89G</sup>* and *TAO3<sup>4477C</sup>* interact. The violin plots represent the flux distribution obtained by optGpSampler, with a seed set to 5, for key reactions in the steroid biosynthesis pathway during 2 h 30 min into sporulation in SS, MM, TT, and MMTT models.

## SUPPLEMENTARY REFERENCES

1. Xuan, Y. et al. Standardization and harmonization of distributed multi-center proteotype analysis supporting precision medicine studies. *Nat. Commun.* **11**, 5248 (2020).
2. Zhang, C. et al. Yeast9: a consensus genome-scale metabolic model for *S. cerevisiae* curated by the community. *Mol. Syst. Biol.* **1–17** (2024)
3. Zur, H., Ruppin, E. & Shlomi, T. iMAT: an integrative metabolic analysis tool. *Bioinformatics* **26**, 3140–3142 (2010).
4. Sasikumar, S., Kumar, S. P., Bhatt, N. P. & Sinha, H. Genome-scale metabolic modelling identifies reactions mediated by SNP-SNP interactions associated with yeast sporulation. *npj Syst. Biol. Appl.* **11**, 1–15 (2025).
5. Megchelenbrink, W., Huynen, M. & Marchiori, E. optGpSampler: An Improved Tool for Uniformly Sampling the Solution-Space of Genome-Scale Metabolic Networks. *PLoS One* **9**, e86587 (2014).
6. Ebrahim, A., Lerman, J. A., Palsson, B. O. & Hyduke, D. R. COBRApy: COstraints-Based Reconstruction and Analysis for Python. *BMC Syst. Biol.* **7**, 74 (2013).
7. Nanda, P. & Ghosh, A. Genome Scale-Differential Flux Analysis reveals deregulation of lung cell metabolism on SARS-CoV-2 infection. *PLoS Comput. Biol.* **17**, e1008860 (2021).
8. Deutschbauer, A. M. & Davis, R. W. Quantitative trait loci mapped to single-nucleotide resolution in yeast. *Nat. Genet.* **37**, 1333–1340 (2005).
9. Gupta, S. et al. Temporal Expression Profiling Identifies Pathways Mediating Effect of Causal Variant on Phenotype. *PLoS Genet.* **11**, 1–23 (2015).
10. Gupta, S. et al. Meiotic interactors of a mitotic gene Tao3 revealed by functional analysis of its rare variant. *G3 (Bethesda)* **6**, 2255–2263 (2016).

# Supplementary material for: Interaction of genetic variants activates latent metabolic pathways in yeast
**Source:** Nat Commun. 2025 Aug 27;16:8014. doi: 10.1038/s41467-025-63306-4
**Supplement:** Supplementary file 2 — Description of additional supplementary files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1**

Differentially expressed genes identified using DESeq2.

### **Supplementary Data 2**

Differentially expressed genes identified using the DESeq2 LRT method.

### **Supplementary Data 3**

List of genes present in each cluster for SS and MMTT strain data identified using DPGP clustering.

### **Supplementary Data 4**

Differentially expressed proteins MM, TT and MMTT strain at 0 h identified in comparison to the SS strain.

### **Supplementary Data 5**

Differentially expressed proteins in MM, TT and MMTT strains at 2 h 30 min identified in comparison to the SS strain

### **Supplementary Data 6**

Differentially expressed proteins in SS, MM, TT and MMTT strains at 2 h 30 min identified compared to the 0th hour of each strain, respectively.

### **Supplementary Data 7**

Raw intensity data of intracellular amino acids obtained for SS, MM, TT and MMTT strains at three timepoints (0 h, 2 h 30 min, 8 h) during sporulation.

### **Supplementary Data 8**

List of upregulated reactions identified using GS-DFA analysis

# Supplementary material for: Interaction of genetic variants activates latent metabolic pathways in yeast
**Source:** Nat Commun. 2025 Aug 27;16:8014. doi: 10.1038/s41467-025-63306-4
**Supplement:** Supplementary file 11 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Spectronaut v18; xTop algorithm v2.1; Agilent MassHunter Workstation Quantitative Analysis software (version 10.1)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Data analysis   | Raw Fastq files were given as input to a customised Snake make pipeline, which performs quality checks using FASTQC and MutiQC and performs Yeast S288c reference genome alignment using STAR aligner. The feature count file was then input into the IDEP 2.0 software. The differential gene expression analysis was performed using the DEseq2 (R package). The temporal gene expression clustering was performed using the DPGP clustering algorithm [https://github.com/PrincetonUniversity/DP_GP_cluster]. The differential protein abundance analysis was performed using a custom R code. The R codes used for analyses are available on Zenodo [https://doi.org/10.5281/zenodo.13917859]. The context-specific metabolic models were generated using the iMAT algorithm available in MatlabR2021b [https://opencobra.github.io/cobratoolbox/stable/index.html]. optgp sampler available in Cobrapy [https://opencobra.github.io/cobrapy/]. rstatix 0.7.2 (R package) for statistical analysis. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Fastq files and raw gene-count data tables are available on Gene Expression Omnibus (GEO) under the accession number GSE278261. Mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD056947. The R codes used for analyses are available on Zenodo [<https://doi.org/10.5281/zenodo.13917859>].

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involvement in the study                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                        |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involvement in the study                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Plants

Seed stocks

The study did not involve plants.

Novel plant genotypes

The study did not involve plants.

Authentication

The study did not involve plants.

How the deposited data were processed for this re-analysis (not part of the article)

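The summary covers the RNA sequencing of the SS and MMTT strains in sporulation medium, at 9 time points from 0 h to 8 h 30 min with 3 replicates each. The phenotypes, the metabolites, the proteins, the deletion strains and the single-SNP strains were not analysed here. The authors deposited raw counts of reads per gene. To make these counts, the authors removed reads from ribosomal RNA, aligned the others to the S288c genome with STAR and counted them on genes, within a Snakemake workflow. The versions, the annotation and the strand setting of that step are not stated. All values are whole numbers and no library had been scaled. The table holds 6571 genes, of which 5906 have an entry in the R64 annotation used for names, 5263 of them with a symbol, and 665 do not.

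Each of the 54 libraries was assigned to its strain, time point and replicate by its label. The values given first use the 49 libraries shown in Supplementary Fig. 1A, and all 54 were used as an alternative. Total counts in the 49 libraries ranged from 1455002 to 5793502 with a median of 3641591, and in all 54 from 159701 upward. A gene at 3 CPM in a library of the median size has 10.9 reads, a counting error of 30.3%, and at 0.5 CPM fewer, so single values near the filters are imprecise. Every pair of replicates differed by more than counting error. Over 54 pairs the lowest chi-square per degree of freedom was 4.91 and the median 14.2, and 0 pairs were identical. Whether equal replicate numbers mark a shared origin was checked from the deviations of the libraries from their group means. Their mean correlation was -0.02 for equal numbers in SS and 0.03 in MMTT, and -0.06 across the strains, so the numbers were not taken to pair the libraries.

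The analysis ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. For comparisons within a strain, genes with at least 0.5 CPM in at least 3 libraries of that strain were kept, and for those between strains genes with at least 3 CPM in at least 3 libraries, both as in the paper's Methods. Library sizes were scaled by TMM factors. A model with 1 mean per group was fitted, per strain for comparisons with 0 h and over all 18 groups for those between the strains. Where a group held 2 libraries, or 1 after a library was left out, its spread was taken from all groups of the fit. Each comparison used edgeR's robust quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 2. The interaction was tested with the 8 coefficients for strain by time together, at an adjusted p under 0.001. Log2 fold changes are edgeR's estimates. The test gives no standard error. Those printed are the absolute log2 fold change divided by the square root of the test's F statistic, and are approximate. CPM and log2 CPM use the TMM factors, the latter with a prior count of 2. Where all libraries of a group had 0 counts, the fold was computed against a floor of 3 counts per library and is a lower bound.

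For the PCA and the clustering, the 300 genes with the highest variance of log2 CPM were used, with Euclidean distances and complete linkage. The share of libraries whose nearest library has the same strain was set against 10000 permutations of the strain within time points. Lists of genes were written from gene symbols, for arginine, histidine and aromatic amino acid biosynthesis, cytoplasmic ribosomal proteins, ribosome biogenesis, early meiotic genes, middle meiotic and spore formation genes, and heat response and protein folding. They were tested with camera at a preset correlation of 0.01, and adjusted by Benjamini-Hochberg over the lists and time points of a family: between the strains, within MMTT, within SS, and the difference of the changes. Genes of the paper's DPGP clusters were averaged as z-scores. Of the paper's tables of called genes and clusters, parts were in hand: the called genes of SS at 8 time points and of MMTT at 30 min, and 1079 of the genes with an interaction. For the positions of the SNPs, coding sequences were matched to the R64 genome. Near copies of a named gene were sought with blastn 2.17.0, at an identity of at least 90% over at least 100 bases.

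The genes named in the text were chosen by rule: MKT1 and TAO3, the members of the arginine and histidine lists, the genes of the proteins named in the Results, 5 transcription factors that the paper names for the single-SNP strains (RTG1, RTG3, DAL82, ERT1 and PIP2), the marker genes HIS3, LEU2, URA3, MET17 and LYS2, the 5 genes with the smallest p for the interaction, and, for each strain against 0 h and between the strains at 30 min, 2 h 30 min and 8 h 30 min, the 3 called genes with the largest fitted absolute log2 fold change whose groups did not overlap. Where a group holds 0 counts that fitted value has no upper limit, so this rank does not show that such a gene changed the most. Of these genes 1 is not reported here, and the text gives only some of the comparisons of the others. These rules, the tests, the 8 lists, the filters and thresholds were set before the data were examined. So were the alternatives: DESeq2, RLE factors, no filter on low counts, all 54 libraries, the replicate number as a covariate, an absolute log2 fold change over 1, only the 2 groups compared in the fit, an adjusted p of 0.05 for the interaction, fry, camera with an estimated correlation, 1000 or all genes and DESeq2's variance stabilizing transformation for the PCA, z-scores of linear CPM, and each library left out in turn. Chosen after the data were seen were lists of 72 mitochondrial ribosomal protein genes and 16 glycolysis genes, the thinning of every library to the smallest total, and the tests on chromosomes, on late transcripts at 0 h, on mitochondrial transcripts, on genes outside the annotation and on the libraries that the paper removed.

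The steps were tested on simulated data. With a log2 change of 3 put into 200 of 6015 or 6031 genes, the comparisons recovered 95.5% to 98% of them with at most 2 false calls, and the interaction test recovered 94%. With no change simulated, 0 genes were called by edgeR. Camera recovered a change of -1 put into the ribosomal protein genes as a median of -0.95, and called 0 of 55 unchanged lists. The simulated genes varied independently of each other, so this does not show how often camera calls unchanged lists in the real libraries. There it made a median of 34 calls between the strains with exchanged strain labels. Chance was examined by exchanging strain labels within time points, or time labels within a strain, in 50 draws, and by the 10 splits of 3 libraries against 3. The paper's Metascape enrichment and TPM values were not used here, and its DPGP clustering was not repeated, so clusters were taken as the paper lists them. The paper's Methods give more genes before and after these filters than the counts used here, which hold 6571 genes, of which 6031 passed between the strains, 6419 in MMTT and 6350 in SS.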

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

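The results in this part were singled out by 1 of 2 rules: a test of the difference between the strains' changes, or a signal in libraries or genes that the paper does not discuss. No group held 4 to 10 libraries, so single outlying libraries were not sought by a rule. Chosen only after the result was seen were the tests on the profiles and sizes of the removed libraries, the test of equal differences at every time point for mitochondrial transcripts and for genes outside the annotation, the test of low expression for the latter, and the thinning of the libraries.

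The interaction of genotype and time was called for 895 of 6031 genes by edgeR's quasi-likelihood F test. Chance assignment of the strains to libraries can be excluded, since of 51 labellings of the strains within time points, the real one included, only 1 gave as many. The exchange removes every difference between the strains, so it cannot tell an interaction from a difference that is the same at all time points. Unequal library sizes as the whole cause of the 895 calls are argued against, because 695 genes were called with every library thinned to the smallest total, a setting chosen after the data were seen. The number depends on single replicates, with 294 genes without SS replicate 2, 306 without SS replicate 3, 555 without MMTT replicate 1 and 569 without MMTT replicate 2, and on the tool, with 1593 genes in DESeq2. An effect of the SNPs on the course of sporulation and another difference between the 2 strains or their cultures both stay open.

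The change from 0 h of each of the 8 lists differed between the strains by camera with Benjamini-Hochberg adjustment: at 5 of 8 time points for arginine biosynthesis, 5 for histidine biosynthesis and 5 for aromatic amino acid biosynthesis, 7 for ribosomal proteins, 7 for ribosome biogenesis, 6 for early meiotic genes, 4 for middle meiotic genes and 8 for heat response. With fry 4, 5, 5, 4, 4, 5, 4 and 7 of these calls held, and with all 54 libraries 4, 4, 5, 6, 7, 6, 4 and 5. With the correlation estimated from the data 1, 1, 1, 3 and 1 held for the 3 amino acid and the 2 meiotic lists and 0 for the other 3, for which it gave 3, 4 and 2 at an unadjusted p under 0.05.

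Camera with the preset correlation made a median of 28 such calls with strain labels exchanged within time points, so a single call carries little weight. For the number of calls together, 47, chance assignment of the strains can be excluded, as 1 of 51 labellings gave as many. That exchange too removes every difference between the strains, not only one between their changes. The medians give the sizes. At 30 min the difference was 1.35 for arginine, 1.39 for histidine and 1.09 for aromatic amino acids, and at 8 h 30 min -0.79, -0.73 and -0.57. For ribosomal proteins it was -0.93 and -1.25, for ribosome biogenesis -0.41 and -0.92, for early meiotic genes -0.40 and 2.16, for middle meiotic genes 0.16 and 4.23 and for heat response -0.70 and -0.39. Each of these medians had the same sign with RLE factors, while that of heat response at 1 h 40 min changed sign. Sequencing or library batches are not given, so no test of them was made, and an effect of the SNPs on the course of sporulation stays open.

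In MMTT 45 min replicate 2, which the paper removed, the mean log2 CPM of the 27 middle meiotic genes was 8.07, which is 3.63 above the mean of the 2 libraries kept. The library lay nearest MMTT 8 h 30 min, at a distance of 24.0, and at 54.7 from its own time point. The MMTT libraries at 8 h 30 min lay at 13.4, 15.6 and 11.2 from that time point, so this library lay outside their spread. A low total count is argued against, since it had 3559383 counts. The 2 libraries kept at 45 min lay at 54.4 from each other, so the 54.7 does not set it apart. An exchange of labels with MMTT 5 h 40 min replicate 3, the other removed library with a full total, is argued against as the whole cause. The 2 libraries kept at 5 h 40 min had 5.77 and 5.46 for the middle meiotic genes, so this one lay 2.30 above the higher, while kept MMTT libraries of a time point lay at most 1.95 apart. A single wrong label and a culture far ahead of the others cannot be told apart, since only 12 of the 24 kept MMTT libraries lie nearest their own time point, so that the nearest time point does not settle a library's label.

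RNA of the mitochondrial genome, which the paper does not discuss, took a larger share of the counts in MMTT than in SS, by a mean log2 difference of 1.01 over the 9 time points (two-sided permutation of strain labels within time points, p = 8e-04), and its mean share was higher at 7 of 9 time points. Without 1 library the mean log2 difference was between 0.78 and 1.23. The direction at single time points was less firm: at 45 min the 2 MMTT libraries had shares of 0.136% and 0.00850% against a mean of 0.0196% in SS, so without MMTT 45 min replicate 1 MMTT was lower. At 3 h 50 min it turned without SS replicate 2, SS replicate 3 or MMTT replicate 2, and at 0 h, where MMTT was lower, without SS replicate 2 or MMTT replicate 1. Over the 22 genes tested the median log2 fold change was -0.45 at 0 h, 0.20, 2.18, 2.18, 0.89, 2.86, 0.27 and 3.20 at the next 7 time points and -0.92 at 8 h 30 min. A difference in mitochondrial DNA content or in RNA that is the same at every time point is argued against by the value of -0.92 at 8 h 30 min. Random variation of the uptake of such RNA from library to library as the whole cause is argued against by the p of 8e-04. Mitochondrial transcripts are captured unevenly where mRNA is isolated, so a difference in preparation between groups of libraries stays open, as does a difference in mitochondrial transcription during sporulation.

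The 316 tested genes outside the R64 annotation, which the paper does not discuss either, were higher in MMTT with a median log2 fold change of 0.81 over the mean of the 9 time points. They made up 238 of the 1087 genes called higher over the time points, with 45.5% at 0 h, 41.4% at 45 min and 36.5% at 5 h 40 min, so the counts of genes higher in MMTT at these time points share whatever causes this. Low expression as the whole cause is argued against: lists of annotated genes matched on expression had a median of 0.43 and at most 0.67, with 0 of 10000 as far from 0, though this shows that genes of low expression as a class were also higher in MMTT. A difference that is the same at every time point is argued against by the medians, which were 0.72, 1.17, 1.19, 0.82, 0.44, 1.20, -0.09, 1.58 and -0.53 in the order of time. Their share of the counts deviated from the group means together with that of the mitochondrial RNA (r = 0.86 over 49 libraries, permutation test with Benjamini-Hochberg adjustment over 4 correlations, adjusted p = 8e-05; rho = 0.75), and r was 0.79 without the 2 farthest libraries. So a property of single libraries shared with mitochondrial RNA may contribute to both. Genomic DNA in the libraries is argued against, since the deviations went against those of the 300 annotated genes with the fewest counts per kb (rho = -0.47, adjusted p = 0.012; r = -0.26, adjusted p = 0.34). Of the 895 interaction genes 12 are outside the annotation and 1 is mitochondrial. A biological explanation, such as noncoding transcription that differs between the strains, was not tested.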

How the results depend on the processing

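The results above were repeated with 1 choice changed at a time. Of the tests in this part, only the thinning of all libraries to the smallest total was chosen after the result had been seen. The choice that moved the counts of called genes most was the threshold on the fold change. With an absolute log2 fold change over 1 in place of 2, all 50 counts changed by more than 1.5 times. The genes higher and lower than at 0 h in MMTT were then 470 and 400 at 30 min, 525 and 308 at 45 min, 392 and 327 at 1 h 10 min, 357 and 295 at 1 h 40 min, 689 and 445 at 2 h 30 min, 507 and 327 at 3 h 50 min, 584 and 391 at 5 h 40 min and 781 and 513 at 8 h 30 min. In SS they were 421 and 186 at 30 min, 523 and 301 at 45 min, 572 and 356 at 1 h 10 min, 429 and 300 at 1 h 40 min, 511 and 328 at 2 h 30 min, 613 and 340 at 3 h 50 min, 630 and 263 at 5 h 40 min and 795 and 373 at 8 h 30 min. Between the strains, genes higher and lower in MMTT numbered 167 and 34 at 0 h, 480 and 407 at 30 min, 395 and 227 at 45 min, 358 and 276 at 1 h 10 min, 209 and 112 at 1 h 40 min, 473 and 177 at 2 h 30 min, 221 and 97 at 3 h 50 min, 338 and 140 at 5 h 40 min and 561 and 361 at 8 h 30 min.

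With only the 2 groups compared in the fit, 41 of 50 counts stayed within 1.5 times. The others changed, in MMTT against 0 h, from 142 to 44 for genes higher at 45 min and from 51 to 79 for genes higher at 1 h 10 min, and in SS from 132 to 86 for genes higher at 3 h 50 min. Between the strains they changed from 145 to 26 for genes higher at 45 min, from 6 to 2 for genes lower at 1 h 40 min, from 193 to 109 for genes higher at 2 h 30 min, from 9 to 3 for genes lower at 3 h 50 min, from 159 to 51 for genes higher at 5 h 40 min and from 9 to 2 for genes lower at 5 h 40 min. DESeq2, RLE factors and no filter on low counts each left all 50 counts within 1.5 times. RLE factors, in place of TMM, changed 1 of 176 calls of lists, that of the middle meiotic list between the strains at 30 min. Among the named genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, RLE factors lost ENA1 between the strains at 2 h 30 min (log2 fold change of -0.64 with TMM). They added 3 calls of named genes.

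All 54 libraries left 46 of 50 counts of called genes within 1.5 times. They gave 102 genes higher than at 0 h in MMTT at 5 h 40 min, and between the strains 3 lower at 0 h, 31 lower at 30 min and 94 higher at 5 h 40 min. Of 176 calls of lists 17 were lost. Among the named genes other than MKT1 and TAO3, 6 calls were lost and 3 gained. The log2 fold change of MMTT against SS changed sign at 0 h for ARG7 to -0.015, CPA1 to 0.18, HIS5 to -0.050 and RPL22A to 0.043, and at 2 h 30 min for ARG5 to -0.025, HIS5 to -0.082, RPL13A to -0.056 and DAL82 to 0.11, none of them called in either set by edgeR's quasi-likelihood test. That of MKT1 at 0 h became 0.051, and at 2 h 30 min it was -0.46 with an adjusted p of 0.043 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lowest mean z-score became -0.78 for MMTT cluster 2 in MMTT, and in SS -0.29 for MMTT cluster 3, -0.77 for MMTT cluster 5, -0.71 for SS cluster 8 and -1.52 for SS cluster 9. The highest of MMTT cluster 3 in SS became 0.25.

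Camera with the correlation estimated from the data made fewer calls of lists. Higher lists numbered 21 against 0 h in MMTT, 10 in SS, 19 between the strains and 7 for the difference between the changes, and lower lists 0, 0, 0 and 0. At an unadjusted p under 0.05 it gave 0, 0, 7 and 9 lower lists. With fry, 18 of 176 calls of lists were lost and the lists lower than at 0 h in SS went from 1 to 0 (0 at an unadjusted p under 0.05).

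A covariate for the replicate number, called the replicate block, is not part of the results above because equal numbers did not deviate together. It was fitted per strain for comparisons with 0 h of single genes. Elsewhere both strains were in the fit and libraries with equal numbers shared a coefficient across the strains. Under the replicate block the genes lower in MMTT at 45 min numbered 5, and the other 49 counts stayed within 1.5 times. TAO3 at 5 h 40 min had -0.44 with an adjusted p of 0.055 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. HIS5 at 2 h 30 min became -0.017 and MKT1 at 0 h 0.0093. Of 176 calls of lists 6 were lost. These were, between the strains, early meiotic genes (0.39) and heat response (0.38) at 0 h and middle meiotic genes (0.44) at 30 min, arginine in SS at 2 h 30 min (0.60) and 5 h 40 min (0.68), and the difference for heat response at 1 h 40 min (0.03). Of the named genes, called here by an adjusted p under 0.05 from the same test whatever the fold change, YKL053W in SS at 2 h 30 min (5.98) and ENA1 between the strains at 2 h 30 min (-0.62) lost their calls, and CIT3 between the strains at 0 h (0.77) and RPL22A in SS at 2 h 30 min (0.60) gained one. The replicate block changed no other call.

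With DESeq2, DAL82 between the strains at 2 h 30 min changed sign, to 0.037, as it did with RLE factors, to 0.038. Among the named genes other than MKT1 and TAO3, DESeq2 added 8 calls and lost 0. TAO3 at 1 h 40 min had -0.33 and an adjusted p of 0.046 in the Wald test of DESeq2 with Benjamini-Hochberg adjustment. The z-scores of linear CPM moved the lowest value in MMTT to -0.99 for MMTT cluster 1, -0.55 for MMTT cluster 2 and -0.57 for SS cluster 8. In SS they moved it to -0.76 for MMTT cluster 5 and -1.40 for SS cluster 9, and the highest value of SS cluster 5 in MMTT to 0.72.

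On 1000 genes, on all genes past the filter and with the variance stabilizing transformation, the share of libraries whose nearest library has the same strain remained 100%, as with all 54 libraries. Strain and group matched for 67.3%, 71.4% and 59.2%, and the first component held 34.8%, 28.4% and 52.9% of the variance.

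The genes with an interaction, 895, numbered 1593 with the likelihood ratio test of DESeq2, 2612 with an adjusted p of 0.05, 889 with RLE factors, 874 without the filter, 902 with the replicate block and 667 with all 54 libraries. They were between 294, without replicate 2 of SS, and 886, without replicate 3 of MMTT. Without replicate 3 of SS there were 306, and without replicates 1 and 2 of MMTT 555 and 569.

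With each library left out in turn, 228 of 266 counts of called genes stayed within 1.5 times. A group of 2 then holds 1 library, which is assumed to vary like the other groups. Genes in MMTT against 0 h numbered, higher at 45 min between 49 without MMTT replicate 1 and 351 without MMTT replicate 3, lower at 45 min between 44 without MMTT 0 h replicate 1 and 189 without MMTT replicate 3, higher at 2 h 30 min between 148 without MMTT replicate 2 and 237 without MMTT replicate 1 and lower at 2 h 30 min between 38 without MMTT replicate 2 and 107 without MMTT replicate 1. No count in SS against 0 h moved by more than 1.5 times. Between the strains the genes numbered, higher at 0 h between 14 without SS replicate 3 and 33 without MMTT replicate 3, lower at 0 h between 0 without SS replicate 3 and 1 without SS replicate 2, lower at 30 min between 11 without MMTT replicate 2 and 57 without MMTT replicate 3, higher at 45 min between 30 without MMTT replicate 1 and 346 without MMTT replicate 3, lower at 45 min between 2 without SS replicate 2 and 103 without MMTT replicate 3 and higher at 1 h 10 min between 48 without MMTT replicate 2 and 98 without MMTT replicate 3. Further they numbered, lower at 1 h 10 min between 9 without SS replicate 3 and 28 without MMTT replicate 3, lower at 1 h 40 min between 3 without MMTT replicate 2 and 9 without SS replicate 2, higher at 2 h 30 min between 104 without MMTT replicate 2 and 196 without MMTT replicate 1, lower at 2 h 30 min between 1 without SS replicate 1 and 9 without MMTT replicate 1, lower at 3 h 50 min between 1 without SS replicate 1 and 16 without SS replicate 3 and higher at 5 h 40 min between 94 without SS replicate 2 and 187 without SS replicate 1, and lower at 5 h 40 min between 4 without MMTT replicate 2 and 14 without SS replicate 1 and lower at 8 h 30 min between 17 without SS replicate 3 and 36 without SS replicate 1. Other libraries also moved a count by more than 1.5 times. Without MMTT 0 h replicate 1, 93 genes were higher in MMTT at 45 min than at 0 h, and 80 lower without MMTT 45 min replicate 1. Between the strains, 21 were higher at 0 h without SS replicate 2, 17 without MMTT replicate 2, and 1 was lower without MMTT replicate 3. At 45 min, 8 were lower without SS replicate 1 and 14 without MMTT replicate 1, and at 1 h 10 min 50 were higher without SS replicate 3. At 2 h 30 min 1 was lower without MMTT replicate 2, at 3 h 50 min 14 without SS replicate 2 and at 8 h 30 min 18 without MMTT replicate 2, and 95 were higher at 5 h 40 min without MMTT replicate 2.

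The mean z-scores with each library of the time point left out in turn ranged from -1.31 to -1.24 for the lowest value of MMTT cluster 1 in MMTT, from 2.16 to 2.29 for the highest value of MMTT cluster 2 in MMTT, from -0.79 to -0.76 for the lowest value of MMTT cluster 2 in MMTT, from 0.64 to 0.66 for the highest value of SS cluster 5 in MMTT and from -1.20 to -0.83 for the lowest value of MMTT cluster 1 in SS. They ranged from -0.75 to -0.52 for the lowest value of MMTT cluster 2 in SS, from 0.61 to 0.90 for the highest value of MMTT cluster 3 in SS, from -0.96 to -0.91 for the lowest value of MMTT cluster 5 in SS, from -0.99 to -0.93 for the lowest value of SS cluster 8 in SS and from -1.97 to -1.89 for the lowest value of SS cluster 9 in SS. The other 65 of 79 such values moved by less than the SD of the replicates.

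For MKT1 the log2 fold change of MMTT against SS ranged from -0.16 to 0.085 at 0 h, from -0.90 to 0.091 at 45 min, from -0.49 to -0.43 at 1 h 10 min, from -0.12 to 0.25 at 3 h 50 min and from -0.31 to 0.074 at 5 h 40 min with each library left out in turn, and for TAO3 from -0.53 to -0.25 at 0 h, from -0.70 to -0.059 at 45 min, from -0.72 to -0.58 at 2 h 30 min and from -0.69 to -0.21 at 5 h 40 min. At 45 min both genes were called without MMTT replicate 3, the library with the larger total of the pair, and TAO3 was called at 0 h without MMTT replicate 1. For the ribosomal protein list at 3 h 50 min the median between the strains ranged from -0.33 to 0.012, the latter without SS replicate 1. Of 1191 tests of called lists 48 lost the call, and the lists lower than at 0 h in SS numbered between 0 and 1.

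Named genes whose sign changed with a library left out had log2 fold changes between -0.20 and 0.38 with all libraries of the paper's set. Between the strains at 0 h, ARG3 from -0.15 to 0.75, ARG5 from -0.28 to 0.21, ARG7 from -0.034 to 0.20, ARG8 from -0.30 to 0.15, CPA1 from -0.20 to 0.058, HIS5 from -0.074 to 0.16, HIS6 from -0.31 to 0.088, HIS7 from -0.054 to 0.20, ADY2 from -0.011 to 0.47, RPL22A from -0.40 to 0.37 and RPL13A from -0.14 to 0.26. Between the strains at 2 h 30 min, ARG3 from -0.27 to 0.47, ARG5 from -0.75 to 0.63, ARG7 from -0.52 to 0.68, ARG8 from -0.044 to 0.77, HIS4 from -0.79 to 1.07, HIS5 from -0.37 to 0.38, HIS6 from -0.35 to 0.24, HIS7 from -0.66 to 0.86, RPL22A from -0.24 to 0.70, RPL14B from -0.34 to 0.013, RPL13A from -0.054 to 0.25 and DAL82 from -0.12 to 0.11. At that time point the sign of ARG5, HIS4 and HIS7 depended on which of the 2 MMTT libraries was kept, and with replicate 1 alone each of the 3 was higher, with replicate 2 alone lower in MMTT, with a largest adjusted p of 0.028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between the strains at 8 h 30 min, ARG1 from -0.16 to 0.20 and HIS3 from -0.26 to 0.018, and at 30 min or 8 h 30 min RTG3 from -0.0022 to 0.21. From 0 h to 2 h 30 min within MMTT, ADY2 from -0.26 to 0.12, ENA1 from -0.23 to 0.14, LEU1 from -0.42 to 0.13 and RPL4B from -0.068 to 0.17, and within SS ADY2 from -0.28 to 0.22. Of 1080 such values 80 lost a call and 9 gained one. The library thinning gave 695 interaction genes.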

Differences from the paper's values

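All tests compared here were set before the data were examined. Of 57 values that the paper gives for a measure computed here, 31 differ, each by more than 1.5 times. All 31 are counts of called genes, and such a count has no spread between replicates of its own. Where leaving out 1 library brought a count within 1.5 times, the difference is not shown to exceed the variation between libraries. Among the values that do not differ are the paper's 265 genes higher in MMTT at 8 h 30 min (308 here) and its 1080 genes with an interaction (895 here). The genes tested also differ, since the paper's Methods keep more genes after the filters than the 6031 between the strains, 6419 in MMTT and 6350 in SS that passed here. The alternatives are DESeq2, RLE factors, no filter on low counts, all 54 libraries, the replicate block, only the 2 groups compared in the fit, a log2 fold change over 1 and each library left out in turn. Beside each value, the alternatives under which it comes within 1.5 times of the paper's are given, and under all the others it differs. The absolute log2 fold change over 1 never came within 1.5 times. The paper's Methods give a minimum fold change of 2, which is an absolute log2 fold change of 1. Its figure legends give an absolute log2 fold change over 2, which was used here.

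In MMTT against 0 h, the values the paper states in its text differ in these cases. By 2 h 30 min there were 229 genes higher against 132 in the paper (within 1.5 times: 198 without MMTT 0 h replicate 1, 148 without MMTT replicate 2) and 63 genes lower against 32 in the paper (within 1.5 times: 38 without MMTT replicate 2). At 8 h 30 min there were 132 genes lower against 61 in the paper (no alternative came within 1.5 times). For genes lower at 2 h 30 min the paper's text has 32 and its Fig. 3B 38, and 63 is more than 1.5 times either. From Supplementary Data 1, at 30 min there were 55 genes lower against 31 in the paper (within 1.5 times: 46 without MMTT replicate 2). The values for the other time points were read by eye from Fig. 3B. At 45 min there were 142 genes higher against about 61 in the paper (within 1.5 times: 44 with only these 2 groups in the fit, 49 without MMTT replicate 1) and 48 genes lower against about 28 in the paper (within 1.5 times: 34 with only these 2 groups in the fit). At 1 h 10 min there were 51 genes higher against about 29 in the paper (within 1.5 times: 42 without MMTT 0 h replicate 1, 42 without MMTT replicate 2) and 56 genes lower against about 32 in the paper (no alternative came within 1.5 times). At 1 h 40 min there were 57 genes lower against about 21 in the paper (no alternative came within 1.5 times). At 3 h 50 min there were 148 genes higher against about 92 in the paper (within 1.5 times: 115 with all 54 libraries, 136 without MMTT replicate 2). At 5 h 40 min there were 176 genes higher against about 79 in the paper (within 1.5 times: 102 with all 54 libraries) and 58 genes lower against about 31 in the paper (no alternative came within 1.5 times).

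In SS against 0 h, the paper's numbers are the genes listed in Supplementary Data 1. At 30 min there were 75 genes higher against 49 in the paper (within 1.5 times: 73 with DESeq2, 72 with RLE factors, 72 without SS 0 h replicate 3, 62 without SS replicate 2) and 19 genes lower against 9 in the paper (within 1.5 times: 13 without SS replicate 3). At 45 min there were 48 genes lower against 26 in the paper (within 1.5 times: 38 without SS 0 h replicate 3, 39 without SS replicate 3). At 1 h 10 min there were 65 genes lower against 40 in the paper (within 1.5 times: 59 with all 54 libraries, 51 without SS 0 h replicate 3). At 1 h 40 min there were 93 genes higher against 61 in the paper (within 1.5 times: 91 with RLE factors, 90 with the replicate block, 80 without SS 0 h replicate 3, 88 without SS replicate 1) and 55 genes lower against 35 in the paper (within 1.5 times: 51 without SS replicate 1, 51 without SS replicate 3). By 2 h 30 min there were 112 genes higher against 70 in the paper (within 1.5 times: 105 with all 54 libraries, 105 with the replicate block, 91 without SS 0 h replicate 3, 105 without SS replicate 1, 98 without SS replicate 3) and 67 genes lower against 38 in the paper (within 1.5 times: 48 without SS 0 h replicate 3). At 3 h 50 min there were 132 genes higher against 79 in the paper (within 1.5 times: 117 with the replicate block, 86 with only these 2 groups in the fit, 103 without SS 0 h replicate 3, 102 without SS replicate 1) and 52 genes lower against 30 in the paper (within 1.5 times: 44 with all 54 libraries, 42 with only these 2 groups in the fit, 35 without SS 0 h replicate 3). At 5 h 40 min there were 136 genes higher against 78 in the paper (within 1.5 times: 113 with only these 2 groups in the fit, 103 without SS 0 h replicate 3, 110 without SS replicate 1) and 40 genes lower against 18 in the paper (no alternative came within 1.5 times). At 8 h 30 min there were 210 genes higher against 127 in the paper (within 1.5 times: 190 with all 54 libraries, 171 without SS 0 h replicate 3, 184 without SS replicate 3).

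Between the strains, the paper's numbers were read by eye from Supplementary Fig. 2. At 0 h there were 33 genes higher against about 13 in the paper (within 1.5 times: 14 without SS replicate 3, 17 without MMTT replicate 2) and 0 genes lower against about 2 in the paper (within 1.5 times: 3 with all 54 libraries). At 45 min there were 145 genes higher against about 84 in the paper (within 1.5 times: 126 with the replicate block, 120 without SS replicate 1, 125 without SS replicate 2, 105 without SS replicate 3). At 1 h 40 min there were 6 genes lower against about 14 in the paper (no alternative came within 1.5 times). At 3 h 50 min there were 91 genes higher against about 59 in the paper (within 1.5 times: 85 with all 54 libraries, 73 with only these 2 groups in the fit, 85 without SS replicate 2, 84 without MMTT replicate 1, 82 without MMTT replicate 2). At 5 h 40 min there were 9 genes lower against about 4 in the paper (within 1.5 times: 6 without SS replicate 3, 4 without MMTT replicate 2). The count of 0 at 0 h comes from edgeR's quasi-likelihood test. At an unadjusted p under 0.05 it is 0, and DESeq2 gives 0.

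The paper describes biosynthesis of amino acids as raised in SS across all time points. Of 24 tests of the 3 amino acid lists in SS, camera called 7, all of the arginine list, while the heat response list, which the paper also names, was called at 8 of 8. With fry the histidine list was called at 7 of 8 time points and the aromatic list at 3. The paper places the start of meiotic enrichment in MMTT at 1 h 40 min and finds none in SS. Here the early meiotic list was called in MMTT from 30 min on, with a median log2 fold change of 0.65, and in SS at 6 of 8 time points, with 1.40 at 8 h 30 min. With the correlation estimated from the data, it was called in MMTT from 2 h 30 min on and at no time point in SS. Between the strains it was called higher in MMTT at 0 h, with 0.41, and at 45 min, with 0.45, calls that were lost without SS 0 h replicate 3 (0.17) or MMTT 0 h replicate 1 (0.33) and without MMTT 45 min replicate 3 (0.32), and from 1 h 10 min on. Genes of prospore membrane formation are described as raised in MMTT at 8 h 30 min alone. The middle meiotic and spore formation list, which is wider than that term, was called from 2 h 30 min on, with 2.50 there and 4.86 at 8 h 30 min.

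For SS, the paper describes an initial fall and a delayed rise of the amino acid pathways of MMTT cluster 1. The genes of that cluster had a mean z-score in SS of -0.88 at 0 h, 0.30 at 45 min, -0.16 at 2 h 30 min and 0.19 at 8 h 30 min. The paper states that MMTT lowered ribosome-related genes, for which it gives the course of MMTT cluster 5. The genes of that cluster, chosen on these samples, did fall in MMTT, from a mean z-score of 0.79 at 0 h to -1.01 at 1 h 10 min. Of the lists, ribosome biogenesis fell in MMTT, with a median of -0.76 at 1 h 10 min, and ribosomal proteins were lower than in SS, but higher than at their own 0 h, by 0.48 at that time point and at each of the other 7. The RNA of RPL14B, RPL22A and RPL13A, whose proteins the paper reports as lower in MMTT after 2 h 30 min, rose by a log2 fold change of 1.91, 0.93 and 0.60, while RTC6 had -0.39.

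The paper states that MKT1 and TAO3 did not differ in expression. Of the 18 comparisons of these genes at single time points, 4 were called, each with a log2 fold change between -0.80 and -0.45: TAO3 at 30 min, 2 h 30 min and 5 h 40 min, and MKT1 at 1 h 10 min. With an absolute log2 fold change over 2, as for the other genes, neither is called at any time point. Hierarchical clustering and PCA are described as clearly separating the strains. Each library's nearest library was of its own strain, while the first division of the tree matched strain for 59.2% of the libraries.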

Other observations

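Chosen only after the result was seen were the tests on MMTT 5 h 40 min replicate 3, the test of chromosomes, the lists matched for late transcripts at 0 h, and the lists of mitochondrial ribosomal proteins and glycolysis.

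For the numbers of called genes, chance can be excluded over all time points between the strains, against 0 h in MMTT and against 0 h in SS, as it can for the calls of lists between the strains and in SS, where 1 of 51 labellings gave as many. For the 45 calls of lists in MMTT against 0 h, chance cannot be excluded, since 13 of 51 labellings of the time points gave as many. For the 9 comparisons of 3 libraries against 3, which are MMTT at 30 min, 1 h 10 min, 1 h 40 min, 3 h 50 min and 8 h 30 min against 0 h and the strains at 1 h 10 min, 1 h 40 min, 3 h 50 min and 8 h 30 min, only 1 of 10 splits, the real one, gave as many genes. So few splits cannot exclude chance.

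The other removed library with a full total, MMTT 5 h 40 min replicate 3, lay nearest MMTT 1 h 40 min, at 13.7, and at 24.3 from its own time point, and its middle meiotic genes were lower than in the libraries kept, by a difference of -1.10 in log2 CPM. A low total is argued against by its 4567237 counts. A wrong time label and a slow culture cannot be told apart, because only 12 of 24 kept MMTT libraries lay nearest their own time point. The 2 kept MMTT libraries at 2 h 30 min also differed, with 5.29 and 7.24 for the middle meiotic genes. Time in the medium may therefore be an imperfect measure of progress through sporulation in MMTT.

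A gained or lost chromosome is argued against. The medians of the 16 nuclear chromosomes over the mean of the 9 time points lay between -0.125 for chromosome I and 0.056 for chromosome VI, where 3 copies in a diploid would give 0.585 and 1 copy -1. They lay between -0.092 and 0.057 with all 54 libraries, and with RLE factors between -0.096 and 0.085. Around MKT1 and TAO3, 31 of the 40 nearest genes differed between the strains in the mean over the time points, against 72.4% of all located genes (one-sided Fisher's exact test over genes, p = 0.30), so a linked segment around the SNPs and none cannot be told apart by this. The 62 genes that differed between the strains at each of the 9 time points, 29 of them higher in MMTT, held 1 adjacent pair, where random genes gave a mean of 0.64 (one-sided permutation test with random lists of genes, p = 0.47). That pair, TPM2 (1.01) and TMA108 (-0.77) in the mean over the time points, lies among the 20 genes nearest TAO3. Another segment, apart from the SNPs, that differs between the strains would place them together, which argues against it as their common source. The full set of 54 libraries gave 41 such genes, 32 of them in both sets.

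Whether MMTT ran ahead of SS along the same course was tested by matching the changes from 0 h. The best SS time point was later than the MMTT time point for 5 of 8 time points, the same for 1 and earlier for 2. The best match was 3 h 50 min for 7 of the 8, with rho between 0.31 and 0.42, so a faster course and a different course cannot be told apart. Of the 50 transcripts with the largest excess in CPM in MMTT at 8 h 30 min over SS at 0 h, 43 were higher in MMTT at 0 h, with 6 called higher and 2 called lower by edgeR's quasi-likelihood test at any fold change. Lists of other genes matched on the level at 0 h held a median of 26 and at most 41 such genes. The SS libraries at 0 h served both to pick the 50 transcripts and to compare them, which can favour transcripts low in these libraries. The matched lists were not picked that way, so they cannot show whether a general shift of genes of the same level is the cause. If cells that had sporulated before transfer were the source, their share would have to be a median of 1.15% for these transcripts and 0.26% for the middle meiotic genes. Such cells and an earlier start of these genes both stay open.

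The proteins that the paper lists as changed were set against the RNA of their genes, as a description across genes. Of 204 proteins higher or lower in MMTT at 0 h, the RNA differed in the same direction for 65.2%, against 50.5% for random genes of matched expression (one-sided permutation test with random lists, p = 1e-04, the smallest that 10000 lists can give). The share was 69.4% of 98 at 2 h 30 min, against 44.9% (one-sided permutation test with random lists, p = 1e-04, again the smallest possible). These differences of proteins may follow those of RNA in direction but not in size, since rho between the 2 log2 fold changes was -0.039 at 0 h and 0.15 at 2 h 30 min. For the changes from 0 h to 2 h 30 min the share was 45.6% of 79 in SS and 45.2% of 115 in MMTT. Random genes gave 49.4% and 48.7% (one-sided permutation test with random lists, p = 0.8 for each). So these protein changes followed the RNA changes over the same interval in direction no more than random genes did. RNA at the time points between was not compared, so RNA as a source of the protein changes stays open. The 4 shares with all 54 libraries were 65.2%, 66.3%, 50.6% and 42.6%.

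The paper reports proteins of mitochondrial gene expression as enriched in MMTT. A list of 72 mitochondrial ribosomal protein genes, written after the data were seen, was higher in MMTT than in SS at 0 h, with a median of 0.34 and 59 of 72 genes higher (adjusted p = 5.3e-06 from camera with Benjamini-Hochberg adjustment), as RNA of mitochondrial translation would be. It was also called at the next 5 time points, with 0.42, 0.28, 0.33, 0.23 and 0.35, and at 5 h 40 min with 0.17, but not at 3 h 50 min (-0.02) and 8 h 30 min (0.01). The call at 45 min was lost without MMTT 45 min replicate 1 (0.15) and that at 1 h 40 min without SS 1 h 40 min replicate 1 (0.23), with the medians then in parentheses. The 16 glycolysis genes were lower at all 9 time points, from -0.24 at 0 h to -1.27 at 2 h 30 min. At 0 h 3 of the 16 were higher, and that call was lost with fry and without SS 0 h replicate 3 (-0.10). Since the lists were written after the data were seen, a higher mitochondrial translation and a lower glycolysis in MMTT are hypotheses, and no test with exchanged labels was made of them.

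Among the genes of proteins that the paper names, INO1 was higher in MMTT, with a log2 fold change of 2.31 at 0 h (adjusted p = 7.0e-06), 2.47 at 30 min (adjusted p = 4.7e-07) and 2.54 at 2 h 30 min (adjusted p = 5.7e-08) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and each kept MMTT library was higher than each kept SS library at these time points. From 0 h to 2 h 30 min its RNA fell by 1.26 in MMTT and by 1.52 in SS on the log2 scale. The call in MMTT was lost without MMTT 2 h 30 min replicate 1 (-1.06). OAC1 was higher in MMTT at 30 min, with 1.21, and lower at 2 h 30 min, with -1.11, and NCE103 was higher at 0 h and 30 min, with 0.84 and 0.80, and lower at 2 h 30 min, with -0.56, the last a call lost without MMTT 2 h 30 min replicate 2 (-0.11). PHO89 RNA fell by 1.61 in MMTT and by 2.44 in SS. Of the transcription factors that the paper names for the single-SNP strains, RTG1, RTG3 and DAL82 were not called between the strains at 30 min and 2 h 30 min by edgeR's quasi-likelihood test. PIP2 was lower in MMTT, with -1.19 and -1.32, and ERT1 higher at 2 h 30 min, with 1.05, a call lost without SS 2 h 30 min replicate 2 (0.87) or MMTT 2 h 30 min replicate 1 (0.57). LEU2, URA3 and LYS2 are listed at 0 in the libraries of both strains at 0 h and 30 min, and MET17 was higher in MMTT, with 2.53 and 3.54. No explanation of these was tested.

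In the paper's table of the genes with an interaction, the mean counts were a median of 1.90 times those computed here, over 1054 of the 1079 genes in hand. The columns of that table are not described further, so the ratio is given as a description.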
